# Matrix structure and microenvironment dynamics correlate with chemotherapy response in ovarian cancer

**DOI:** 10.1016/j.isci.2026.114858

**Published:** 2026-02-09

**Authors:** Florian Laforêts, Panoraia Kotantaki, Samar Elorbany, Joseph Hartlebury, Joash D. Joy, Beatrice Malacrida, Rachel C. Bryan-Ravenscroft, Chiara Berlato, Erica Di Federico, John F. Marshall, Ranjit Manchanda, Wolfgang Jarolimek, Lara Perryman, Eleni Maniati, Frances R. Balkwill

**Keywords:** microenvironment, biological sciences, sequence analysis, cancer

## Abstract

Elevated extracellular matrix (ECM) associates with chemo-resistance and poor prognosis in cancer. Modifying the ECM could enhance response to chemotherapy. We measured chemotherapy-induced changes in the tumor microenvironment (TME) of two high-grade serous ovarian cancer (HGSOC) mouse models with different chemo-sensitivity. Carboplatin/paclitaxel treatment triggered dynamic transcriptional changes in immune and ECM-related pathways, and analyses of the ECM structure revealed modifications in the chemo-sensitive tumors. These changes, observed over twenty days post-chemotherapy, had relevance to HGSOC patient responses. Integrating transcriptomics with ECM structure metrics, we identified ECM targets, including lysyl oxidase (LOX), that might enhance effects of chemotherapy. Given alone or with chemotherapy, a pan-LOX inhibitor, PXS-5505, modulated fibroblast and immune cell distribution and decreased tumor stiffness in the less-responsive mouse model. Moreover, treatment with PXS-5505 before chemotherapy enhanced the therapeutic response. We conclude that pretreatment with ECM targeting agents may improve chemotherapy efficacy by altering ECM structure and immune responses.

## Highlights

• Dynamic ECM and immune transcriptional changes were related to chemotherapy response
• Carboplatin/paclitaxel treatment modified ECM protein structure in sensitive tumors
• Lysyl oxidase inhibitor PXS-5505 changed ECM, fibroblast, and immune cell distribution
• PXS-5505 treatment before chemotherapy improved response in HGSOC tumors

## Introduction

High extracellular matrix (ECM) remodeling (fibrosis) and fibroblast/wound healing transcriptional signatures predict a poor response to therapy and an unfavorable prognosis in many human cancers.^1^^,^^2^^,^^3^^,^^4^ For instance, our previously published multi-level deconstruction of human omental metastases of high-grade serous ovarian cancer (HGSOC) revealed a pattern of ECM molecules, the matrix index, that is associated with a poor prognosis not only in this malignancy but also in twelve other common cancer types.^5^

The majority of HGSOC patients present with advanced disease that has spread throughout the peritoneum and omentum.^6^ They are generally treated with surgery and chemotherapy, often with three cycles of carboplatin/paclitaxel neoadjuvant chemotherapy (NACT), followed by debulking surgery and further three cycles of chemotherapy.^7^

We previously reported that NACT induces anti-tumor immune activity in the human tumor microenvironment (TME), with effects on T cells, B cells, and macrophages.^8^^,^^9^^,^^10^^,^^11^^,^^12^ However, these effects on innate and adaptive immune cells are not usually sufficient to induce long-lasting host anti-tumor activity. Most patients with HGSOC relapse within two years, with increasingly resistant disease.^7^

In this paper, to further investigate the effects of chemotherapy on the TME, we used two of our previously published syngeneic transplantable orthotopic mouse HGSOC models that replicate the human omental TME in terms of ECM composition and immune cells.^13^ The two intra-peritoneal mouse models varied significantly in their response to chemotherapy, with the 60577 model representing a highly chemo-responsive tumor and HGS2 representing a model with marginal response.^13^ Differences between the transcriptomes of untreated 60577 and HGS2 mouse omental tumors predicted response to chemotherapy in an HGSOC patient dataset and were significantly associated with ECM organization, cell adhesion, collagen catabolism, and organization pathways.^13^ The weakly chemo-sensitive HGS2 model had higher levels of ECM proteins, increased numbers of fibroblasts, and a greater matrix index than the chemo-sensitive 60577 model.^13^

Taken together, these results led us to propose that altering the ECM composition and structure could enhance the effects of chemotherapy in a marginally responsive tumor.

To investigate this hypothesis, we conducted transcriptomic, spatial, and structural analyses of the ECM in established omental tumors from our chemo-responsive model, 60577, after three cycles of carboplatin/paclitaxel chemotherapy. We related our results to patient samples and tested whether manipulating the ECM could enhance response in a weakly chemo-sensitive model, HGS2.

## Results

### Chemotherapy induces dynamic ECM and immune changes at the transcriptomic level in chemo-sensitive 60577 HGSOC murine tumors

We first studied the chemo-sensitive 60577 syngeneic peritoneal model of HGSOC, as mentioned above.^13^ The response of established tumors to three doses of carboplatin/paclitaxel (chemo) was confirmed (Figure 1A) with the treatment giving a 12-week survival advantage. To replicate the NACT given to patients, we administered three doses of carboplatin/paclitaxel (chemo) to mice with established disease and collected tumors 24 h (TP1) and one week (TP2) after treatment (Figure 1B). Treated tumors were also obtained three weeks after chemo (TP3), but there were insufficient mice alive in the control group. There was a significant reduction in tumor burden at TP1 and TP2, which was maintained at TP3 (Figure 1C), in agreement with the experiment shown in Figure 1A.

**Figure 1:**
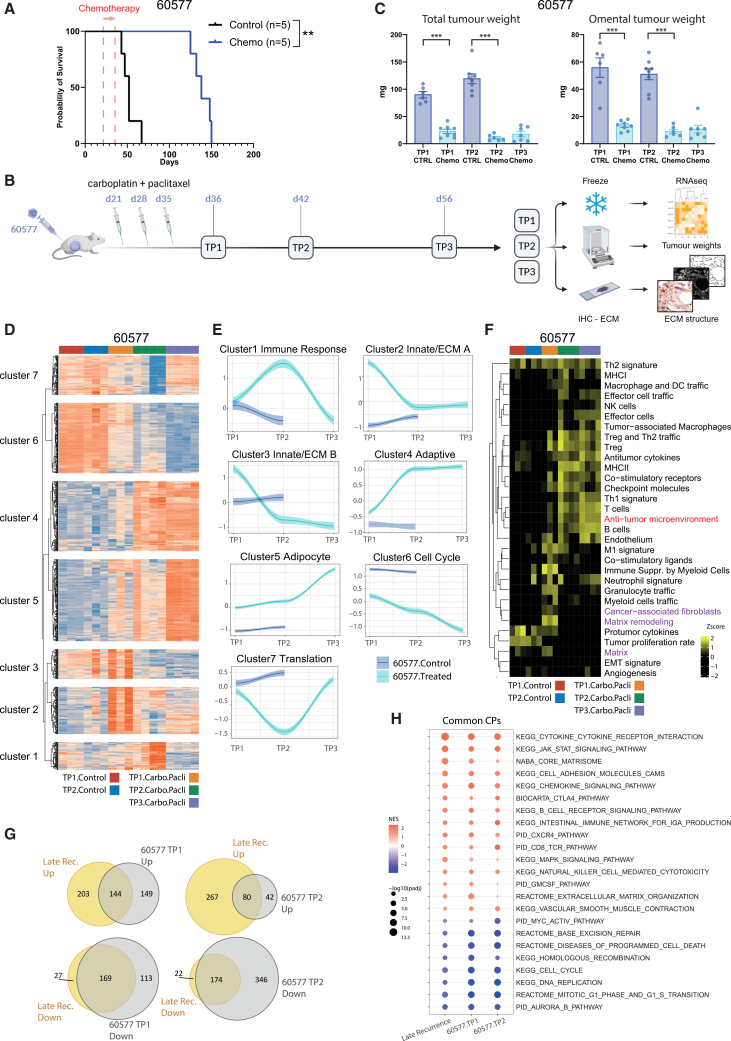
Response to chemotherapy was associated with ECM and immune response pathway alterations in 60577 mouse HGSOC model (A) Response of 60577 tumor-bearing mice to three doses of a carboplatin and paclitaxel combination (chemo, blue) compared with the control group (black). Kaplan-Meier survival curve is shown, with median survival times for control and treated 60577 mice being 52 and 138 days, respectively. The log-rank *p* value is depicted next to the survival curve, ∗∗, *p* < 0.01. The start of the treatment is indicated by the red arrow. Numbers of mice enrolled in each arm are shown in parentheses. (B) Scheme of the animal study designed to assess the effect of carboplatin and paclitaxel on 60577 tumors at different time points. Carboplatin (20 mg/kg) and paclitaxel (10 mg/kg) were administered i.p. once a week for three weeks starting 3 weeks post tumor cell injection. Mice were culled one day (TP1), one week (TP2), and three weeks (TP3) after the last dose of chemotherapy; their tumors were resected, frozen or formalin-fixed, and paraffin embedded after being weighted. RNA was extracted from the frozen tumors and subjected to RNA-seq analysis. FFPE sections were stained for ECM markers to assess ECM structure and texture. (C) Total and omental tumor weights from animals described in (B). Each dot represents a tumor from an individual mouse, and data are represented as the mean ± SEM. Blue and light blue colors show tumor weight of the control (ctrl) and chemotherapy-treated (chemo) mice, respectively. *p* values for Mann-Whitney test are depicted on the bar plots for comparisons between the control and treated mice. No significant difference between treated and control mice was detected at TP1, TP2, and TP3 (Kruskal-Wallis test). *p* < 0.001. (D) Heatmap illustrating log_2_RPKM gene expression for genes with a significant change between 60577 treated vs. control (TP1 and/or TP2) and a significant change between at least one of the three treated time point contrasts (TP1 vs. TP2, TP2 vs. TP3, and TP1 vs. TP3) (*p*_*adj*_ <0.05 and log_2_FC > |1|). Heatmap was clustered using *K*-means clustering into 7 clusters. (E) Graphical illustration of the patterns of gene expression across the 7 clusters. Trendlines for the expression of each cluster were plotted using scaled gene expression and the median value of replicate mice. Graphs were plotted on ggplot with trendline, using the loess smoothing method. (F) Heatmap illustrating GSVA enrichment scores of Bagaev et al.’s^14^ functional gene expression signatures in 60577 control and treated tumors. The anti-TME signature (red) was calculated using the M1 signature, Th1 signature, and anti-tumor cytokines signature genes as well as the B cell signature genes. ECM-related signature is highlighted in fuchsia. Anti-TME, anti- tumor microenvironment. (G) Venn diagrams illustrating the overlap of significantly enriched canonical pathways in the Adzibolosu et al.’s human HGSOC dataset^15^ of late recurrence post-treatment vs. pre-treatment samples and canonical pathways significantly changing in 60577 treated vs. control at TP1 and TP2, *p*_*adj*_ ≤ 0.05. (H) Enrichment dot plot illustrating some of the canonical pathways common to both the human and mouse data.

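60577 is a mouse HGSOC cell line that grows as omental tumors after injection into the peritoneal cavity of mice. The mice received 3 doses of carboplatin at 20 mg/kg and paclitaxel at 10 mg/kg, or vehicle. Tumors were collected 1 day (TP1), 7 days (TP2) and 21 days (TP3) after the last dose, on days 36, 42 and 56 after the injection of the cells. Bulk RNA of 17 tumors was analyzed, from 3 control and 3 treated mice at TP1, 3 control and 4 treated mice at TP2, and 4 treated mice at TP3. There were no TP3 controls, so the TP3 tumors were compared with the TP2 controls, a comparison in which treatment and time cannot be told apart. The authors depleted ribosomal RNA, sequenced strand-specific libraries from paired ends, trimmed the reads, mapped them with STAR to GRCm38 and estimated the count of each gene with RSEM. They deposited these expected counts for 55487 genes, without a filter and without normalization. The counts of a library summed to between 23044297 and 28139668 in TP1 controls (median 25517443) and between 26209833 and 31411938 in TP1 treated tumors (median 26998202). At TP2 the sums ranged from 22314684 to 31177747 in controls (median 30585103) and from 19456375 to 26668717 in treated tumors (median 25984638). The TP3 treated tumors ranged from 24196228 to 29011193 (median 26970794). The paper's methods give a mean depth of about 65 M reads for tumors, whereas the counts on genes, which all values here use, averaged 28.3 M over the 34 tumors of 60577 and HGS2.
The expected counts were rounded, and the 16241 genes (13926 protein coding) with at least 1 CPM in at least 25% of the tumors of both models that the paper shows were kept. Library sizes were scaled with edgeR's TMM method. The 5 groups of tumors were fitted together, so that they share one estimate of the spread, and compared with edgeR's quasi-likelihood test (two-sided). A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 1, the limits that the paper uses. The authors also corrected for gene length and GC content by conditional quantile normalization and tested with limma. The deposited counts do not include that correction, and a correction of the same kind was run as an alternative. In counts simulated from these tumors, the test recovered 95.5% of 200 genes changed by a log2 fold change of 2 at TP1, and 98.5% at TP2. At TP1, 2536 genes were differentially expressed between treated and control tumors, of which 1567 were higher and 969 lower in treated tumors. At TP2 there were 3969 (2408 higher and 1561 lower), and TP3 treated tumors differed from TP2 controls in 3966 (2307 higher and 1659 lower). Between treated tumors, 977 genes differed from TP1 to TP2, 1278 from TP2 to TP3 and 1791 from TP1 to TP3. The count, with each tumor left out in turn, stayed between 1989 and 2386 at TP1 and between 3433 and 4347 at TP2. The alternative that moved the TP1 count most, a fit of both models together with limma-voom that was added after the data were seen, gave 1542 genes.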

We, therefore, carried out transcriptomic analyses of the control and treated 60577 omental tumors at TP1, TP2, and TP3. 

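The distance between tumors was taken as 1 minus Pearson's correlation of log2 CPM (prior count of 2) over the genes kept. Between a treated and a control 60577 tumor it averaged 0.109, and between tumors of the same treatment 0.0503. The difference of 0.0582 was the largest of the 12376 ways to divide 17 tumors into 11 and 6 (exact permutation test, one-sided, p = 8.08e-05, the smallest p these numbers allow). Complete-linkage clustering on these distances placed the 6 control tumors in one branch and the 11 treated tumors of all 3 time points in the other. With each tumor left out in turn, the difference in distance stayed between 0.0516 and 0.0654. Restricting the distances to the 2000 most variable genes moved it most, to 0.235 with the same p from the same permutation test. Without a filter on low counts the difference fell to 0.0157, again with the same p from this test.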

Hierarchical cluster analysis of the expressed genes showed that the treated 60577 tumors clustered separately from controls (Figure S1A). We compiled all genes with a significant differential expression between the control and treated tumors. 

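The legend of Figure 1D compiles genes that differed between treated and control tumors at TP1 or TP2 and also between at least 1 pair of treated time points. Under that rule, 1892 genes were compiled. Of the 791 genes that the paper lists in Table S1A, which are the paper's own calls on the same tumors, 784 were tested and 708 (89.5% of the list) were among the compiled genes. Adjusted over all genes, 427 of the 784 were differentially expressed at TP1 and 600 at TP2, and adjusted over the list alone 450 and 604. The count of compiled genes was moved most by a fit of the 60577 and HGS2 tumors together, which gave 866. With each tumor left out in turn, it stayed between 1293 and 2503. Among the genes with the largest changes that separated every treated from every control tumor at TP1, and were above 3 counts in a library of each group, was Adipoq (ENSMUSG00000022878, chromosome 16 from 23146536 to 23158028), with a log2 fold change of 6.45 (standard error 1.72, adjusted p = 0.00981 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At TP2 they included Dmbt1 (ENSMUSG00000047517, chromosome 7 from 131032053 to 131121630), with a log2 fold change of -9.04 (standard error 1.49, adjusted p = 0.000164 from the same edgeR test). A list of 5 pancreas genes reached 1248 CPM in TP2 control replicate 1 and 192 CPM in replicate 3, but 10.3 CPM in replicate 2. In TP2 treated tumors it stood at 6.17 to 19.8 CPM. Pancreas RNA in these controls can therefore not be set aside as a source of the fall of Dmbt1.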

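The 7 clusters of Table S1A were taken as the paper gives them, so they were formed on these same tumors and their separation is not an independent result. Clusters 1 to 7 list 60, 102, 64, 151, 177, 152 and 85 genes, of which 59, 102, 64, 149, 176, 149 and 85 were tested. Each cluster was compared between groups by the mean log2 fold change of its genes and tested with limma's fry rotation test (two-sided, Benjamini-Hochberg adjusted over the 7 clusters). At TP1, 5 of the 7 clusters differed between treated and control tumors at an adjusted p-value below 0.05, and at TP2, 6 differed. A competitive test, limma's camera, moved the count at TP1 to 6, and adding the replicate number as a block moved it to 4. Cluster 1 did not differ at TP1, with a mean log2 fold change of 0.39 (adjusted p = 0.182 from fry). It was higher in treated tumors at TP2, with a mean of 1.60 (adjusted p = 2.70e-04 from fry) and 56 of its genes differentially expressed. At TP3 the mean of cluster 1 was 0.29 above TP2 controls (adjusted p = 0.328 from fry). Cluster 7 was unchanged at TP1, with a mean of -0.21 (adjusted p = 0.559 from fry), and lower at TP2, with a mean of -1.24 (adjusted p = 5.49e-04 from fry) and 72 genes differentially expressed.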

*K*-means clustering identified seven differential expression groups (Figure 1D and Table S1A). We plotted the patterns of gene expression in these clusters (Figure 1E). ECM organization, integrin-mediated signaling, and innate immunity pathways transiently increased at TP1, but decreased at TP2, a change that was sustained at TP3 (clusters 2 and 3). 

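Cluster 2 was higher in treated than in control tumors at TP1, with a mean log2 fold change of 2.18 over its genes (adjusted p = 6.61e-05 from limma's fry test) and all 102 differentially expressed. Its mean against the controls was 0.22 at TP2 (adjusted p = 0.442 from fry) and 0.28 at TP3 (adjusted p = 0.293 from fry). Between treated tumors it changed by -1.40 from TP1 to TP2 (adjusted p = 3.37e-04 from fry) and by 0.07 from TP2 to TP3 (adjusted p = 0.562 from fry). Cluster 3 had a mean of 1.72 at TP1 (adjusted p = 0.00658 from fry), with 47 of 64 genes differentially expressed. At TP2 its mean was -1.25 (adjusted p = 0.00804 from fry), with 36 genes lower, and in TP3 treated tumors it was -1.74 (adjusted p = 0.00336 from fry), with 40 genes lower.
Of the ECM genes that the paper follows, Vcan (ENSMUSG00000021614, chromosome 13 from 89655312 to 89742509) had a log2 fold change of 1.79 at TP1 (standard error 0.32, n = 3 and 3, adjusted p = 6.55e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had a log2 fold change of 1.29 at TP1 (standard error 0.29, adjusted p = 0.00364 from edgeR), which stayed between 1.05 and 1.52 with each tumor left out. Over the 13 other settings for Col1a1 at TP1, the adjusted p-value from edgeR, limma-voom or DESeq2 ranged from 3.11e-05 to 0.0920, the highest in a fit of both models together. From TP1 to TP2 treated tumors, Vcan changed by -1.92 (standard error 0.29, adjusted p = 0.00247 from edgeR) and Col1a1 by -1.40 (standard error 0.27, adjusted p = 0.00554 from edgeR). Against the controls of TP2, the log2 fold change was -0.03 for Vcan and 0.15 for Col1a1 (adjusted p = 0.940 and 0.655 from edgeR). Fn1 (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200) changed by 0.54 at TP1 (standard error 0.30, adjusted p = 0.184 from edgeR). At TP2 it was below the controls, with a log2 fold change of -1.29 (standard error 0.28, adjusted p = 0.00122 from edgeR) that stayed between -1.46 and -0.92 with each tumor left out. With the share of 7SL RNA as a covariate, a setting added after the data were seen, the log2 fold change of Fn1 at TP1 was 0.88 (adjusted p = 0.0418 from edgeR), and over its 13 other settings the adjusted p-value from edgeR, limma-voom or DESeq2 ranged from 0.0418 to 0.362 at TP1.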

As innate immune pathways decreased, adaptive immune response signaling increased and was sustained as shown in cluster 4. 

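Cluster 4 had a mean log2 fold change of 0.92 at TP1 (adjusted p = 0.0427 from limma's fry test), with 36 of its 149 genes differentially expressed and all of those higher. At TP2 its mean was 2.50 (adjusted p = 8.27e-06 from fry), with 147 genes higher in treated tumors. Between treated tumors it rose by 1.58 from TP1 to TP2 (adjusted p = 3.37e-04 from fry) and changed by 0.13 from TP2 to TP3 (adjusted p = 0.562 from fry). The TP3 treated tumors were 2.62 above TP2 controls on average (adjusted p = 3.68e-06 from fry), with 143 genes higher.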

Cell division and cell cycle pathways were reduced in treated tumors (cluster 6), whereas lipid and adipocyte-related pathways increased with the tumor response (cluster 5) (Figures 1E and S1B; Table S1B).

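Cluster 6 was lower in treated tumors at every time point. Its mean log2 fold change was -1.11 at TP1 (adjusted p = 4.57e-06 from limma's fry test), -1.62 at TP2 (adjusted p = 1.14e-08 from fry) and -2.46 in TP3 treated tumors against TP2 controls (adjusted p = 5.10e-10 from fry). Of its 149 genes, 92, 130 and 144 were differentially expressed in these comparisons, all of them lower. Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361), a marker of dividing cells, had a log2 fold change of -1.59 at TP1 (standard error 0.16, adjusted p = 1.59e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -1.49 at TP2 (standard error 0.15, adjusted p = 3.96e-06 from edgeR) and -2.30 at TP3 (standard error 0.15, adjusted p = 4.33e-08 from edgeR). Cluster 5 had a mean of 2.17 at TP1 (adjusted p = 0.00665 from fry), 2.26 at TP2 (adjusted p = 0.00115 from fry) and 3.75 at TP3 (adjusted p = 1.03e-05 from fry), with 138, 146 and 175 genes higher. From TP2 to TP3 treated tumors it rose by 1.49 (adjusted p = 0.00131 from fry). Adipoq (ENSMUSG00000022878, chromosome 16 from 23146536 to 23158028), an adipocyte gene, had a log2 fold change of 6.45 at TP1 (standard error 1.72, adjusted p = 0.00981 from edgeR). Without TP1 treated replicate 2 this became 2.74 (adjusted p = 0.172 from edgeR), so the TP1 call for Adipoq rests on that tumor. It was also not made by limma-voom, with a log2 fold change of 4.85 (adjusted p = 0.247), and over the 13 other settings the adjusted p-value from edgeR, limma-voom or DESeq2 ranged from 2.35e-05 to 0.388. Adipoq at TP3 was 9.18 above TP2 controls (standard error 1.72, adjusted p = 4.16e-04 from edgeR), and Lep (ENSMUSG00000059201, chromosome 6 from 29060220 to 29073877) was 9.11 above them (standard error 1.62, adjusted p = 2.72e-04 from edgeR).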

In summary, RNA-seq analysis showed dynamic transcriptional responses twenty days post-treatment, as the 60577 omental tumors responded significantly to chemo. The changes predominantly related to non-malignant cells in the TME. Initial ECM and innate immune gene expression declined as adaptive immune response gene expression increased. This was accompanied by a decrease in pathways associated with cell proliferation and an increase in lipid synthesis gene expression in this adipocyte-rich TME.

In order to understand the relevance of these transcriptomic changes to human cancers, we referred to functional gene expression signatures defined in a pan-cancer human TME transcriptome analysis of 10,000 human tumors.^14^ These pan-cancer signatures captured the stromal and immune compartment of the TME, as well as anti-tumor and tumor-promoting processes. Selecting the mouse orthologues of the human genes in the signatures, we again found dynamic changes in ECM molecules, matrix remodeling, and cancer-associated fibroblast (CAF) pathways, along with TME cell signatures during the three weeks after chemo (Figure 1F and Table S2) that were sustained at TP3. In line with the analysis in Figure 1D, we observed a transient increase in matrix remodeling and innate immune signatures at TP1 in treated tumors, including a transient increase in the signatures of immature myeloid cells and CAFs, suggesting these cell types are part of the remodeling process in responsive tumors. This initial increase in innate processes was followed by an increase in adaptive immune signatures, which became evident at TP2 and were sustained at TP3, including genes involved in Treg and Th2 cell trafficking. These data show that TME gene expression in the 60577 mouse tumors is relevant to human TME transcriptional pathways.

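The signatures of Table S2 were not rebuilt. Instead, 13 short lists of marker genes, chosen in advance, were compared between groups by their mean log2 fold change and with limma's fry test, adjusted over the 13 lists. At TP1, 11 lists differed between treated and control tumors at an adjusted p-value below 0.05, and at TP2, 10 did. The TP1 count moved most, to 7 lists, without TP1 control replicate 1, without TP1 treated replicate 2, and with the share of 7SL RNA as a covariate, which was added after the data were seen. The 11 matrix remodeling genes had a mean log2 fold change of 1.97 at TP1 (adjusted p = 0.00159 from fry), and the 9 genes of neutrophils and immature myeloid cells had a mean of 2.39 (adjusted p = 0.00215 from fry). The 9 fibroblast genes had a mean of 1.08 at TP1 (adjusted p = 0.00143 from fry) and the 5 M1 genes a mean of 2.07 (adjusted p = 0.00161 from fry). From TP1 to TP2 treated tumors, the mean changed by -1.83 for matrix remodeling (adjusted p = 0.00274 from fry) and by -2.93 for neutrophils and immature myeloid cells (adjusted p = 0.00210 from fry). It changed by -0.66 for fibroblasts (adjusted p = 0.0243 from fry) and by -1.10 for M1 (adjusted p = 0.0257 from fry). Against TP2 controls, the matrix remodeling list stood at -0.45 at TP2 (adjusted p = 0.382 from fry) and at -0.31 at TP3 (adjusted p = 0.722 from fry). The fibroblast list stood at 0.42 at TP2 (adjusted p = 0.0885 from fry) and at 0.74 at TP3 (adjusted p = 0.00355 from fry). The list of neutrophils and immature myeloid cells stood below the controls, at -1.44 at TP2 (adjusted p = 0.0347 from fry) and -1.41 at TP3 (adjusted p = 0.0413 from fry).
Among the single genes, S100a8 (ENSMUSG00000056054, chromosome 3 from 90668978 to 90670035) had a log2 fold change of 2.50 at TP1 (standard error 0.66, adjusted p = 0.00916 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which stayed between 1.94 and 2.94 with each tumor left out. From TP1 to TP2 it changed by -4.47 (standard error 0.67, adjusted p = 0.00247 from edgeR). S100a9 (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) had a log2 fold change of 2.71 at TP1 (standard error 0.62, adjusted p = 0.00405 from edgeR) and changed by -4.33 from TP1 to TP2 (standard error 0.62, adjusted p = 0.00215 from edgeR). Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) had a log2 fold change of 1.84 at TP1 (standard error 0.56, adjusted p = 0.0209 from edgeR) and changed by -4.16 from TP1 to TP2 (standard error 0.55, adjusted p = 0.00200 from edgeR).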

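The list of 6 T cell genes had a mean log2 fold change of 1.92 between treated and control 60577 tumors at TP1 (adjusted p = 0.0148 from limma's fry test) and of 3.23 at TP2 (adjusted p = 9.62e-05 from fry). At TP3 it was 3.26 above TP2 controls (adjusted p = 7.47e-05 from fry). The 8 B cell genes had a mean of 1.44 at TP1 (adjusted p = 0.0787 from fry), 3.86 at TP2 (adjusted p = 4.55e-04 from fry) and 4.67 at TP3 (adjusted p = 8.24e-05 from fry). The 4 Th1 genes had means of 1.95, 2.78 and 3.06 in the same comparisons (adjusted p = 0.0148, 1.12e-04 and 6.78e-05 from fry). The 4 Treg genes had means of 1.50, 2.81 and 2.32 (adjusted p = 0.0216, 9.62e-05 and 2.13e-04 from fry). The 4 genes of Treg and Th2 cell traffic had means of 2.05, 3.01 and 2.22 (adjusted p = 0.0216, 8.07e-04 and 0.00355 from fry). From TP1 to TP2 treated tumors, the B cell list rose by 2.21 (adjusted p = 0.0193 from fry), the T cell list by 1.40 and the list of Treg and Th2 cell traffic by 1.44 (both adjusted p = 0.0257 from fry). With the replicate number as a block, 2 rather than 10 of the 13 lists differed between TP1 and TP2 treated tumors at an adjusted p-value below 0.05.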

Of particular interest were changes in a “anti-tumor microenvironment” signature enrichment score (red text Figure 1F). The signature is adapted from a compilation of the M1 signature, Th1 signature, and anti-tumor cytokines, as described by Bagaev et al.^14^ We added B cell gene expression pathways to this signature as they relate to good prognosis in ovarian cancer.^16^^,^^17^^,^^18^^,^^19^ Expression levels of our anti-TME score increased after chemotherapy and were sustained (Figure 1F).

We conclude that the anti-tumor immune and ECM responses were induced by chemotherapy. 

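A score of the same kind was computed from 17 genes, those of the B cell, Th1 and M1 lists, as the mean z score of log2 CPM over the 60577 tumors. The gene set of the paper's signature was not used, and whether the 17 genes share members with it was not checked. The score was 0.456 ± 0.290 in treated tumors (SD, n = 11) and -0.836 ± 0.392 in controls (SD, n = 6). The difference of 1.29 was the largest of the 12376 possible regroupings (exact permutation test, two-sided, p = 8.08e-05, the smallest p these numbers allow), and each of the 11 treated tumors scored above every control. At TP1 the score was 0.0872 ± 0.273 in treated tumors (SD, n = 3) and -0.867 ± 0.518 in controls (SD, n = 3), with p = 0.1 from the exact permutation test, the smallest p that 3 tumors against 3 allow. At TP2 it was 0.540 ± 0.179 in treated tumors (SD, n = 4) and -0.806 ± 0.336 in controls (SD, n = 3, exact permutation p = 0.0286, the smallest p for these numbers). At TP3 it was 0.649 ± 0.0554 in treated tumors (SD, n = 4), at the same exact p against TP2 controls. With each tumor left out in turn, the difference between treated and control tumors stayed between 1.26 and 1.35. Taking the median in place of the mean over genes moved it most, to 1.55. Across the 11 treated tumors, the score was related to the paper's anti-TME score with Pearson's r of 0.892 (permutation test, two-sided, p = 9.20e-04) and Spearman's rho of 0.691 (permutation p = 0.0224). Without the 2 tumors farthest from the median, r was 0.753. This was 1 of 2 relations computed, and with Benjamini-Hochberg adjustment the permutation p-values stayed at 9.20e-04 and 0.0224.

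**Figure D1:**
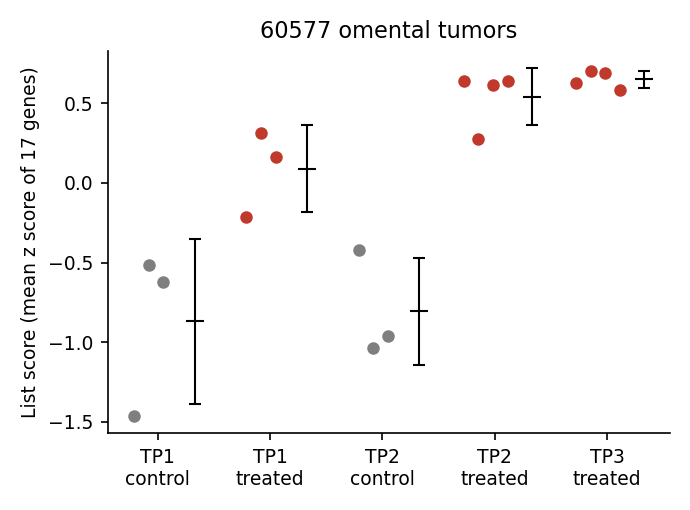
Score of the B cell, Th1 and M1 genes (mean z score, y axis) of each 60577 tumor by group (x axis), with the mean and SD of each group as bars. All 11 treated tumors lie above the 6 controls.

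After the sustained rise of its anti-TME score, the paper states that chemotherapy induced the anti-tumor immune and ECM responses.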

To further relate our findings in the mouse model to patient data, we analyzed a transcriptomic dataset of paired samples from twenty-four HGSOC patients pre- and post- carboplatin/paclitaxel NACT.^15^ This publication reported significant immune changes in post-treatment samples from patients with late disease recurrence compared to those who relapsed early (i.e., chemo-sensitive versus chemo-resistant tumors).^15^ Using mouse orthologues and comparing the changes in treated versus control 60577 tumors with the post versus pre-chemo late recurrence patient samples (i.e., mouse versus human “responders”), we found significant overlap in up- and down-regulated pathways between mouse and human responding tumors (hypergeometric test, *p* < 0.0001, Figure 1G). Again, ECM and immune pathways were significantly related to response in both mouse and human HGSOC tumors (Figure 1H and Table S3).

In summary, the dynamic and sustained changes in ECM and immune pathways observed after chemotherapy in 60577 tumors were relevant to transcriptional pathways in human TMEs. They also reflected changes seen in NACT-treated HGSOC patients.^15^

### Structural alteration of the ECM is a marker of response to chemotherapy in 60577 tumors

To measure effects of chemotherapy on ECM proteins, we performed IHC on omental tumors obtained from the experiment shown in Figures 1B and 1C, measuring protein levels of three ECM molecules we previously identified as having prognostic significance in patient samples: fibronectin (FN1), versican (VCAN), collagen 1A1 (COL1A1),^5^ and fibrillar collagens. There was a transient reduction in versican staining at TP2 in 60577 tumors but no consistent changes in the levels of the other ECM proteins in the control or treated tumors (Figure 2A). However, TWOMBLI^20^ (structural) and QuPath (Haralick texture features)^21^ analyses revealed significant differences in the structure of FN1, VCAN, and COL1A1 between the control and treated 60577 tumors. Chemo caused a significant reduction in high density matrix (HDM) and curvature with significant increases in gap for the three ECM molecules at TP2. Haralick contrast and lacunarity increased, whereas box-counting fractal dimension (BCFD) and total length decreased for two of the three ECM molecules. These ECM alterations were dynamic and varied between the different time points, with some sustaining at TP3, for instance Col1A1 (Figures 2B and S2A). Fibrillar collagens, as assessed by Masson’s Trichrome (M3C) staining, were mostly unaffected by chemotherapy (Figure 2B).

**Figure 2:**
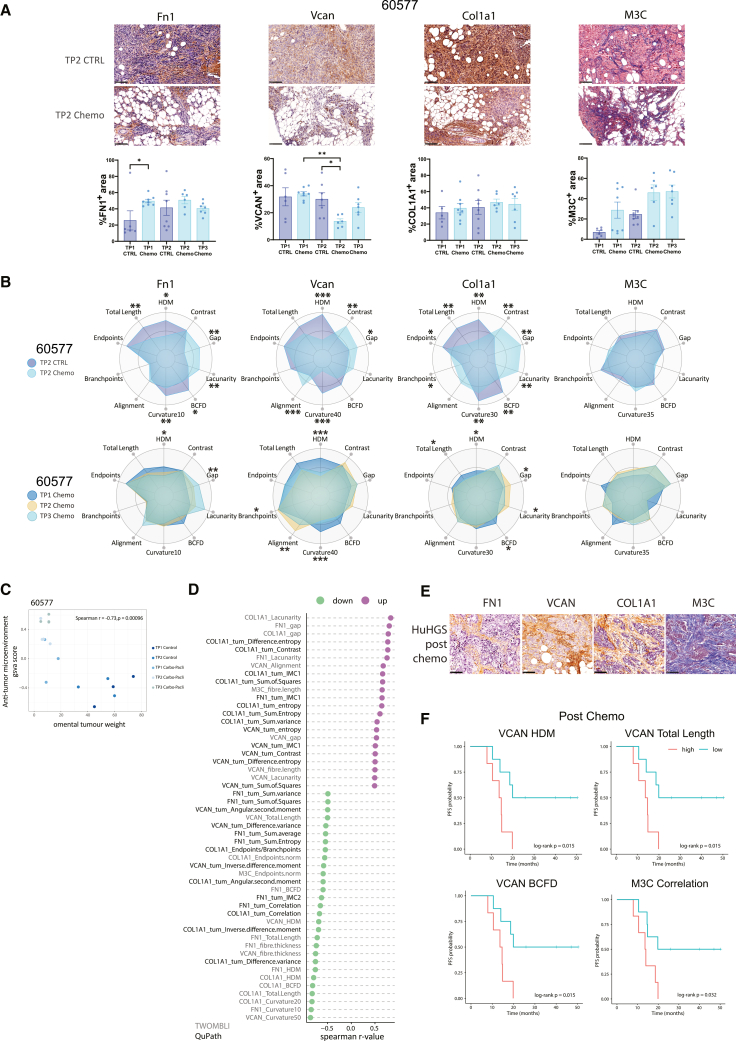
Structural alteration of the ECM is a marker of response to chemotherapy in 60577 tumors (A) Representative immunohistochemistry (IHC) images for fibronectin (FN1), versican (VCAN), collagen 1A1 (COL1A1), and Masson’s Trichrome (M3C) histochemistry of tumors taken at TP2, and the corresponding quantifications of staining in 60577 tumors (blue, control mice; light blue, mice treated with carboplatin and paclitaxel) at TP1, TP2, and TP3. Data are represented as the mean ± SEM; each dot represents one mouse; scale bars correspond to 100 μm. The Mann-Whitney test was used to determine statistical significance between control and treated groups for each individual time point, ∗, *p* < 0.05; ∗∗, *p* < 0.01. The difference between treated groups at time points 1, 2 and 3 (TP1, TP2 and TP3, respectively) was determined with the Kruskal-Wallis test’s multiple comparisons. (B) Matrix patterns for FN1, VCAN, COL1A1, and Masson’s Trichrome (M3C) for 60577 tumors at TP2, assessed by TWOMBLI and Haralick feature analysis and visualized as radar plots. A selection of TWOMBLI metrics along with Haralick contrast is depicted. The average of structural and textural metrics was calculated for the samples analyzed in (A), and the minimum and maximum ranges for each metric were computed across all categories. Values were normalized and scaled to the maximum range. Top panel shows the ECM pattern for control and treated TP2 tumors in dark and light blue, respectively. Bottom panel shows ECM patterns for treated TP1, TP2, and TP3 tumors in blue, beige, and cyan, respectively. HDM, high density matrix; Gap, mean gap area; BCFD, box-counting fractal dimension; Curvature10 to 40, curvature metric was assessed at windows of 10–40 pixels; Branchpoints, normalized branchpoints; Endpoints: normalized endpoints; Fiber Length, average fiber length; ∗, *p* ≤ 0.05; ∗∗ *p* ≤ 0.01, ∗∗∗, *p* ≤ 0.001, Mann-Whitney test. (C) Scatterplot for the correlation of anti-tumor microenvironment (anti-TME) scores with omental tumor weights in 60577. Each dot represents an individual mouse. Points corresponding to different experimental groups are illustrated in different colors. (D) Cleveland plot showing Spearman’s correlations for TWOMBLI and QuPath IHC image analysis metrics that correlated significantly with the anti-TME scores in 60577 (Spearman’s *p* ≤ 0.05 and r ≥ |0.5|). (E) Representative IHC images for FN1, VCAN, COL1A1, and Masson’s Trichrome staining (M3C) in human HGSOC omental biopsies. Scale bars, 100 μm. (F) Kaplan-Meier plots of progression-free survival on post-NACT samples; high and low groups were determined by median values; *n*_high_ = 7; *n*_low_ = 8.

### Structural ECM features associate with anti-TME transcriptomic signatures

We next integrated these protein metrics with our transcriptomic data. We found a significant negative correlation between 60577 omental tumor weight and the anti-TME score described above (Figure 2C),^14^ reinforcing the link between this signature and response to chemotherapy.

We measured the correlation of all the ECM metrics in 60577 treated and control tumors across all time points with the anti-TME score; those that significantly correlated with the anti-TME score are displayed in a Cleveland plot (Figure 2D). This shows the quantitative structural and textural ECM features that correlate positively (purple) and negatively (green) with the anti-TME score. This gives a picture of decreasing HDM, total length, curvature, fiber thickness, and increases in gap and lacunarity with the anti-TME score, supporting our hypothesis that ECM structure is involved in the response to chemotherapy.

We next assessed if structural changes in ECM proteins were associated with progression-free survival (PFS) in HGSOC patients after NACT. We conducted the same IHC and histochemistry analysis in 15 HGSOC samples collected at interval debulking surgery 3–4 weeks after the third dose of NACT (Figure 2E). We looked for correlations between the ECM structure and texture metrics with PFS. Several metrics correlated with PFS in HGSOC patients, including VCAN total length and VCAN BCFD that were also associated with response in the 60577 tumors (Figure 2D). In the patients, M3C correlation was also associated with PFS (Figures 2F and S2B).

Our results so far show that three doses of chemo triggered dynamic ECM changes in the TME in a chemo-sensitive mouse HGSOC model. The ECM in chemo-treated 60577 tumors was less compact, with increased gaps between fibers. Bioinformatic analysis showed the relevance of these changes to HGSOC patient biopsies, and some ECM structural changes induced by chemo in the mouse tumors were associated with PFS in HGSOC patients.

### Chemotherapy fails to induce transcriptomic and ECM changes in a partially responsive murine HGSOC model, HGS2

Having established that chemotherapy induced dynamic ECM and immune changes in the chemo-sensitive 60577 tumors, we asked if such changes were observed in a less responsive model. Treatment of established HGS2 tumors with six doses of chemo had limited survival benefit (Figure 3A), confirming our previously published results.^13^ We next treated HGS2 tumor-bearing mice with three doses of carboplatin and paclitaxel to resemble NACT (Figure 3B). As with the 60577 model, HGS2 control and chemo-treated tumors were collected at three time points, TP1, TP2, and TP3. There was no HGS2 TP3 control group due to an insufficient number of mice alive. Chemo did not cause a decrease in tumor weights at either time point (Figure 3C).

**Figure 3:**
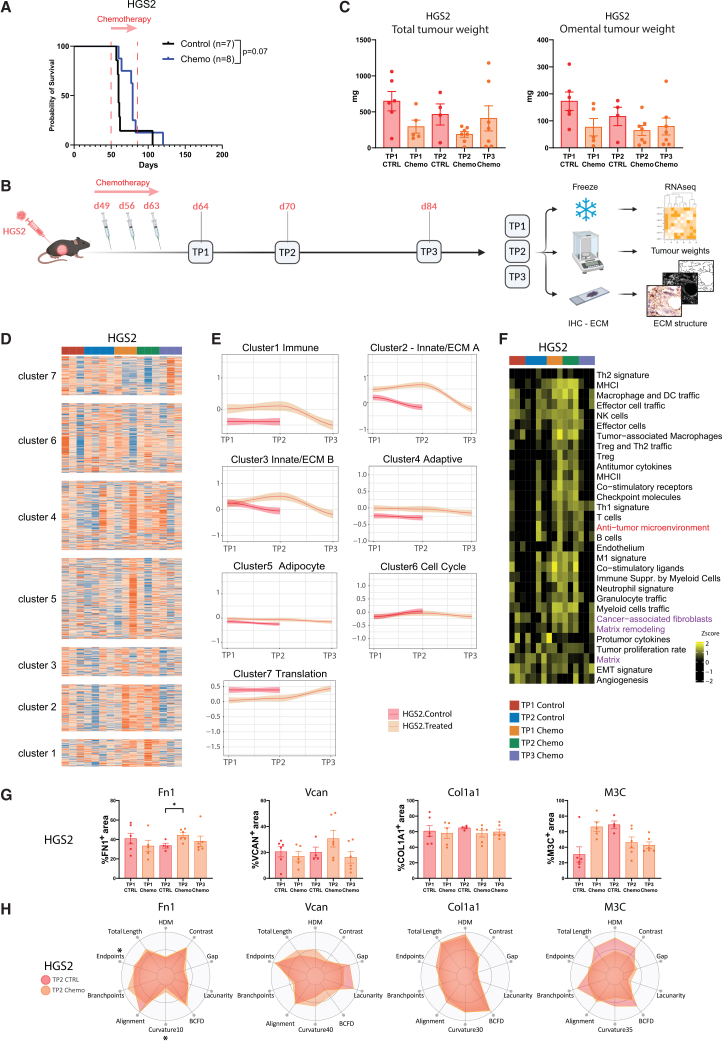
Chemotherapy failed to induce sustained transcriptomic and ECM changes in the HGSOC mouse model HGS2 (A) Responses of HGS2 tumor-bearing mice to six doses of a carboplatin and paclitaxel combination (chemo, blue) compared to the control group (black). Kaplan-Meier survival curves are shown, with median survival for control and treated HGS2 being 60 and 79 days, respectively. The log-rank *p* value is depicted next to the survival curves. The start of the treatment is indicated by the red arrow. Numbers of mice enrolled in each arm are shown in parentheses. (B) Scheme of animal study designed to assess the effect of carboplatin and paclitaxel on HGS2 orthotopic mouse model tumors, at time point. Carboplatin (20 mg/kg) and paclitaxel (10 mg/kg) were administered i.p. once a week for three weeks starting 7 weeks after tumor cell injection. Mice were culled one day (TP1), one week (TP2), and three weeks (TP3) after the last dose of chemotherapy; their tumors were resected, frozen or formalin-fixed, and paraffin embedded after being weighted. RNA was extracted from the frozen tumors and subjected to RNA-seq analysis. FFPE sections were stained for ECM markers to assess ECM structure and texture. (C) Total and omental tumor weights from animals described in (B). Each dot represents a tumor from an individual mouse, with data represented as the mean ± SEM. Dark orange denotes HGS2 control; light orange denotes HGS2 chemo-treated mice, whereas light blue and orange are the respective treated samples from each mouse model colored. *p* values for Mann-Whitney test are depicted on the bar plots for comparisons between the control and treated mice. No significant difference was detected between TP1, TP2, and TP3 (Kruskal-Wallis test). (D) Heatmap illustrating log_2_RPKM gene expression for genes making up the seven clusters identified in 60577 tumors, shown in Figure 1D, in HGS2 tumors. (E) Graphical illustration of the patterns of gene expression across the seven clusters in HGS2 tumors. Trendlines for the expression of each cluster were plotted using scaled gene expression and the median value of replicate mice. Graphs were plotted on ggplot with trendline, using the loess smoothing method. (F) Heatmap illustrating GSVA enrichment scores from Bagaev et al.^14^ functional gene expression signatures in HGS2 tumor. The anti-TME signature was calculated using the M1 signature, Th1 signature, and anti-tumor cytokine signature genes as well as the B cell signature genes. ECM-related signature is highlighted in fuchsia. Anti-TME, anti- tumor microenvironment. (G) Quantifications of fibronectin (FN1), versican (VCAN), and collagen 1A1 (COL1A1) immunohistochemistry and Masson’s Trichrome (M3C) histochemistry staining in HGS2 tumors (red, control mice; orange, mice treated with carboplatin and paclitaxel). Data are represented as the mean ± SEM. Each dot represents one mouse. The Mann-Whitney test was used to determine statistical significance between the control and treated groups for each individual time point. The difference between the treated groups at TP1, TP2, and TP3 was determined with the Kruskal-Wallis test’s multiple comparisons; ∗, *p* < 0.05. (H) Matrix patterns for FN1, VCAN, COL1A1, and M3C for HGS2 tumors at TP2, as they were assessed by TWOMBLI and Haralick feature analysis and visualized in the radar plots. A selection of TWOMBLI metrics along with Haralick contrast is depicted. The average of structural and textural metrics was calculated for the samples analyzed in (B), and the minimum and maximum ranges for each metric were computed across all categories. Values were normalized and scaled to the maximum range. Red and orange show the ECM pattern for control and treated tumors, respectively. HDM, high density matrix; Gap, mean gap area; BCFD, box-counting fractal dimension; Curvature10 to 40, Curvature metric assessed at windows of 10–40 pixels; Branchpoints, normalized branchpoints; Endpoints, normalized endpoints; Fiber Length, average fiber length. ∗, *p* ≤ 0.05; Mann-Whitney test.

Next, we conducted bulk RNA-seq in HGS2 control and treated tumors. 

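HGS2 is a mouse HGSOC cell line whose omental tumors were treated with the same drugs, doses and intervals as 60577 tumors, with collection on days 64, 70 and 84 after injection. The deposited expected counts cover 17 HGS2 tumors, from 3 control and 3 treated mice at TP1, 4 control and 3 treated mice at TP2, and 4 treated mice at TP3. The paper shows 16 of them. TP3 treated replicate 1 is not in the paper's tables, and the paper gives no reason for leaving it out. Values are therefore given for the 16 tumors of the paper, and then for all 17. The counts of a library summed to between 25903219 and 33431477 in TP1 controls (median 29538970) and between 27721925 and 34334182 in TP1 treated tumors (median 30849167). At TP2 the sums were 24519694 to 39153745 in controls (median 27345519) and 25987115 to 32188862 in treated tumors (median 30582741). The 4 TP3 treated tumors had 17839635 to 49299442 counts (median 27896915), and the lowest of these sums belongs to TP3 treated replicate 1. In that tumor 16253 genes had at least 1 count. The authors made the counts, and they were processed here, as for 60577, in a separate fit of the 5 HGS2 groups.
No gene was differentially expressed between treated and control HGS2 tumors at TP1, at TP2, or between TP3 treated tumors and TP2 controls (0 genes in each). The smallest adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.999, 0.588 and 1. At an unadjusted p-value below 0.05 there were 413, 1234 and 407 genes in these comparisons. With all 17 tumors the counts were again 0, with 287, 978 and 760 genes at an unadjusted p-value below 0.05. The DESeq2 Wald test moved the counts most, to 1, 8 and 5 genes. In counts simulated from the HGS2 tumors, the edgeR test recovered 63% of 200 genes changed by a log2 fold change of 2 at TP1 and 73.5% at TP2. Smaller changes and TP3 were not simulated. Fitting both models together, the response differed between 60577 and HGS2 in 235 genes at TP1 and in 1120 genes at TP2. With all 17 HGS2 tumors these counts were 155 at TP1 and 760 at TP2.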

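Between a treated and a control HGS2 tumor, the distance (1 minus Pearson's correlation of log2 CPM) averaged 0.0735, and between tumors of the same treatment 0.0732. The difference of 3.15e-04 lay within the range of the 11440 ways to divide the 16 tumors into 9 and 7 (exact permutation test, one-sided, p = 0.395). Complete-linkage clustering placed TP1 control replicate 3, TP2 control replicate 2, TP2 treated replicate 2 and TP3 treated replicate 2 in one branch and the other 7 treated and 5 control tumors in the other. The smaller branch held the highest shares of 7SL RNA of the 16 tumors, 10.3% to 20.9%, against at most 7.63% in the larger. Its tumors had 44412 to 68655 CPM of pancreas genes, except TP2 treated replicate 2 with 585 CPM. The larger branch reached at most 1408 CPM. The branches may therefore follow these RNAs, and whether treatment groups the tumors apart from them was not tested. The sign of the difference in distance changed with the setting. It was -0.00229 over the 2000 most variable genes (exact permutation test, one-sided, p = 0.458). With all 17 tumors it was -5.73e-04 (exact permutation test, one-sided, p = 0.505), and TP3 treated replicate 1 alone formed one of the branches, with a mean correlation of 0.834 to the other tumors. The 17-gene score of B cell, Th1 and M1 genes was 0.213 ± 0.640 in treated tumors (SD, n = 9) and -0.274 ± 0.900 in controls (SD, n = 7). The difference of 0.486 was smaller than the spread between the tumors of a group (exact permutation test, two-sided, p = 0.226), and with all 17 tumors it was 0.538 (exact permutation test, two-sided, p = 0.146).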

In this model, chemotherapy-treated tumors did not cluster separately from the controls (Figure S3A), and HGS2 omental tumor weight did not correlate with the anti-TME score (Figure S3B). We looked at expression of the genes that made up the seven clusters described in Figure 1D. These showed no significant differences in HGS2 (Figure 3D) between the control and treated tumors, and plotting the cluster dynamic expression showed little to no variation over time (Figure 3E). 

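In the 16 HGS2 tumors, none of the 784 genes tested from Table S1A was differentially expressed in any of the 3 comparisons (0 genes, adjusted over all genes or over the list alone). At an unadjusted p-value below 0.05 there were 33 genes at TP1, 108 at TP2 and 27 at TP3. By limma's fry test 0 clusters differed at an adjusted p-value below 0.05. Without adjustment, 0 clusters had a p-value below 0.05 at TP1, 3 at TP2 and 0 at TP3. The mean log2 fold changes of clusters 1 to 7 at TP1 were 0.30, 0.24, 0.15, 0.50, 0.62, -0.05 and -0.17. At TP2 the largest mean was that of cluster 2, 0.69 (adjusted p = 0.0730 from fry), followed by cluster 3 with 0.55 and cluster 1 with 0.48 (both adjusted p = 0.105 from fry). Clusters 4 to 7 stood at 0.04, 0.07, -0.19 and -0.31. At TP3 the means of clusters 1 to 7 against TP2 controls were -0.09, -0.08, -0.25, 0.22, 0.11, -0.20 and 0.09. With all 17 tumors the count of clusters at TP2 was again 0, with 2 at an unadjusted p-value below 0.05. The calls depended on the test, since camera gave 5 clusters at TP1, 5 at TP2 and 3 at TP3. Compared directly, the response at TP1 differed between the models in 3 clusters and at TP2 in 6. At TP2 the change in cluster 4 was larger in 60577 than in HGS2 by a mean log2 fold change of 2.46 (adjusted p = 7.38e-04 from fry).

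**Figure D2:**
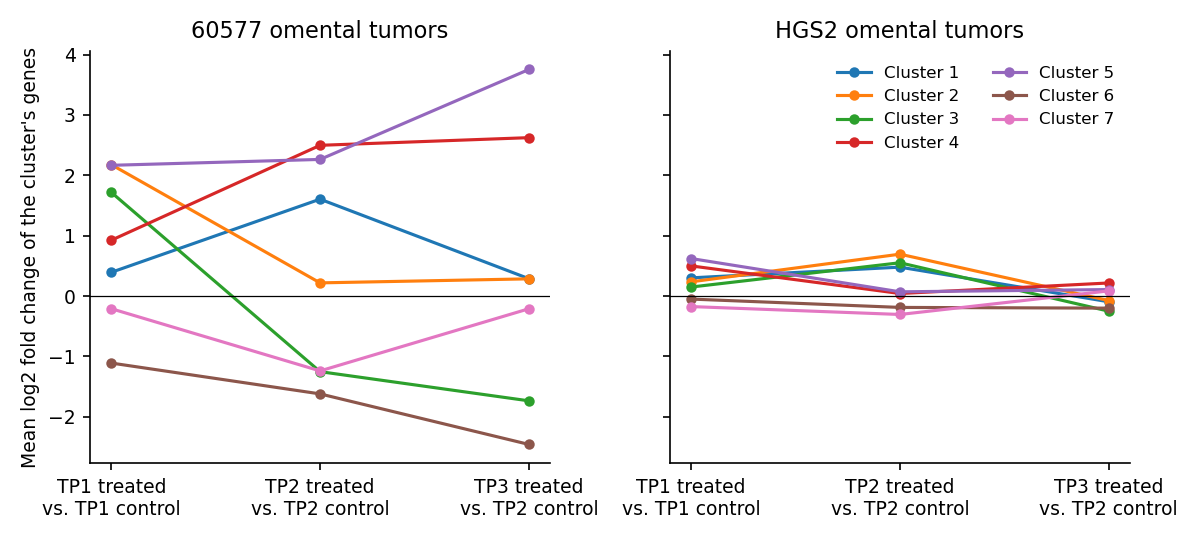
Mean log2 fold change of the genes of each Table S1A cluster (y axis) in treated against control tumors at TP1, TP2 and TP3 (x axis), in 60577 and in the 16 HGS2 tumors of the paper. TP3 treated tumors are compared with TP2 controls. The lines of 60577 range from -2.46 to 3.75 and those of HGS2 from -0.31 to 0.69.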

We noted changes in HGS2 that overlapped with 60577 tumor results but only if an unadjusted *p* value < 0.01 was used (Figure S3C), though we could not distinguish strong dynamic patterns of alterations between control and treated group that were sustained at TP3 (Figure S3D).

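At an unadjusted p-value of at most 0.01 and without a limit on the fold change, edgeR's quasi-likelihood test gave 31 genes in the 16 HGS2 tumors at TP1, 262 at TP2 and 68 at TP3. At TP1, 11 of them also passed this limit in 60577, of which 9 changed in the same direction, and 9.11 shared genes would be expected from the sizes of both lists. Another 4763 genes passed in 60577 only and 20 in HGS2 only. At TP2, 166 genes passed in both models, of which 159 changed in the same direction, where 129 would be expected. There 7845 genes passed in 60577 only and 96 in HGS2 only. With all 17 HGS2 tumors 6 genes were shared at TP1 and 120 at TP2. With each tumor left out in turn, the shared count at TP1 ranged from 6 to 109, and a fit of both models together gave 49.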

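Of the 13 marker gene lists, 0 differed between treated and control HGS2 tumors at TP1 at an adjusted p-value below 0.05 from limma's fry test, and 0 had an unadjusted p-value below 0.05. At TP2 the count was 0, with 3 lists at an unadjusted p-value below 0.05. The largest mean log2 fold changes at TP1 were those of the adipocyte list, 2.37, and the B cell list, 1.89. The lowest adjusted p-value over the 13 lists at TP1 was 0.569 from fry. The change of the fibroblast list at TP1 differed between the models, being larger in 60577 by a mean log2 fold change of 1.56 (adjusted p = 0.0105 from fry). The list of neutrophils and immature myeloid cells also changed more in 60577, by 2.28 at TP1 (adjusted p = 0.0298 from fry).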

We used the pan-cancer human functional gene signatures identified by Bagaev et al.,^14^ noting a limited number of differences between the control and chemo-treated HGS2 tumors. 

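At TP2, the 5 M1 genes had a mean log2 fold change of 1.54 between treated and control HGS2 tumors (adjusted p = 0.0610 from limma's fry test), the 4 Treg genes one of 1.66 (adjusted p = 0.121 from fry) and the neutrophil and immature myeloid genes one of 0.79 (adjusted p = 0.146 from fry). At TP3 the same lists stood, against TP2 controls, at -0.18, 0.07 and -0.51, and adjusted p-values over the 13 lists ranged from 0.911 to 0.959 from fry. No list had an unadjusted p-value below 0.05 at TP3 (0 lists). With all 17 tumors, M1 passed at TP2 with an adjusted p-value of 0.0421 from fry, the only list that did.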

Importantly, while some TME gene signatures showed weak alterations in treated tumors at TP1 and TP2, these reverted to control levels at TP3 (Figure 3F and Table S2).

We next assessed whether chemotherapy affected the ECM in HGS2 tumors (Figures 3G and S3E). Apart from a transient increase in FN1 at TP2, HGS2 tumors displayed stable levels of ECM molecules. Similarly, the analysis of structural and textural features showed no difference between the control and treated tumors at TP2 for any ECM marker analyzed (Figure 3H). Changes in fibrillar collagen were observed only at TP1 (Figures S3F and S3G). Together, our results with HGS2 tumor-bearing mice show that the TME of this model responds weakly and transiently to chemotherapy.

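In HGS2 tumors at TP2, the RNA of the ECM genes changed by less than the spread between tumors. The log2 fold change was 0.10 for Fn1 (standard error 0.34, n = 3 and 4, adjusted p = 0.947 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.24 for Vcan (standard error 0.40, adjusted p = 0.884 from edgeR) and 0.03 for Col1a1 (standard error 0.63, adjusted p = 0.993 from edgeR). Compared directly at TP2, the list of neutrophils and immature myeloid cells changed by -2.22 more in 60577 than in HGS2 (adjusted p = 0.0102 from limma's fry test), and the proliferation list by -2.15 (adjusted p = 0.00211 from fry). From RNA clusters and signatures that changed little or returned to control levels by TP3, from ECM molecules that were stable apart from a transient increase in FN1 at TP2, from unchanged ECM structure at TP2 and from changes in fibrillar collagen at TP1 only, the paper concludes that the TME of this model responds weakly and transiently.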

### Integration of RNA-seq profiles with ECM structure metrics reveals strategy to target HGSOC tumors with reduced chemo-sensitivity

Although 60577 and HGS2-tumor bearing mice displayed different sensitivity to chemotherapy *in vivo*, 60577 and HGS2 cells were equally sensitive to carboplatin or paclitaxel *in vitro* (Figure 4A) and displayed similar growth rates as monocultures (Figure 4B). This suggested that any difference in chemo response was not due to sensitivity of the malignant cells but was affected by their engagement with, and modification of, the microenvironment. This conclusion was further supported by the finding indicating no significant difference in proliferation levels in the tumors of the two different *in vivo* models, measured by IHC to PCNA, although chemotherapy reduced PCNA staining in both (Figure S4A).

**Figure 4:**
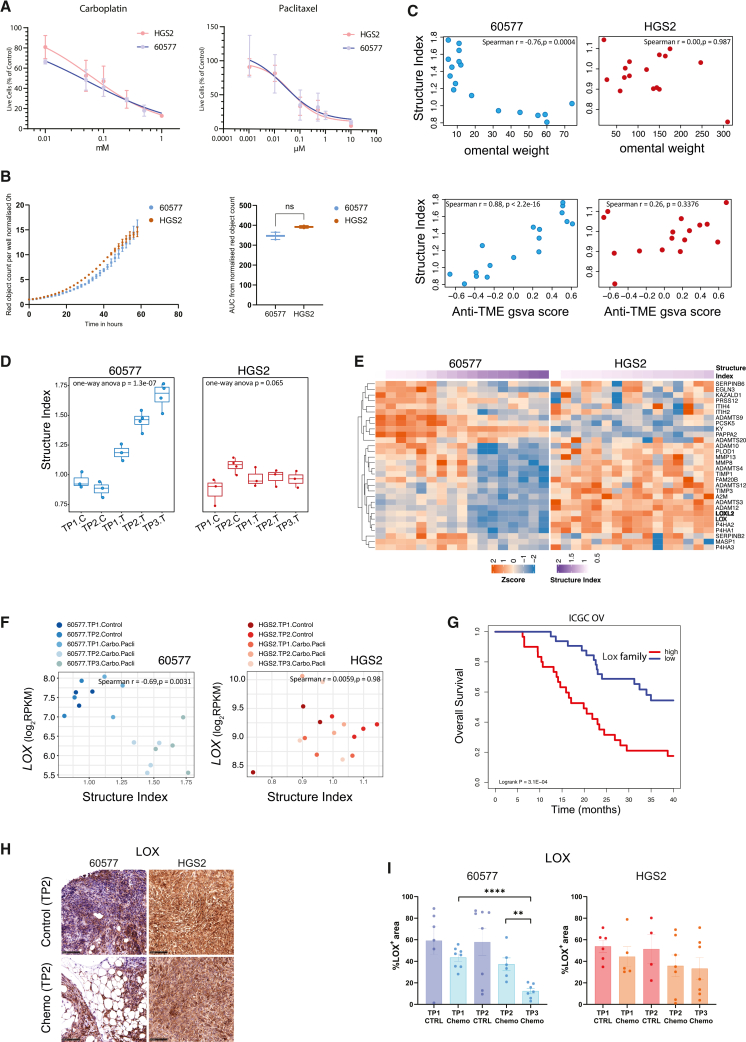
Integration of RNA-seq profiles with IHC metrics uncovers therapeutic targets in chemo-resistant HGSOC (A) Chemo-sensitivity of 60577 and HGS2 mouse cell lines to carboplatin and paclitaxel. The ratio of live cells treated with carboplatin and paclitaxel/live cells from control is shown. The results were plotted as the mean ± SEM of three separate experiments for each experimental condition. IC_50_ was tested with Students’ *t* test and was not significant. (B) Incucyte S3 curves showing the proliferation of HGS2 (red) and 60577 (green) cell lines (left), with area under the curve (AUC) of the curves shown on the right. Red lentivirus-labeled cancer cells were plated (*n* = 2 per cell line), and the plate was imaged every 2 h in the incucyte S3. Error bars represent the mean and SD. AUC of the proliferation curves is on the left (*n* = 2 replicates). Error bars represent the mean and SD. Two-sided unpaired Student’s *t* test. (C) Scatterplots illustrating the correlation of structure index with omental tumor weight (top row) and anti-TME GSVA score (bottom row) in 60577 (blue) and HGS2 (red). Each dot represents an individual mouse. The structure index was calculated using the average of scaled IHC metrics, as described in STAR Methods, and showed a positive correlation with anti-TME GSVA scores and a negative correlation with omental tumor weight. (D) Boxplots illustrating the structure index values in the 5 experimental groups for 60577 (blue) and HGS2 (red); one-way ANOVA *p* values are indicated on the graphs. Each dot represents an individual mouse. (E) Heatmaps of gene expression of matrisome regulators, showing a positive association with structure index in 60577 (Spearman’s r ≥ 0.5 and *p* ≤ 0.05) but not in HGS2 (*p* > 0.05). (F) Scatterplots illustrating the correlation of LOX with structure index in each mouse model, with each dot representing an individual mouse. (G) LOX family gene expression GSVA enrichment scores were calculated in the ICGC-OV dataset. Kaplan-Meier plot of overall survival of Lox family (high) and (low) samples on ICGC-OV; high and low groups correspond to the top 33% and lower 33% samples, respectively, ranked by the decreasing LOX family expression score; *n*_high_ = 31; *n*_low_ = 32. (H) Immunohistochemical staining results. (I) Quantification for LOX in control and chemotherapy-treated tumors from 60577 (indicated with blue) and HGS2 models (indicated with orange). % positive area in the tumor plus stromal area (excluding fat) was quantified in both cases. Data are represented as the mean ± SEM. Each dot represents a mouse, *p* values correspond to Kruskal-Wallis and Mann-Whitney tests for individual time points. ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001. A representative image from TP2 is shown from each tumor, scale bars: 100 μm.

We also found differences in RNA expression levels for integrin receptor and ECM organization genes between the two cell lines grown as monocultures (Figure S4B and Table S4).

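RNA of the 60577 and HGS2 cell lines grown as monocultures was sequenced in 2 replicates each and processed by the authors to expected counts as for the tumors. The sums of counts were 35363854 and 42461995 in the 60577 replicates and 31633121 and 37718471 in the HGS2 replicates. The paper's methods give a mean depth of about 50 M reads for cell lines, whereas the counts on genes, which these values use, averaged 36.8 M. The 13742 genes (12523 protein coding) with at least 1 CPM in at least 25% of the libraries were tested with edgeR's quasi-likelihood test, whereas the paper used DESeq2. With 2 replicates per line the spread rests on few values, and no library could be left out. In counts simulated from these libraries, the test recovered 82% of 200 genes changed by a log2 fold change of 2. Between HGS2 and 60577, 2189 genes were differentially expressed, of which 1037 were higher and 1152 lower in HGS2. Without a filter on low counts, the setting that moved this most, 3849 were. The labels number the replicates of each line but name no shared culture. After removal of each line's mean, the correlation was -0.153 between same-numbered replicates, and with 2 replicates per line the one between differently numbered replicates is its opposite by construction. With same-numbered replicates as a block 2237 genes were differentially expressed, and with differently numbered ones as a block 2226.
In HGS2, Col1a1 had a log2 fold change of 4.34 over 60577 (standard error 0.76, n = 2 and 2, adjusted p = 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the integrin genes, Itga1 (ENSMUSG00000042284, chromosome 13 from 114953096 to 115101964) was higher in HGS2, with a log2 fold change of 4.33 (standard error 0.60, adjusted p = 0.0117 from edgeR), and so was Itgb3, with 2.68 (standard error 0.26, adjusted p = 0.00501 from edgeR). Itga2 (ENSMUSG00000015533, chromosome 13 from 114833081 to 114932100) was lower in HGS2, with a log2 fold change of -6.74 (standard error 0.88, adjusted p = 0.00989 from edgeR), and so was Itga6 (ENSMUSG00000027111, chromosome 2 from 71745616 to 71858416), with -4.15 (standard error 0.27, adjusted p = 0.00209 from edgeR). Of 19 integrin genes tested, 4 were higher and 4 lower in HGS2, with a mean log2 fold change of 0.31 (adjusted p = 0.550 from limma's fry test over 6 gene families). Of 28 collagen genes, 13 were higher and 2 lower, with a mean of 1.43 (adjusted p = 0.364 from fry). By fry 0 of the 6 families differed at an adjusted p-value below 0.05, and 0 without adjustment, while camera gave 2. The families are lists of gene names and not the Reactome pathways of Figure S4B.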

As the 60577 and HGS2 cells appear to be equally responsive to chemo, the effects of chemo *in vivo* could be attributed mainly to their interactions with the host. This is supported by differences in TME transcriptomes, ECM structure, fibroblast, and immune cell densities reported in our previous publication^13^ and described above, as well as differences in integrin pathway gene expression in the cell lines.

To identify ECM targets of potential importance to chemo response, we calculated a score, combining the ECM metrics, that correlated with the anti-TME score, and tumor weight as shown in Figures 2C and 2D. We termed this the “structure index.” The structure index reflects features of the ECM that are associated with response to chemotherapy and can be computed for each sample. In 60577, a high structure index denoted an ECM structure linked to a good response to chemotherapy, as shown by its positive correlation with the anti-TME score and negative correlation with omental tumor weight (Figure 4C), while a low structure index associated with a poor response. This correlation was not observed in HGS2 tumors. The structure index increased with time after treatment in 60577 tumors but did not change significantly in HGS2 (Figure 4D).

This gave us a score that we could integrate with transcriptomic data in each tumor. We focused on matrisome genes. Genes correlated with the structure index, and, therefore, also correlated with the ECM structure and response to chemo. 

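The matrisome genes of Table S5 are the paper's own calls on these tumors and were taken as listed, with 198 genes positively and 160 negatively associated with the structure index in 6 categories. By the legend of Figure S4C, this association held in 60577 and was absent in HGS2. A change in 60577 and its absence in HGS2 are therefore in part built into the list, and the values below do not test them independently. By name 347 of the listed genes were matched to the counts and 342 were tested, 190 positively and 152 negatively associated. At TP2, 159 of the 342 genes were differentially expressed between treated and control 60577 tumors, of which 101 were higher and 58 lower in treated tumors. Adjusted over the list alone the count was 161. Of the 342 genes, 315 (92.1%) changed at TP2 in the direction of their association. The mean log2 fold change was 1.35 over the positively associated genes and -0.97 over the negatively associated ones. At TP1, 130 of the genes were differentially expressed, and in TP3 treated tumors against TP2 controls 229. With each tumor left out in turn, the count at TP2 stayed between 136 and 174, and the share of 7SL RNA as a covariate, an alternative added after the data were seen, moved it most, to 122. In the 16 HGS2 tumors 0 of the 342 genes were differentially expressed at TP1, TP2 or TP3, with 15, 32 and 12 at an unadjusted p-value below 0.05. In HGS2 at TP2, 63.7% changed in the direction of their association, with means of 0.14 and -0.34. The response at TP2 differed between the models in 42 of the genes.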

198 and 160 matrisome genes, respectively, were associated with a significant increase and decrease in structure index with chemo in 60577, and these included all six different categories of ECM genes (Figure S4C). We constructed heatmaps of those genes, selecting those that significantly decreased with chemotherapy in 60577 (as the structure index increased) but were largely unchanged in HGS2 (Table S5).

Because the expression of individual genes in these heatmaps correlated with the ECM structure and response to chemo, we reasoned this analysis might identify genes whose protein products could be targeted to generate ECM changes and improve response to chemotherapy. We focused on the ECM regulatory genes as potential targets for proof-of-concept (Figure 4E), selecting lysyl oxidase (LOX) and LOXL2. 

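Figure 4E shows 30 regulator genes, of which 29 were tested. Its legend selects genes associated with the structure index in 60577 and not in HGS2, so a difference between the models is in part built into this list. At TP1, 7 of the 29 were differentially expressed between treated and control 60577 tumors, with 4 lower and 3 higher in treated tumors. A negative log2 fold change was found for 16 of the 29 at TP1. At TP2, 13 of them were differentially expressed between treated and control 60577 tumors, with 12 lower in treated tumors and 1, Adamts20, higher. A negative log2 fold change was found for 26 of the 29, and 22 had an unadjusted p-value below 0.05. Between TP3 treated tumors and TP2 controls 17 were differentially expressed, all of them lower, and 28 of the 29 had a negative log2 fold change. In a fit of both models together, Adamts20 did not pass (log2 fold change 1.22, adjusted p = 0.134 from edgeR), and over its 13 other settings the adjusted p-value from edgeR, limma-voom or DESeq2 ranged from 0.00177 to 0.134. In the 16 HGS2 tumors 0 of the 29 genes were differentially expressed at TP1, TP2 or TP3, with 0, 4 and 1 at an unadjusted p-value below 0.05. The response at TP2 differed between the models in 7 of the genes, each lower in 60577.
In 60577, Lox (ENSMUSG00000024529, chromosome 18 from 52516067 to 52529867) had a log2 fold change of -1.89 at TP2 (standard error 0.34, n = 4 and 3, adjusted p = 3.58e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which stayed between -2.11 and -1.55 with each tumor left out. Loxl2 (ENSMUSG00000034205, chromosome 14 from 69609068 to 69695834) had one of -1.87 (standard error 0.29, adjusted p = 1.22e-04 from edgeR). At TP1 the log2 fold changes were -0.10 for Lox and -0.29 for Loxl2 (adjusted p = 0.870 and 0.513 from edgeR). With the share of 7SL RNA as a covariate, added after the data were seen, both TP1 changes took the other sign, 0.21 for Lox and 0.03 for Loxl2. At TP3, Lox was at -1.39 against TP2 controls (standard error 0.34, adjusted p = 0.00316 from edgeR) and Loxl2 at -1.66 (standard error 0.29, adjusted p = 2.63e-04 from edgeR). In HGS2 at TP2, Lox had a log2 fold change of 0.04 (standard error 0.36, n = 3 and 4, adjusted p = 0.983 from edgeR), and its sign changed with the tumor left out, from -0.19 to 0.17. Loxl2 in HGS2 had one of -0.30 at TP2 (standard error 0.46, adjusted p = 0.872 from edgeR), between -0.82 and 0.08 with each tumor left out. The change of Lox at TP2 differed between the models by -1.92 (standard error 0.51, adjusted p = 0.0206 from edgeR), and that of Loxl2 by -1.56 (standard error 0.55, adjusted p = 0.0671 from edgeR). In 13 of 14 fits that each left out a tumor, the difference for Lox kept an adjusted p-value below 0.05. Without 60577 TP2 control replicate 2 it was -1.59 (adjusted p = 0.0882 from edgeR). Over the 12 other settings, the adjusted p-value of the Lox difference from edgeR, limma-voom or DESeq2 ranged from 0.00352 to 0.0876. That of the Loxl2 difference ranged from 0.0322 to 0.449, where 2 of the 12 were below 0.05. Among the other genes, Egln3 (ENSMUSG00000035105, chromosome 12 from 54178981 to 54203860) changed by -2.69 at TP2 in 60577 (standard error 0.35, adjusted p = 2.95e-05 from edgeR). Serpinb2 (ENSMUSG00000062345, chromosome 1 from 107511423 to 107535478) changed by -3.92 (standard error 0.94, adjusted p = 0.00260 from edgeR), but by -1.56 without TP2 control replicate 2 (adjusted p = 0.0846 from edgeR), and over its 13 other settings the adjusted p-value from edgeR, limma-voom or DESeq2 ranged from 1.18e-04 to 0.216.

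**Figure D3:**
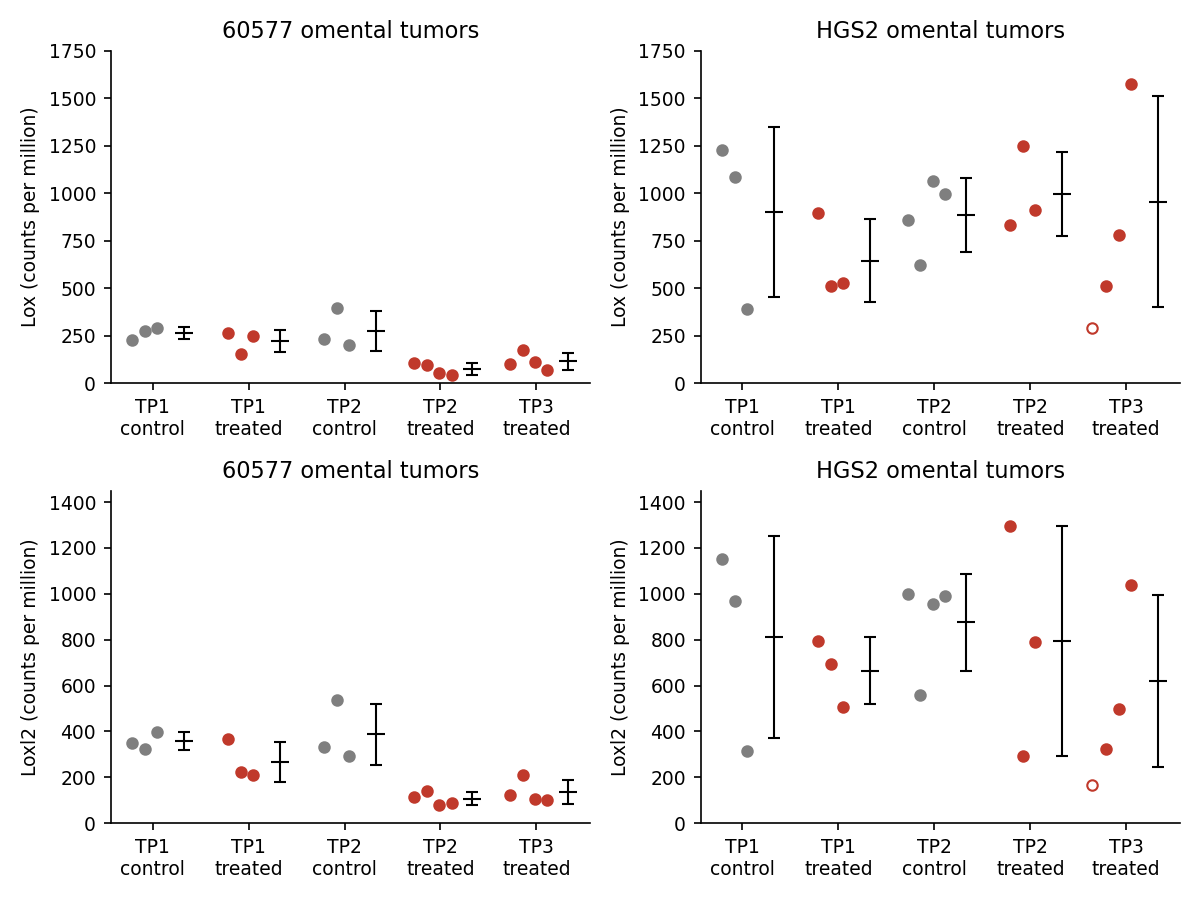
CPM of Lox and Loxl2 (y axis) in each tumor of 60577 and HGS2 by group (x axis), with the mean and SD of each group as bars. The open circle is HGS2 TP3 treated replicate 1, which is not in the paper and not in the mean. In 60577 the mean of Lox was 277 in TP2 controls and 75.3 in TP2 treated tumors.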

LOXs are a family of secreted copper-dependent enzymes with important roles in crosslinking of fibrillar collagens into mature ECM.^22^^,^^23^^,^^24^ Untreated tumor gene expression levels of LOX and LOXL2 were lower in 60577 than in HGS2 and showed a significant negative correlation with the structure index in treated 60577 tumors but not in HGS2 (Figures 4F and S4D). In addition, high expression of LOX family genes correlated with lower overall survival in the ICGC ovarian cancer database^25^ (Figure 4G). 

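In the controls of both models, Lox was at 270 ± 69.8 CPM in 60577 (SD, n = 6, TP1 and TP2 together) and at 891 ± 293 CPM in HGS2 (SD, n = 7). Its log2 fold change between HGS2 and 60577 controls was 1.92 (standard error 0.23, adjusted p = 7.77e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.82 and 2.10 with each tumor left out. Loxl2 was at 372 ± 88.4 CPM in 60577 (SD, n = 6) and at 848 ± 298 CPM in HGS2 (SD, n = 7), a log2 fold change of 1.37 (standard error 0.24, adjusted p = 8.40e-04 from edgeR) that stayed between 1.25 and 1.54. In the same comparison 3326 genes were differentially expressed, 1949 higher and 1377 lower in HGS2, and with limma-voom 1642 were higher and 1614 lower. The labels number the tumors within each group and name no pair of mice across models. After removal of the group means, the correlation was -0.103 between same-numbered control tumors and 0.0434 between the others, and with the replicate number as a block the count was 2927. The HGS2 controls were collected later after injection than the 60577 controls. The 60577 tumors also grew in FVB mice and the HGS2 tumors in mice of another strain, and the cell lines derive from the same strains. Model, mouse strain and age of the tumor can therefore not be told apart. In the cell lines, Lox averaged 237 CPM in 60577 and 2479 CPM in HGS2 (n = 2 and 2), a log2 fold change of 3.51 (standard error 0.62, adjusted p = 0.0203 from edgeR). Loxl2 averaged 287 and 809 CPM, a log2 fold change of 1.61 (standard error 0.32, adjusted p = 0.0278 from edgeR).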

There was a significant decline in LOX and LOXL2 in response to chemo in 60577 tumors but not in HGS2 (Figures 4H, 4I, S4E, and S4F). 

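Pearson's correlation with Lox was computed over the log2 CPM of the 11 treated 60577 tumors for the other 341 matrisome genes of Table S5. Of these, 80 (23.5%) reached an absolute r of 0.7, with 52 positive and 28 negative. Of all 16240 other genes tested, 3292 (20.3%) did. In the 6 control 60577 tumors, 128 matrisome genes (37.5%) reached the limit, against 24.1% of all genes. The treated tumors come from 3 time points. After removal of the mean of each time point, 31 matrisome genes (9.09%) reached this limit, against 11.1% of all genes. For Loxl2, r was 0.913 (permutation test, two-sided, p = 7.00e-05, and 9.80e-04 after Benjamini-Hochberg adjustment over 14 relations) and Spearman's rho was 0.827 (permutation test, p = 0.00269, adjusted p = 0.0188). Without the 2 tumors farthest from the median of Lox, r was 0.847. For the collagen prolyl hydroxylase P4ha1 (ENSMUSG00000019916, chromosome 10 from 59323296 to 59373304), r was 0.909 (permutation test, p = 1.70e-04, adjusted p = 0.00119) and rho was 0.918 (permutation test, p = 2.50e-04, adjusted p = 0.00350), with r of 0.788 without the 2 tumors. For Col1a1, r was 0.668 (permutation test, p = 0.0258, adjusted p = 0.0361) and rho was 0.464 (permutation test, p = 0.153, adjusted p = 0.195). Without the 2 tumors r was 0.0989, so the relation with Col1a1 rests on them. For Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735), r was 0.792 (permutation test, p = 0.00444, adjusted p = 0.00777) and rho was 0.564 (permutation test, p = 0.0763, adjusted p = 0.134), and r was 0.398 without the same tumors. After removal of the mean of each time point, r was 0.821 for Timp1, 0.768 for Loxl2 and 0.738 for P4ha1. Their adjusted p-values from the permutation test were 0.0251, 0.0415 and 0.0443 for r, and 0.0509 each for rho. The other genes of the 14 relations then had adjusted p-values for r of 0.0762 or more. Before that removal, r was 0.397 for Loxl1, 0.0931 for Loxl3 and -0.338 for Loxl4.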

LOX was strongly linked to the regulation of ECM genes in a matrisome-based correlation network (Figure S4G). Moreover, in 60577 tumors, chemotherapy induced COL1A1 structure changes that were sustained at TP3 (Figure 2B). As we did not observe such alterations in HGS2, we hypothesized that targeting collagen crosslinking by inhibiting LOX in HGS2 tumors would enhance the response to chemotherapy.

### Early exposure to PXS-5505 increases survival in HGS2 tumor-bearing mice when combined with chemotherapy

We tested our hypothesis using a recently described ECM modulating pan-LOX inhibitor PXS-5505^26^ that inhibits *de novo* collagen crosslinking. We, first, treated tumors at an early stage of development to assess if preventing the build-up of excessive collagen crosslinking would enhance the effects of chemotherapy. We started oral treatment with the LOX inhibitor in chow seven days after HGS2 cell injection, commencing chemotherapy six weeks later (Figure 5A). Mice were administered six doses of chemo to replicate the treatment regime of most HGSOC patients.^7^ Combining results from three experiments, we found that six cycles of chemotherapy resulted in an increase in mouse median survival by two weeks (73 versus 89 days) (Figure 5B). “Early” treatment with PXS-5505 alone had a small but significant effect on mouse survival (73 versus 81 days, *p* = 0.002), with three long-term survivors (two at 203 days, one at 405 days) (Figure 5B). PXS-5505 treatment also significantly reduced the levels of proliferation in the tumors, as measured by PCNA staining, at TP2 (Figure S5A). Early PXS-5505 treatment also significantly enhanced the effects of chemotherapy, although the improvement in survival was modest (89 versus 98 days, *p* = 0.05; Figure 5B).

**Figure 5:**
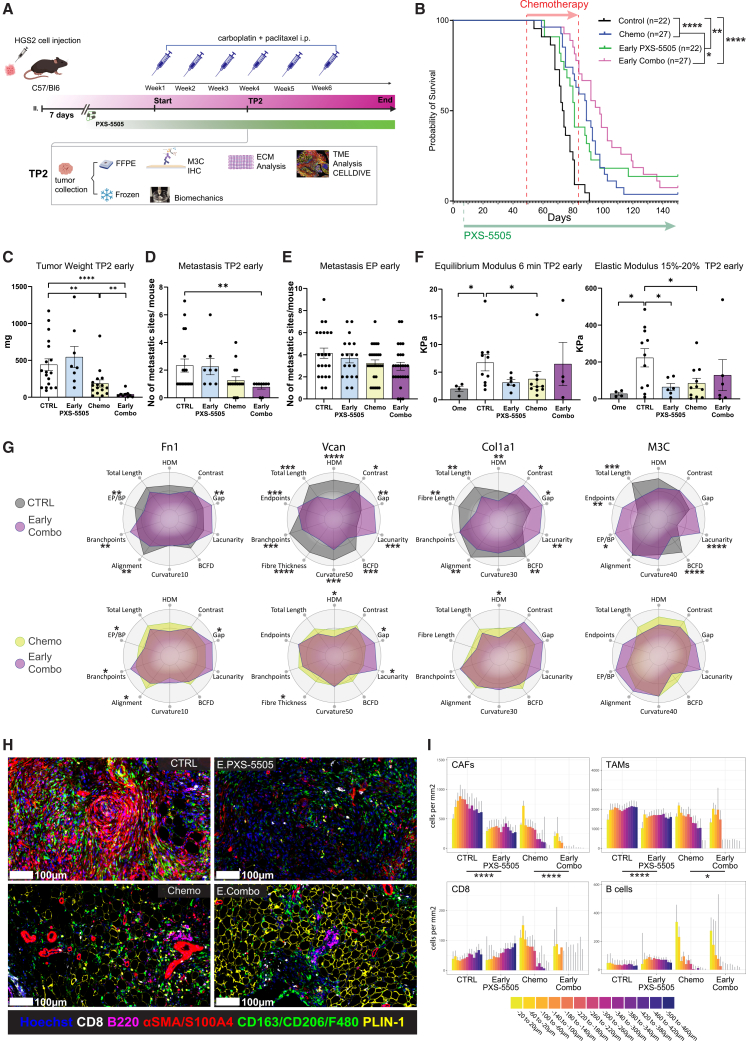
Prolonged exposure to PXS-5505, in combination with chemotherapy, increased survival in HGS2 tumor-bearing mice (A) Schematic of the *in vivo* experiment for HGS2 survival and the experimental outcomes at TP2. C57/Bl6 mice were injected i.p. with HGS2 cells and treated with 20 mg/kg carboplatin and 10 mg/kg paclitaxel or vehicle once per week for three (TP2) or six cycles (endpoint). Onset of chemotherapy treatment commenced 49 days post tumor cell injection, whereas onset of PXS-5505 treatment commenced *ad libitum* 7 days post tumor cell injection (early treatment), where we have found colonization of omentum by HGS2 tumor cells and continued to endpoint. Estimated dose of PXS-5505 *ad libitum* was 170 mg/kg LOXi, which is equivalent to a 10 mg/kg oral gavage. (B) Response of mice injected with HGS2 to six cycles of chemotherapy and/or to early treatment with PXS-5505 *ad libitum*. Median survival times for the control, chemo, early PXS-5505, and early Combo are 73, 89, 81, and 98 days, respectively. The log-rank *p* value is depicted on the survival curves; ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗∗, *p* < 0.0001. The start of the treatment is indicated by the red arrow for chemotherapy and the green arrow for PXS-5505. Number of mice in each arm is in parentheses; data were pooled from three independent experiments. (C–E) Quantification of total tumor weight, metastasis analysis at TP2 and endpoint (EP) across all treatment groups, following treatment plan depicted in (A). Data are derived from one experiment combined with data from control and chemotherapy-treated mice from two additional independent experiments. Data are shown as the mean ± SEM, and *p* values correspond to two-tailed Mann-Whitney U test; ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗∗, *p* < 0.0001. Overt metastatic lesions in different anatomical regions were recorded, with each dot representing one mouse; control, *n* = 18; chemo, *n* = 16, early PXS-5505, *n* = 8; and early combo, *n* = 9. (F) Biomechanical assessment of control and early treated HGS2 tumors at TP2. Equilibrium modulus as well as elastic modulus are within the range of 15%–20% and were calculated for TP2 across all treatment groups following treatment plan as depicted in (A). *Ome (normal omentum), n* = 4; ctrl (control), *n* = 10 (Equilibrium Modulus), n = 11 (Elastic Modulus); early PXS-5505, *n* = 6 (for both); chemo, n = 10 (Equilibrium Modulus), n = 11 (Elastic Modulus); early combo, *n* = 4 (Equilibrium Modulus), n = 6 (Elastic Modulus). *p* values correspond to two-tailed Mann-Whitney U test; ∗, *p* < 0.05. (G) Structural and textural modifications of ECM induced by early combination treatment with PXS-5505 and chemo in HGS2 tumors at TP2 compared with control and chemo. Radar plots show selected metrics for FN1, VCAN, COL1A1, and M3C fibers. The scaled average for each group is depicted. Control, gray; early combo, purple; chemo, yellow. *p* values correspond to two-tailed Mann-Whitney U test, ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001. Data pooled from two individual experiments, along with control and chemo-treated samples from a third experiment, are shown; control, *n* = 16–18; chemo, *n* = 16; early combo, *n* = 9. (H) Representative images of tumors from each treatment group stained for tumor-associated macrophages (TAMs, CD163/CD206/F480, green), adipocytes PLIN1 (yellow), CD8 (white), B220 (fuchsia). and cancer-associated fibroblasts (CAFs, αSMA/S100A4, red). Hoechst 33342 is in blue; scale bars are 100 μm. (I) The distribution of CAFs, TAMS, CD8, and B cells was recorded using the infiltration analysis tool from HALO in 40-μm wide zones from malignant cell areas in all four treatment groups, over a 500-μm range. Data are shown as the mean + SEM, *p* values correspond to two-way ANOVA of cell density comparing treatment groups, taking zones into account. ∗, *p* < 0.05; ∗∗∗∗, *p* < 0.0001.

We analyzed tumors one week after the third dose of chemo, equivalent to TP2, with these treatment combinations. We chose TP2 as this time point displayed the strongest ECM structure changes in 60577 chemo-treated tumors. Early PXS-5505 treatment enhanced the tumor weight reduction caused by chemo (Figure 5C), and the number of metastases was significantly reduced in the combination group compared with control (Figure 5D), but there was no difference in the numbers of metastases at endpoint (Figure 5E).

We evaluated tumor stiffness by using stress relaxation tests with unidirectional indentation, calculating both the elastic modulus at 15%–20% strain and the equilibrium modulus. Elastic modulus reflects tissue stiffness under moderate, physiologically relevant deformation, providing insights into the ECM structure, disease state, and treatment response.^27^ Higher values often indicate fibrosis or matrix crosslinking, poor drug penetration, or immune exclusion,^28^ while lower values suggest ECM softening or remodeling.^29^ Higher values of equilibrium modulus indicate persistent matrix stiffness, while lower values suggest degradation or therapeutic remodeling.^27^^,^^28^ Elastic modulus was significantly reduced with early PXS-5505 treatment and with chemo (Figure 5F). We next stained the tumors for FN1, VCAN, COL1A1, and fibrillar collagens. There were no changes in protein density, apart from VCAN that decreased with chemo—a change that was sustained in the combination treatment (Figure S5B). Early PXS-5505 treatment alone altered M3C and FN1 structures relative to control, further altered VCAN, and reduced COL1A1 HDM in the combination treatment compared with chemotherapy (Figures 5G and S5B). It was interesting to note some changes to the ECM in the chemo-treated HGS2 tumors had similarities to the 60577 responses described earlier (Figures 2B and S5C).

As chemo had also altered the transcriptional patterns of immune cells in 60577, we used spatial multiplex IHC to study the HGS2 TME with a total of seventeen different markers. Representative images with a selection of markers are shown in Figures 5H and S5D. Measuring the density of TME cells in the 500 μm region from the outer edge toward the malignant cell area, we noted a significant reduction in the density of CAFs (aSMA^+^ and/or S100A4^+/−^ and CK14 and 19 and F4/80) and tumor-associated macrophages (TAMs, CD206+ and/or CD163^+^ and F4/80^+^ and aSMA^−^) with early PXS-5505, both as monotherapy and in combination with chemotherapy (Figure 5I), while B and CD8^+^ T cell numbers and distribution remained unchanged.

In conclusion, if given early during tumor development, PXS-5505 alone altered the TME of established tumors, reducing stiffness and opening up the space between ECM fibers. It also reduced the distribution and density of fibroblasts and TAMs and enhanced survival when combined with chemotherapy.

### LOX inhibition in established tumors transiently decreased stiffness and altered ECM structure and the immune infiltrate but did not deliver a sustained response when combined with chemotherapy

To mimic the combination of PXS-5505 with chemotherapy in a more clinically relevant setting, we assessed whether PXS-5505 treatment of established tumors, commencing concomitantly with chemotherapy seven weeks after HGS2 cell injection, also enhances the effect of chemotherapy (Figure 6A). We combined the results from three independent experiments, two of which had both adjuvant (early) and concomitant (late) PXS-5505 arms; therefore, the control and chemotherapy arms are the same as in Figure 5B. We measured a decrease in LOX activity in the aortas of PXS-5505-treated mice, confirming that drug delivery in chow was effective (Figure S6A). Individual experiments from Figures 5 and 6 are shown in Figure S6B. While PXS-5505 monotherapy did not affect median survival (Figure 6B) or proliferation, as measured by PCNA staining (Figure S6C), there was a non-significant improvement in survival when it was given with chemotherapy relative to chemotherapy alone (95 days versus 89 days; *p* = 0.065, Figure 6B).

**Figure 6:**
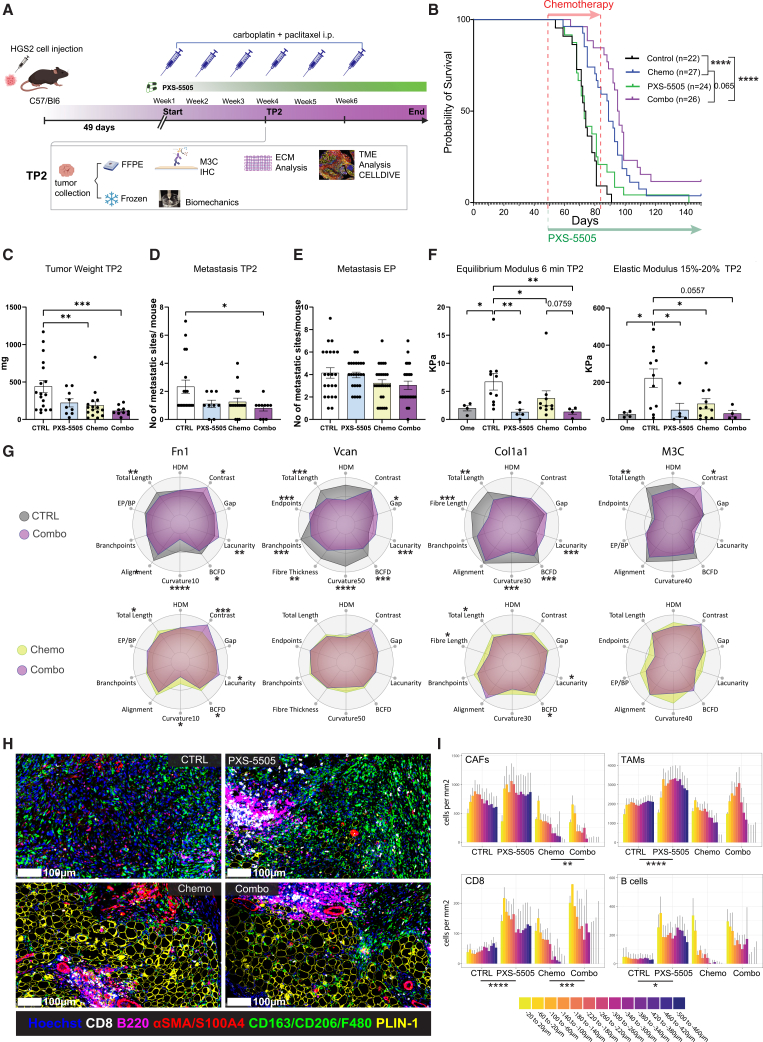
Concomitant chemotherapy and LOX inhibition decreased tumor stiffness and altered ECM structure and immune infiltration (A) Schematic of *in vivo* HGS2 survival and time point (TP2) study. C57/Bl6 mice were injected i.p. with HGS2 cells and treated with 20 mg/kg carboplatin and 10 mg/kg paclitaxel once per week or vehicle for three (TP2) or six cycles (endpoint) and/or PXS-5505. Onset of chemotherapy (i.p.) and PXS-5505 (*ad libitum*) treatment commenced with first detection of palpable tumors (49 days post tumor cell injection). Estimated dose of PXS-5505 *ad libitum* was 170 mg/kg LOXi, which is equivalent to a 10 mg/kg oral gavage. M3C = Masson’s Trichrome. (B) Response of mice injected with HGS2 cells to six cycles of chemotherapy and/or treatment with PXS-5505 *ad libitum*. Survival curve is shown and median survival for control is 73days, chemo 89days, late PXS-5505 73days, combo 95 days. The log-rank *p* value is depicted on the survival curves; ∗∗∗∗, *p* < 0.0001. The start of the treatment is indicated by the red arrow for chemotherapy and the green arrow for PXS-5505. Number of mice enrolled in each arm is shown in parentheses. Data pooled from three independent experiments are shown. (C–E) Quantification of total tumor weight at TP2, metastasis analysis for TP2 and endpoint (EP), respectively. Overt metastatic lesions in different anatomical regions were recorded, with each dot representing one mouse; control, *n* = 18; chemo *n* = 16; late PXS-5505, *n* = 9; combo, *n* = 10. Data were derived from two independent experiments combined with data from control and chemotherapy- treated mice from a third experiment. Data are shown as the mean ± SEM. *p* values correspond to a two-tailed Mann-Whitney U test; ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001. (F) Biomechanical assessment of the control and treated HGS2 tumors. Equilibrium modulus and elastic modulus are within the range of 15%–20% and were calculated for TP2 across all treatment groups following treatment plan as depicted in (A). Each dot represents a tumor or tissue from an individual mouse. *p* values correspond to a two-tailed Mann-Whitney U test; ∗, *p* < 0.05; ∗∗, *p* < 0.01. *Ome (normal omentum), n* = 4; ctrl (control), *n* = 10 (Equilibrium Modulus), n = 11 (Elastic Modulus); PXS-5505, *n* = 5 (for both) ; chemo, n = 10 (Equilibrium Modulus), n = 11 (Elastic Modulus); combo, *n* = 4 (for both). (G) Structural and textural modifications of ECM induced by late combination treatment with PXS-5505 and chemo in HGS2 tumors at TP2 compared with control and chemo. Radar plots computed as previously, showing selected metrics for FN1, VCAN, COL1A1, and M3C fibers. The scaled average for each group is depicted. Control, gray; late combo, purple; chemo, yellow. *p* values correspond to a two-tailed Mann-Whitney U test; ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001; ∗∗∗∗, *p* < 0.0001. Data pooled from two individual experiments are shown, along with controls and chemo-treated samples from a third experiment; control, *n* = 16–18; chemo, *n* = 16; late PXS-5505, *n* = 8; late combo, *n* = 10. (H) Representative image panel of a tumor from each treatment group stained for tumor-associated macrophages (TAMs, CD163/CD206/F480, green), PLIN1 (yellow), CD8 (white), B220 (fuchsia) and cancer-associated fibroblasts (CAFs, αSMA/S100A4, red). Hoechst 33342 is in blue; scale bars are 100 μm. (I) The distribution of CAFs, TAMS, CD8, and B cells was recorded using the infiltration analysis tool from HALO in 40-μm wide zones from malignant cell areas in all four treatment groups over a 500-μm range. Data are shown as the mean ± SEM, *p* values correspond to two-way ANOVA of cell density comparing treatment groups and taking zones into account; ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001; ∗∗∗∗, *p* < 0.0001.

PXS-5505 alone did not affect tumor weight, and chemo reduced tumor weight, but the addition of PXS-5505 did not significantly improve this at TP2 (Figure 6C). While chemotherapy alone did not change the number of peritoneal metastatic sites at TP2, there was a significant reduction comparing control to combination therapy (Figure 6D). At endpoint, there was no difference in metastases between the groups (Figure 6E). As with the early treatment, PXS-5505 significantly reduced tumor stiffness, as measured by equilibrium and elastic modulus. This was sustained in the combination group (Figure 6F). We stained the TP2 tumors for FN1, VCAN, Col1A1, and fibrillar collagens. There were no changes in protein density, apart from VCAN that decreased with chemo—a change that was sustained with the combination treatment (Figure S6D). Structural and textural analyses revealed that PXS-5505 treatment led to significant changes in Col1A1, with shorter fibers organized in a less complex pattern (lower BCFD), and an increase in lacunarity, suggestive of increased number and size of gaps in the matrix. Additionally, COL1A1 and FN1 fibers displayed a reduction in curvature, and there was a reduction in HDM in M3C-stained tumors (Figures 6G and S6E). The COL1A1 changes were also seen in the PXS5505 group as well as well as some of the FN1 features (Figure S6E). Collectively, these alterations of the ECM structure are consistent with the tumor stiffness reduction observed in Figure 6F.

Using multiplex IHC and spatial analysis to study the TME (Figures 6H and S6F), we measured the distribution of cells in a 500 μm area from the edge to the tumor center. There was a significant increase in CD8^+^ T cells and B220^+^ B cells with PXS-5505 treatment at TP2 (Figure 6I). The CD8 increase was also significant in the combination treatment arm compared with that in chemotherapy alone. TAMs were significantly increased in PXS-5505-treated tumors compared with control. In addition, CAFs displayed a significant change in their distribution in the combination treatment arm compared with chemotherapy alone, with lower densities observed in the combination treatment arm (Figure 6I).

Therefore, although PXS-5505 alone did not significantly influence mouse survival or metastatic spread, this oral treatment successfully changed the structure and density of collagen, along with other ECM molecules, and reduced tumor stiffness—alterations that were largely retained when PXS-5505 was combined with chemotherapy. In addition, PXS-5505 alone and in combination with chemotherapy increased CD8, B cell, and TAM infiltration in the established tumors.

## Discussion

The effects of therapy on the TME have often been studied at a single time point, usually after NACT. The results from our study show, for the first time, the dynamic transcriptional and ECM protein changes over a period of twenty-one days in mouse HGSOC models after three doses of chemotherapy. In 60577 tumors, a chemo-sensitive model, chemotherapy altered the structure of several key ECM molecules, resulting in a looser and more open ECM. Chemotherapy induced dynamic changes in ECM regulation and innate and adaptive immune response pathways at the RNA level. Furthermore, chemotherapy-induced immune pathway changes in 60577 tumors showed significant overlap with those previously reported in responsive human HGSOC patients,^15^ showing relevance of our mouse experiments to human cancers. In HGS2 tumors, a partially responsive model, chemotherapy only induced weak and transient transcriptomic and ECM structure changes. If immune cell signatures were altered during response to chemotherapy, these changes were not maintained.

The anti-TME signature we adapted from the Bagaev et al. paper^14^ correlated with omental tumor weight and was, therefore, a good metric to assess response to chemotherapy in our mouse models. Using this signature, we showed that several ECM structural and textural metrics correlated with response to chemotherapy. Some of these also associated with PFS in human HGSOC, further supporting our conclusion that ECM structure impacts the response to chemotherapy. Combining the metrics associated with chemotherapy response, we computed the structure index, which summarized features of the ECM that correlated with response to chemotherapy. Thus, the structure index was a measurement of chemo-responsive ECM. Matrisome genes whose expression correlated with the structure index were involved in building or maintaining a chemo-responsive ECM, and those that were altered in 60577, but not in HGS2, were potential therapeutic targets.

The data in this paper and our previous publication^13^ suggest that the distinct TMEs that develop as the tumors grow are largely responsible for their response to chemo. 

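Of 14 MMP genes tested in the cell lines, 4 were higher and 1 lower in HGS2 than in 60577, with a mean log2 fold change of 0.77. Mmp19 (ENSMUSG00000025355, chromosome 10 from 128790910 to 128800824) was higher in HGS2, with a log2 fold change of 3.14 (adjusted p = 0.0193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as were Mmp17, with 3.19 (adjusted p = 0.0244 from edgeR), and Mmp15, with 1.94 (adjusted p = 0.0415 from edgeR). Mmp24 was lower in HGS2, with a log2 fold change of -3.96 (adjusted p = 0.0294 from edgeR). Mmp14 (ENSMUSG00000000957, chromosome 14 from 54431612 to 54445364) had a log2 fold change of 2.87 (standard error 0.76, adjusted p = 0.0551 from edgeR), and its adjusted p-value was below 0.05 in 6 of its 9 other settings. Over the 9 other settings, the adjusted p-value from edgeR, limma-voom or DESeq2 ranged from 5.55e-22 to 0.0707 for Mmp14 and from 2.78e-05 to 0.0586 for Mmp15. Among the integrin genes, Itga4 was higher in HGS2, with a log2 fold change of 4.64 (adjusted p = 0.00826 from edgeR), and Itgb4 was lower, with -2.81 (adjusted p = 0.0215 from edgeR).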

The differences in 60577 and HGS2 cell line expression of MMPs and integrin pathways further supports this notion.

This study reports a list of matrisome gene targets that may be involved in fostering ECM features associated with chemo response. Among these, we chose to further investigate LOX and LOXL2 because their mRNA levels associated with a poor prognosis in patients and with response to chemotherapy in our mouse models. LOX and LOXL2 were also involved in an extensive regulatory network of many other ECM-related genes in our transcriptional dataset.

Prolonged exposure of HGS2 tumor-bearing mice to a highly selective pan-LOX inhibitor, PXS-5505, from an early stage of development confirmed our hypothesis that preventing the build-up of excessive collagen crosslinking would enhance the effect of chemotherapy both in the reduction of tumor burden and metastasis in the early stage and thus increase survival, although this effect was modest. The increase in median survival is consistent with the results of previous studies showing that PXS-5505 enhanced the effect of gemcitabine in a mouse model of pancreatic cancer,^26^ as well as the effect of fluorouracil and oxaliplatin (FOX) in intrahepatic cholangiocarcinoma.^30^ Unlike the pancreatic cancer study, in our HGS2 model, three doses of carboplatin and paclitaxel treatment did not induce fibrosis. Since PXS-5505 inhibits *de novo* collagen crosslinking, we suggest that the treatment of established tumors in the absence of chemotherapy-induced fibrosis limits the treatment’s efficacy. In addition, PXS-5505 was given *ad libitum* in chow. We observed that the mice ate less following chemotherapy or in advanced stages of the disease (data not shown), which restricted PXS-5505 intake and accounts for the lack of effect on survival.

However, PXS-5505 had significant effects on the TME that could be relevant to its clinical use. Given alone or in combination with carboplatin/paclitaxel to the established peritoneal tumors, we found significant modifications of ECM structure, concomitant with a decrease in tumor stiffness and an increase in CD8^+^ and B cell infiltration. This was mitigated by an abundance of fibroblasts and CD163^+^ macrophages which may have suppressed any anti-tumor activity. However, when PXS-5505 was given as tumors developed, the distribution and density of TAMs and fibroblasts significantly decreased, which may have contributed to the improvement in survival with PXS-5505 alone and the enhancement of the chemotherapy response. On the other hand, early PXS-5505 treatment did not increase B cell and CD8^+^ T cell infiltration. This could be due to an insufficient decrease in elastic modulus, which has previously been associated with immune cell infiltration,^28^^,^^29^ and we cannot rule out that a transient increase in B cells and CD8^+^ T cells occurred at an earlier time point. The reduction in TAMs and fibroblasts in these tumors and the increase in B cells and T cells in the advanced tumors suggest that this treatment combination has the potential of creating a more favorable TME, which may be more responsive to immunotherapy can be beneficial. In support of this, an extensive study in several mouse models showed how another LOX inhibitor improved T cell migration into tumors and that its combination with anti-PD1 improved survival in a pancreatic cancer model.^31^ Collectively, the structural and TME changes associated with PXS-5505 suggest a greater penetration of chemotherapy in tumors; thus, an adjuvant PXS-5505 treatment regime could be beneficial to patients. Overall, our results demonstrate that targeting the ECM has the potential to enhance the effect of chemotherapy in HGSOC and that further combination with immunotherapy could be beneficial to patients.

### Limitations of the study

We acknowledge that there are certain limitations in this study. For instance, the number of experimental models analyzed was limited. Future studies incorporating a broader panel of models, including matched chemo-sensitive and -resistant models sharing a common background, would enable more controlled comparisons. Furthermore, analysis of a larger cohort of human samples, especially from patients with well-characterized and robust responses to chemotherapy and prolonged survival, may improve assessment of the ECM topography-associated phenotypes and could reveal closer concordance with the observations made in mouse models.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Frances Balkwill ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• The data generated in this study are available as supplemental spreadsheets and in the key resources table and are also available upon request from the corresponding author. The transcriptomic data are publicly available in Gene Expression Omnibus (GEO) under accession numbers GEO: GSE227100 and GSE270878.
• This paper does not report original code. We have not generated any new software, algorithm, or unpublished custom code. We have provided references for all software used in this study in the key resources table and STAR Methods.
• Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.
• All other data reported in this manuscript will be available by the lead contact upon request.

## Acknowledgments

This project was funded by 10.13039/501100000289Cancer Research UK program grants A16354 and A25714 to F.R.B., C.B., P.K., F.L., and E.M.; UKRI Frontier Research grant (no. EP/X028704/1) to F.R.B., B.M., J.D.J., R.C.B.-R., and E.M.; Wellbeing of Women ELS960, RTF1013, Barts Charity seed fund G-002595, and City of London Development Fund CTRQQR-2021\100004 to S.E. J.H. and E.M. received funding from City of London CRUK Core Award CTRQQR-2021\100004. R.M. received funding from the Barts Charity Grant ECMG1B6R. PXS-5505 was conceived and developed by Pharmaxis. Pharmaxis has been solely responsible for the development of the PXS-5505 compound using their own funds. PXS-5505 was provided free of charge. We would like to thank the surgeons from Barts Trust the St. George’s Hospital Trust and the Barts Cancer Institute (BCI) Tissue Bank. We would also like to thank Miss Anna Malliouri for her preliminary work with TWOMBLI, Dr Luke Gammon, and the Blizard Phenotypic Screening Facility for assistance with our work on Cell DIVE; the Biological Services Unit, Mr. Jordan Chattenton, the Animal Technician Service at BCI, and especially Mr. Colin Pegrum, Mr. James Cormack, Mr. Hagen Schmidt, and Miss Harmony Blythin for assistance and support with *in vivo* experiments. We would also like to thank Nadia Rahman and the BCI Pathology Core, Drs. Linda Hammond, and Sam Wallis from the BCI microscopy core facility (CRUK microscopy core service grant at Barts Cancer Institute, CRUK Core Award CTRQQR-2021\100004). Most importantly, we express our gratitude to the patients for donating the samples, without which this work would not have been possible.

## Author contributions

P.K., F.L., E.M., and F.R.B. designed the project; P.K. and F.L. designed, performed, and analyzed the mouse experiments and mouse and human tissues; E.M. designed and performed the bioinformatics analyses; E.D.F. and P.K. performed indentation analysis; P.K., F.L., and J.H. performed multiplex immunofluorescence on mouse tissues; L.P. and W.J. performed the aorta assay and provided the chow for the mouse experiments with PXS-5505; C.B., S.E., J.D.J., B.M., and R.C.B.-R. performed and analyzed *in vitro* experiments; S.E., C.B., L.P., W.J., and J.F.M. made intellectual contributions; R.M. provided patient materials and intellectual input; F.L., P.K., E.M., and F.R.B. wrote the manuscript. All authors edited and commented on the manuscript.

## Declaration of interests

W.J. and L.P. are employees and shareholders of Syntara (previously, known as Pharmaxis). Syntara (Pharmaxis) provided PXS-5505 free of charge for the work presented here. F.R.B. has received honoraria from Glaxo Smith Klein. R.M. declares honorarium for advisory board membership from Astrazeneca, Merck Sharp and Dohme, and Everything Genetics Ltd.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Alexa Fluor® 488 Anti-CD4 antibody [EPR19514]	Abcam	Cat# ab277275; RRID: AB_2686917
Alexa Fluor® 488 Anti-S100A4 antibody [EPR14639(2)]	Abcam	Cat# ab208566; RRID: AB_2728774
Alexa Fluor® 555 Anti-Cytokeratin 19 antibody [EP1580Y]	Abcam	Cat# ab203444; RRID: AB_2857974
Alexa Fluor® 647 Anti-CD163 antibody [EPR19518]	Abcam	Cat# ab313666; RRID: AB_2943126
Alexa Fluor® 647 Anti-Fibronectin antibody [EPR23110-46]	Abcam	Cat# ab313350; RRID: AB_2941028
alpha-Smooth Muscle Actin Antibody (1A4/asm-1) [Alexa Fluor® 750]	Novus	Cat# NBP2-33006AF750; RRID: AB_3282905
anti-Fibronectin antibody produced in rabbit	Sigma-Aldrich	Cat# F3648; RRID:AB_476976
Anti-Goat IgG (H + L), made in horse	Vector Laboratories	Cat# BA-9500; RRID: AB_2336123
anti-LOX antibody (EPR4025)	Abcam	Cat# ab174316; RRID: AB_2630343
Anti-Mouse IgG (H + L), made in goat	Vector Laboratories	Cat# BA-9200; RRID: AB_2336171
Anti-PCNA antibody [PC10] (Alexa Fluor® 647)	Abcam	Cat# ab201674; RRID: AB_2857977
Anti-Rat IgG (H + L), mouse adsorbed, made in goat	Vector Laboratories	Cat# BA-9401; RRID: AB_2336208
anti-VCAN antibody produced in rabbit	Sigma-Aldrich	Cat# HPA004726; RRID:AB_1080561
CD45R/B220	BD Biosciences	Cat# 553089; RRID: AB_394619
COL1A1 (E8F4L) Rabbit Monoclonal Antibody (Alexa Fluor® 647 Conjugate) #72827	Cell Signaling Technology	Cat# 72827; RRID: AB_3696808
Collagen I antibody	Abcam	Cat#ab21286; RRID: AB_446161
Donkey Anti-Goat IgG H&L (Alexa Fluor® 750) preadsorbed	Abcam	Cat# ab175745; RRID: AB_2924800
Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 647	Thermo Fisher Scientific	Cat# A32795; RRID: AB_2762835
Endomucin (V.7C7) PE conjugated	Santa Cruz Biotechnology	Cat# sc-65495; RRID: AB_2100037
F4/80 (D2S9R) XP® Rabbit mAb	Cell Signaling Technology	Cat# 25514; RRID: AB_2799771
FOXP3 Monoclonal Antibody (FJK-16s), PE, eBioscience	Thermo Fisher Scientific	Cat# 12-5773-82; RRID: AB_465936
Goat Anti-Mouse Mmr Polyclonal antibody, Unconjugated	R and D Systems	Cat# AF2535; RRID: AB_2063012
Goat Anti-Rabbit IgG Antibody (H + L), Biotinylated	Vector Laboratories	Cat# BA-1000; RRID: AB_2313606
LOXL2 antibody	Abcam	Cat# ab96233; RRID: AB_10677617
Mouse IgG1 kappa Isotype Control (P3.6.2.8.1), eBioscience	Thermo Fisher Scientific	Cat# 14-4714-82; RRID: AB_470111
Mouse IgG2a kappa Isotype Control (eBM2a), eBioscience	Thermo Fisher Scientific	Cat# 14-4724-82; RRID: AB_470114
PCNA (D3H8P) XP® Rabbit mAb #13110	Cell Signaling Technology	Cat# 13110; RRID: AB_2636979
Perilipin-1 (D1D8) Rabbit Monoclonal Antibody (Alexa Fluor® 647 Conjugate) #52975	Cell Signaling Technology	Cat# 52975S; RRID: AB_10829911
Rabbit Anti-Collagen I Polyclonal antibody Unconjugated	Abcam	Cat# ab34710; RRID: AB_731684
Rabbit IgG Isotype Control	Thermo Fisher Scientific	Cat# 31235; RRID: AB_243593
Rat IgG2a kappa Isotype Control (eBR2a), eBioscience	Thermo Fisher Scientific	Cat# 14-4321-81; RRID: AB_470104
Recombinant Alexa Fluor 555 Anti-CD8a antibody (EPR21769)	Abcam	Cat# ab280863; RRID: AB_2927548
Recombinant Anti-Cytokeratin 14 antibody (EPR17350)-Cytoskeleton Marker	Abcam	Cat# ab181595; RRID: AB_2811031

**Bacterial and virus strains**		

IncuCyte NucLight Red Lentivirus Reagent (puro-selectable)	Essen BioScience (Sartorius)	Cat# 4625, Lot number: LSP032219.02–051019

**Biological samples**		

Human HGSOC omental metastasis samples	Barts Health NHS Trust, St. George’s University Hospitals NHS Foundation Trust and Barts Gynae Tissue Bank	(https://directory.biobankinguk.org/Profile/Biobank/GBR-1-128) HTA license number 12199 (REC no: 10/H0304/14 and 15/EE/0151)

**Chemicals, peptides, and recombinant proteins**		

0.5% Trypsin-EDTA (10X)	GIBCO	Cat# 15400-054
10X Casein (250 mL)	Vector Laboratories	Cat# SP-5020
10x TBS Buffer pH 7.4	Severn Biotech Ltd	Cat# 20-7301-10
Animal-Free Blocker and Diluent, R.T.U.	Vector Laboratories	Cat# SP-5035
Antibiotic-Antimycotic (100X)	GIBCO	Cat# 5240-062
Antibody diluent	Vector Laboratories	Cat# SP-5035
Antigen Retrieval Buffer (100X Tris-EDTA Buffer, pH 9.0)	Abcam	Cat# ab93684
Antigen Unmasking Solution, Citric Acid Based	Vector Laboratories	Cat# H-3300-250
Antigen Unmasking Solution, Tris Based	Vector Laboratories	Cat# H-3301-250
Bouin’s Solution	Sigma-Aldrich	Cat# HT10132
Bovine Serum Albumin	Sigma-Aldrich	Cat# A4503
Carboplatin	Hospira	Cat# 61703-0339
Carboplatin	MedChemExpress	Cat# HY-17393
Collagenase from Clostridium histolyticum	Sigma-Aldrich	Cat# C9263
Control mouse diet	Research Diets	Cat# D20011301
Diaminobenzidine substrate-chromogen (Dako Liquid DAB+ Substrate Chromogen System)	Dako	Cat# K3468
Distilled Water	Gibco	Cat# 15230204
DMEM:F12 1:1 with GlutaMax	Gibco	Cat# 31331-028
DMSO	Sigma-Aldrich	Cat#41639
DPX Mountant for histology	Sigma-Aldrich	Cat# 6522
EDTA 0.5M	Thermo fisher	Cat# AM9262
Ethanol Absolute 99.8+%	Fisher Scientific Ltd	Cat# E/0650/DF/17
Ethanol denatured (BioUltra)	Sigma-Aldrich	Cat# 51976-500 ML-F
Ethanol, 99.8%, as ethanol, anhydrous, (denat.with 2% IPA +2% MEK)	Fisher Scientific	Cat# 12367103
Fetal Bovine Serum	Hyclone	Cat# 11521831
Fetal Bovine Serum Heat Inactivated	Gibco	Cat# 10438-026
Formalin solution neutral buffered 10%	Sigma-Aldrich	Cat# HT501128
Gill’s hematoxylin	Sigma-Aldrich Cat	Cat# GHS1128
Glacial acetic acid	Fisher Scientific	Cat# 10021123
Glycerol	Sigma-Aldrich	Cat# G9012-500 ML
HBSS (10X), no calcium, no magnesium, no phenol red	Gibco	Cat# 14185-045
Hematoxylin Solution, Gill No. 1	Sigma -Aldrich	Cat# GHS132
Hoechst 33342, Trihydrochloride, Trihydrate - FluoroPure™ Grade	Thermofisher	Cat# H21492
Horse Serum (10 mL)	Sigma-Aldrich	Cat# H0146-10 ML
Hydrocortisone, g-irradiated, powder	Sigma	Cat# H0135
Hydrogen peroxide solution 30%	Sigma-Aldrich	Cat# H1009-500 mL
Hydrogen peroxide solution 30%	Fisher Scientific Ltd	Cat# H/1800/15
Insulin, Transferrin, Selenium, Sodium Pyruvate Solution (ITS-A)	Gibco	Cat# 51300044
Koliphor EL	Merck Life Science Ltd	Cat# C5135
L-glutamine	Sigma	Cat# G7513-100 ML
Murine Epidermal Growth Factor (EGF)	Sigma	Cat# E4127
Normal Donkey Serum	Merck Life Science Ltd	Cat# S30-100 ML
Normal Goat Serum	Sigma-Aldrich	Cat# G9023-10 ML
Paclitaxel	Hospira	Cat# 61703-0342
Paclitaxel	MedChemExpress	Cat# HY-B0015
Pan-LOXi	Syntara (previously known as Pharmaxis)	PXS-5505
Penicillin-Streptomycin (10,000 U/mL)	Invitrogen	Cat# 15140-122
Phosphate-buffered saline (PBS) (1x)	Gibco	Cat# 141-90-094
Puromycin	InvivoGen	Cat# anti-pr-1
PXS-5505 mouse diet	Research Diets	Cat# D21012504R
RNAlater-ice	Thermo Fisher Scientific	Cat# 4427575
RNase-Free DNase Set (50)	Qiagen	Cat#: 79254
RPMI1640	Gibco	Cat# 21875034
Sodium Hydroxide 1M	Fluidigm	Cat# J/7620/15
Triton X-100	Sigma-Aldrich	Cat# T8787
Tween 20	Sigma-Aldrich	Cat# P1379-250 ML
Tween 20	Sigma-Aldrich	Cat# P7949-500 mL
Weigert’s Iron Hematoxylin Solution	Sigma-Aldrich	Cat# HT1079
Xylene, Certified AR	Fisher Scientific Ltd	Cat# X/0250/17
Xylene, Technical	Fisher Chemical Fisher Scientific	Cat# X/0100/17

**Critical commercial assays**		

anti-rabbit ImmPress HRP	Vector Laboratories	Cat# MP7451; RRID: AB_2631198
anti-rat ImmPRESS-HRP reagent	Vector Laboratories	Cat# MP7444; RRID: AB_2336530
Avidin/Biotin Blocking Kit	Vector Laboratories	Cat# SP-2001; RRID: RRID:AB_2336231
DAB Peroxidase (HRP) Substrate Kit	Vector Labs	Cat# SK-4100
FlexAble CoraLite® Plus 750 Antibody Labeling Kit for Rabbit IgG	ProteinTech/FlexAble	Cat# KFA004; RRID:AB_3095335
High Sensitivity RNA ScreenTape	Agilent	Cat# 5067-5579
MycoAlert PLUS Mycoplasma Detection kit	Lonza	Cat# LT07-710
QIAshredder	Qiagen	Cat# 79654
RNeasy Mini kit	Qiagen	Cat# 74104
Super Sensitive Polymer HRP IHC	BioGenex	Cat# QD430-XAKE
Trichrome Stain (Masson) Kit	Sigma-Aldrich	Cat# HT15-1 KT
VECTASTAIN® ABC HRP Kit	Vector Labs	Cat# PK-4000; RRID: AB_2336818

**Deposited data**		

Chemotherapy-induced extracellular matrix remodeling in HGSOC	This paper	GSE270878
Immunological modifications following chemotherapy are associated with delayed recurrence of ovarian cancer	Adzibolozu et al., 2023^15^	GEO: GSE227100

**Experimental models: Cell lines**		

*Mus musculus:* 60577 cells	Laboratory of Difilippantonio S.	Szabova et al., 2014^32^
*Mus musculus:* HGS2 cells	Laboratory of Frances Balkwill	Maniati et al., 2020^13^

**Experimental models: Organisms/strains**		

C57/Bl6J mice	Charles River	IMSR_JAX:000664
FVB mice	Charles River	IMSR_JAX:001800

**Software and algorithms**		

biorender.com	BioRender	RRID:SCR_018361
biomaRt	Bioconductor	Durinck S et al.,2009^33^; RRID:SCR_019214
ComplexHeatmap	Bioconductor	Gu Z et al., 2016^34^; RRID:SCR_017270
Definiens software	(Definiens AG, Germany)	http://www.astrazeneca.com
DenseNetV2 (HALO AI)	Indica Labs, LLC	https://indicalab.com/halo-ai/ RRID:SCR_018350 (HALO platform)
EdgeR	Bioconductor	Robinson MD et al.,2010^35^; RRID:SCR_012802
fgsea	Bioconductor	Korotkevich G et al., 2019^36^; RRID:SCR_020938
FIJI	Schindelin et al., 2012^37^	https://fiji.sc/; RRID:SCR_002285
ggplot2	CRAN	https://cran.r-project.org/web/packages/ggplot2/index.html; RRID:SCR_014601
gplots	CRAN	https://cran.r-project.org/web/packages/gplots/index.html
GraphPad Prism version 10.1.0 and later ones for Windows, GraphPad Software, Boston, Massachusetts USA	GraphPad Software	https://www.graphpad.com; RRID:SCR_002798
GSVA	Bioconductor	Hänzelmann S et al., 2013^38^; RRID:SCR_021058
HALO AI v3.6.4134	Indica Labs, LLC	https://indicalab.com/halo-ai/ RRID:SCR_018350
HALO Area Quantification FL Algorithm	Indica Labs, LLC	RRID:SCR_018350
HALO Highplex FL Algorithm	Indica Labs, LLC	https://indicalab.com/halo/halo-modules/highplex-fl/; RRID:SCR_018350
HALO v.4.0 and v.4.1	Indica Labs, LLC	RRID: SCR_018350
ImageJ 1.48v and 1.54f image processing and analysis program (NIH, Bethesda, MD) with color threshold and color deconvolution plug-ins	Schneider et al., 2012^39^; Ruifrok and Johnston, 2001^40^	https://imagej.net/ij/ https://imagej.net/plugins/colour-deconvolution; RRID:SCR_003070
Incucyte S3 software rev2022b	Essen BioScience/Sartorius	https://www.sartorius.com/incs; RRID:SCR_023147
limma	Bioconductor	Ritchie ME et al., 2015^41^; RRID:SCR_010943
MATLAB	MathWorks	https://www.mathworks.com/products/matlab.html; RRID:SCR_001622
NPD.view 2.7.25 software	Hamamatsu Photonics	https://www.hamamatsu.com/eu/en/product/type/U12388-01/index.html
Nuclei Seg BF v1.0.0 (HALO AI)	Indica Labs, LLC	https://indicalab.com/halo-ai/ RRID:SCR_018350 (HALO platform)
QuPath versions 0.2.0 to 0.5.0	Bankhead et al., 2017^42^	https://qupath.github.io/; RRID:SCR_018257
R v4.1	–	http://www.R-project.org; RRID:SCR_001905
TWOMBLI plugin	Wershof et al., 2021^20^	https://github.com/wershofe/TWOMBLI; RRID:SCR_027217

**Other**		

4200 TapeStation System	Agilent Technologies	Model: 4200 TapeStation; Cat#: G2991AA
Cell DIVE™ ClickWell Assembly cassettes	Leica Microsystems	Cat# 29626840
Cell DIVE™ Multiplexed Immunofluorescence (MxIF) Platform	Leica Microsystems	Model: CELLDIVE™
GentleMACS Dissociator	Miltenyi Biotec	Cat# 130-093-235
GentleMACS M Tubes	Miltenyi Biotec	Cat# 130-093-236
Hamamatsu NanoZoomer S210 Slide Scanner	–	–
Incucyte® S3 Live-Cell Analysis System	Sartorius (Essen BioScience)	Model: Incucyte S3
Instron 3342 screwdriver mechanical testing frame	Instron, UK	–
SuperFrost Plus™ Adhesion slides	Fisher Scientific	Cat# 5067-5579
Vi-CELL XR Cell Viability Analyzer, BMSB J540	Beckman Coulter	https://www.mybeckman.uk/cell-counters-and-analyzers/vi-cell-xr#:∼:text=Vi%2DCELL%20XR%20Cell%20Analyzer%20Features, Compliance%20and%20Validation

### Experimental model and study participant details

#### Study approval

##### Murine models

All *in vivo* experimental procedures observed the guidelines approved by the ethics committees of QMUL in accordance with Animals (Scientific Procedures) Act 1986 under the Home Office Project licenses PBE3719B3 and PP5394401. For survival experiments, mice were euthanized when they reached humane endpoint as defined in the licenses.

##### Patient samples

Samples were kindly donated by women with HGSOC undergoing surgery at Barts Health NHS Trust and St. George’s University Hospitals NHS Foundation Trust. Tissues deemed by a pathologist to be surplus to diagnostic and therapeutic requirements were collected along with clinical data under the Barts Gynae Tissue Bank HTA license number 12199 (REC no: 10/H0304/14, 15/EE/0151). Patients gave written informed consent, and the study was approved by a UK national review board. Studies were conducted in accordance with the Declaration of Helsinki and the International Ethical Guidelines for Biomedical Research Involving Human Subjects.

#### Animals, *in vivo* models, treatment, and tissue processing

We used two syngeneic mouse models, 60577 and HGS2, which we published before.^13^ HGS2 cancer cells were developed from female C57/Bl6 mice, whereas 60577 from female FvB. C57BL/6 and FvB wild type mice (aged 7 weeks) were purchased from Charles River Laboratories (UK) and acclimatised for 1–2 weeks prior to the initiation of the studies. Only female animals were used throughout this study. Mice were housed under sterile conditions, in individually ventilated cages with a maximum of 5–6 animals per cage, fed with standard chow diet and water *ad libitum*, and maintained on an automatic 12 h light cycle at 22–24°C. All studies were conducted using sterile techniques.

For the orthotopic tumor growth establishment, 60577 and HGS2 mouse cell lines were cultured as before^13^ and trypsinized, washed in medium and resuspended in PBS to 10^7^ cells in 300μl to be injected intraperitoneally (i.p.) in 8-9-week-old FVB mice (60577) or C57BL/6J mice. For chemotherapy treatment, mice were treated with a combination of carboplatin (20 mg/kg, Hospira) + paclitaxel (10 mg/kg, Hospira), both from the pharmacy at St. Bartholomew’s Hospital, London or from Medchemexpress (HY-17393 and HY-B0015, respectively). Carboplatin and paclitaxel were administered to mice via i.p. in 200 μL volume starting respectively 21 days (60577), or 49 days (HGS2) post-cell injection. Vehicle-treated controls received Koliphor® EL (Merck, C5135), 6.1%, EtOH 6.1%, water 14.7%, PBS 73.1%. Mice were treated with chemotherapy or vehicle via i.p. once weekly for three (TP2) to six weeks.

For Pan-LOX inhibition (LOXi) in the HGS2 model, we used PXS-5505 (Pharmaxis, now Syntara) under an MTA agreement. PXS-5505 was provided in the chow (D21012504R, Research Diets) *ad libitum* in a concentration that is approximately 170mg/kg (maximum dose calculated). The control group mice, control chow D20011301 (Research Diets) was provided. After one week of acclimatization, all mice were introduced to Control chow, D20011301. Mice were then introduced to D21012504R PXS-5505 diet after 7 and 49 days for the early and late PXS-5505 treatment, respectively. PXS-5505 treatment continued up to 22 weeks. For combinatorial treatment of PXS-5505 with chemotherapy in HGS2 model, chemotherapy treatment commenced, described as above.

Humane endpoint for mice was defined as a change in general health; specifically, 15% body weight loss over 72 hours or 20% over any time period, any sign of jaundice, hunched posture, or abnormal breathing pattern, signs of distress and/or suffering, as well as signs of ascites or palpable tumors exceeding the license limits. Any tumor interfering with mobility and access to food and water, as well as ulceration or increased secretion of injection site tumors, blood in the stool and or urine defined humane endpoint additionally. Survival assessment of mice was made by the same individual where possible to limit inter-observer variability and occasionally assistance was provided by a trained animal technician who was not directly involved in the experimental design.

For both time point and endpoint analysis, mice were euthanized under CO2 exposure. Once death was confirmed, an incision to expose the gastrointestinal contents was made that was extended further towards the lower limbs bilaterally to create skin flaps which can be pinned down. Omental, splenoportal and lesser omental tumors were harvested, along with mesentery and their weights measured. Omental tumors were cut in half, with one half being snap frozen in dry ice and the other half fixed in 10% neutral buffered Formalin solution overnight. The formalin fixed tumors were paraffin-embedded and sectioned (4 μm), followed by H&E staining, whereas the frozen tumors were subjected to RNAseq or indentation testing. Tumors in other anatomical sites were excised and weighed. Once all tumors were recorded and weighed, internal organs like liver, pancreas, stomach, spleen, and intestines were removed to better visualize the aorta that was subsequently separated from the spine dorsally and the esophagus ventrally. Once isolated, aortas were snap frozen in dry ice and kept at -80C.

### Method details

#### Murine cell line culture and *in vitro* drug response assay

HGS2 and 60577 described previously^13^ were cultured in complete DMEM:F12 1:1 with GlutaMax medium (Gibco) with the addition of 4% heat inactivated FBS (Hyclone, Gibco), 1x Pen/Strep (Invitrogen), 1x insulin/transferrin/selenium (Invitrogen, 51300), 100 ng/ml hydrocortisone (Sigma, H0135), 20 ng/ml murine Epidermal Growth Factor (EGF, Sigma, E4127), 1x antibiotic-antimycotic (Gibco). Cells were trypsinized with 0.05% trypsin-EDTA (Gibco) and regularly tested for Mycoplasma, using the MycoAlert PLUS Mycoplasma Detection Kit (Lonza, LT07-710). For the chemosensitivity assays, the day prior to drug treatment, 60577 and HGS2 cells were plated at a density of 20,000 cells/well, in a 24 well plate, in triplicates. The day after, cells were treated with 1, 0.5, 0.1, 0.01, or 0.001mM of carboplatin (Hospira, 61703-0339), and 1, 0.5, 0.1, 0.01 or 0.001uM paclitaxel (Hospira, 61703-0342). At 48h, cells were harvested with trypsin and counted with a V-cell-counter (VI-CELL XR Cell Viability Analyzer, BMSB J540). The percentage live cells compared to control was calculated.

#### Lentivirus transduction of the murine cell lines to induce stable expression of nuclear red protein, mKate

IncuCyte NucLight Red Lentivirus reagent (Essen Bioscience (Sartorius), 4625) was used to induce a stable expression of the red mKate2 protein in the cancer cells. The recommended multiplicity of infection (MOI) ranges between 3 to 6. The viral titer was 11.47x 10^6^ transduction units (TU) /ml (Lot number: LSP032219.02-051019).

10,000 cells were plated in a 48 well plate and left to grow until they became 30% confluent. The transduction was started by replacing the conditioned medium in the well with 1 mL of transduction medium that contained 3.5μL of lentiviral particles. Cells were cultured for 24 h in an incubator at 37 °C, 95% humidity and 5% CO2. After 24h, the transduction medium was replaced with normal medium and the cells were cultured for 48-72h in an incubator at 37 °C, 95% humidity, and 5% CO2. The lentivirus integrates into the DNA of the cell and produces mKate2 protein which is red fluorescent. Transduced stable cell populations expressing mkate2 protein were generated by puromycin selection puromycin (InvivoGen, ant-pr-1 ). To determine the dose of puromycin, 250,000 cells were plated per well in 12 well plate for 9 wells. One well was used as control well and the cells in the other 8 wells were treated with increasing concentrations of puromycin starting with 0.5μg/ml to 4μg/ml daily for 4 days. The lowest puromycin concentration that killed all cells in the well was chosen for puromycin selection. A dose of 1.5μg/ml was chosen for HGS2 and 4μg/ml for 60577. Lentivirus transduced cell lines were stored in 1ml aliquots of 10% DMSO+90%FBSs in cryovials at -80C and then transferred to liquid nitrogen.

#### Incucyte S3 to study the proliferation of murine cell lines

Red labelled lentivirus transduced 60577 and HGS2 were plated as 20,000 cells per well in 2ml of medium in 12 well plate in duplicates. Cells are left to attach for 3-4h then the plate is moved to be imaged in Incucyte® S3 Live-Cell Analysis System for 72h. 4 images per well were taken every 2h. Red object count per well normalized to the counts at 0h were analyzed using incucyte S3 software v.2018C and later ones. Data was then exported from the software and used in Prism version 10.1.0) to generate AUC for each individual well. The AUC was then used to study statistical significance using unpaired t-test.

#### Lysyl oxidase family activity from the mouse aorta

Lysyl oxidases family activity was measured in the aortas of tumor bearing mice at sacrifice. The aorta underwent an urea based extraction^32^ and then the level of lysyl oxidase activity was measured with a fluorometric activity assay^33^ to confirm lysyl oxidase inhibition. The signal was defined as the enzyme activity in the aorta, while noise is measured in the presence of a high concentration (300 μM) of BAPN to abolish any lysyl oxidase family activity. Signal over noise equal to 1 indicates complete inhibition.

#### Metastasis analysis

Both at timepoint (TP2) and endpoint, mice were assessed for the number of the metastatic sites identified during autopsy. Main metastatic sites recorded included splenoportal fat, lesser omentum, mesentery, peritoneum, perirenal, spinal, liver, diaphragm, ovaries, ovarian fat pad, fallopian tubes, uterus, uterine fat pad, abdominal fat, chest cavity, gastrointestinal tract. Macroscopical pancreas invasion was also counted as a metastatic site. Each metastatic site counts as 1, regardless of the numbers and size of the metastases on that site. The number of total metastatic sites per mouse was calculated and plotted.

#### Histopathology, immunohistochemistry, and morphometry

Omental tumors from both models were dissected, fixed in neutral buffered formalin solution (Sigma, HT501128) for 24 hr, paraffin-embedded and sectioned (4 μm), followed by H&E staining. For immunohistochemistry, FFPE omental sections were heated for 1hr at 60°C and then submerged twice in xylene for 5min. Slides were then gradually re-hydrated by submerging for 2min in each of the following ethanol solutions: 100%, 90%, 70%, 50% and finally in ddH_2_O for 3min. Antigen retrieval was performed as per Table S6A for all staining, apart from FN1. The slides were subsequently washed, treated with 3% H_2_O_2_ (Fisher Scientific, H/1800/15) in PBS for 5min, washed again and blocked with blocking buffer for 1hr. The primary antibody was added in blocking buffer and incubated at ambient temperature (Table S6A). Slides were washed three times, and the primary antibody was detected as described in Table S6A. Color was developed with Diaminobenzidine substrate-chromogen (Dako Liquid DAB+ Substrate Chromogen System), (Dako, K3468) and tissues were counterstained with Gill’s hematoxylin I (Sigma-Aldrich, GHS1128), washed, dehydrated in ethanol and xylene, and mounted in DPX mountant (Sigma-Aldrich, 06522). For COL1A1 staining on mouse tissues, ab21286 from Abcam was used, whereas ab34710 (Abcam) was used for staining COL1A1 on human tissues.

#### Masson’s trichrome staining

To reveal fibrillar collagen deposition on mouse and human omental biopsies, we used the Trichrome Stain (Masson) Kit (HT15-1KT) from Sigma as previously described in.^13^ Briefly, FFPE 4-μm sections were deparaffinized in xylene and gradually re-hydrated by submerging in a graded series of Ethanol solutions in H_2_O. Slides were further hydrated for 3min in ddH_2_O and fixed in Bouin’s solution (Sigma, HT10132) overnight at RT. The next day, sections were washed in running water and ddH_2_O, until the yellow colour disappeared and counterstained in working Weigert’s Iron Hematoxylin Solution (Sigma, HT1079-1SET). Subsequently, sections were washed in running tap water for 2 minutes, rinsed in ddH_2_O and stained in Biebrich Scarlet-Acid Fuchsin for 15 minutes. Sections were then rinsed in ddH_2_O and immersed in working Phosphotungstic/Phosphomolybdic Acid solution for 10-15 minutes, until collagen fibers were not red. Aniline Blue solution was applied next for 30 minutes; sections were rinsed in ddH_2_O and placed in 1% acetic acid for 3 minutes. Finally, sections were dehydrated very quickly in two changes of 90% alcohol, followed by 2 changes of absolute alcohol, cleared in xylene and mounted in DPX (Sigma-Aldrich, 06522).

#### RNA isolation and sequencing

Total RNA was extracted from frozen murine omental tumor samples or cell lines. The samples were transferred into RNAlater-ice (Thermo Fisher Scientific, 4427575) and homogenized using GentleMACS M tubes (Miltenyi, 130-093-236) in RLT buffer on a gentleMACS Dissociator (Miltenyi Biotec, 130-093-235). Samples were further processed using QIAshredders (Qiagen, 79656) and the Rneasy Mini kit (Qiagen, 74104) with on-column Dnase digestion (RNase-Free DNase Set, Qiagen, 79254). RNA quality was analyzed with the 4200 TapeStation System using the High Sensitivity ScreenTape Assay (Agilent, 5067-5579). Library preparation and RNASeq were performed by the Wellcome Trust Centre (Oxford, UK) using NEBNext rRNA Depletion Kit v2 to deplete rRNA species. Sequencing was performed to ∼65 million reads mean depth for tumour tissue samples or ∼50 million reads mean depth for the malignant cell lines on the Illumina NovaSeq6000 plarform, strand-specific, generating 150 bp paired-end reads. RNA-Seq reads were quality trimmed using trimgalore v0.6.5 and were mapped to the mouse genome (mm10, Genome Reference Consortium GRCm38) using STAR v2.7.0f.^34^ Number of reads aligned to the reference genome were counted using rsem v1.3.1 based on the Ensembl annotation GRCm38.^35^ Only genes that achieved at least one read count per million reads (cpm) in at least twenty-five percent of the samples were kept. This led to 16,400 filtered genes in total, 14,031 of which were protein coding genes for mouse tumors or 13,423 and 12,462 for the malignant cell lines respectively. Conditional quantile normalization was performed accounting for gene length and GC content and a log2-transformed RPKM expression matrix was generated.

#### Bioinformatic analysis

Differential expression analysis was performed in Edge R using limma^36^ for the mouse tumor tissues dataset and with DESeq2 for the malignant cell line monocultures. Gene set enrichment analysis was performed for Canonical Pathways (c2.cp.v7.4.symbols.gmt) using R package fgsea and the ranked t-statistic of all sufficiently detected orthologous genes. Enrichment analysis of gene clusters or overlapping genes of interest (over-representation analysis) was performed with R package dnet, using a hypergeometric test. Single sample gene-set enrichment analysis which calculates a gene-set enrichment score per sample was performed using the R package GSVA.^37^ Heatmaps were plotted with R package ComplexHeatmap; scatter plots, barplots and boxplots with R packages gplots and ggplot2. Structure index was obtained by scaling the metrics and calculating the ratio of those parameters that positively correlated with the anti-tumor microenvironment enrichment score over those that negatively correlated with it. The GSE227100 dataset containing RNASeq data of 24 patients with paired pre-NACT and post-NACT RNASeq was downloaded from GEO. All patients had initial tumor biopsies prior to beginning chemotherapy with six cycles of carboplatin and paclitaxel. The patients subsequently underwent post-chemotherapy surgery, which provided the post-NACT samples. All the samples were obtained from metastatic sites, late recurrence samples n = 11. GSEA on this dataset was performed using the ranked log2 fold-change of late post vs pre chemotherapy samples and Canonical Pathways (c2.cp.v7.4.symbols.gmt).

#### Indentation testing of mouse omental tumors

Mechanical characterization of the specimens was conducted employing an Instron 3342 screwdriver mechanical testing frame (Instron, UK) with a crosshead position resolution of 1 μm. The testing apparatus was equipped with a 10 N load cell (resolution of 0.1 mN) and a flat-ended stainless steel cylindrical probe with a 1 mm diameter for conducting indentation tests. Prior to experimentation, the tissue samples were completely thawed at room temperature. During the entire testing duration, the specimens were fully immersed in phosphate-buffered saline (PBS) at room temperature to maintain full hydration. A pre-load of 1mN was applied to the samples, followed by a deformation to 20% at a constant rate of 1%/s. Subsequently, a displacement-hold period of 600 s was implemented. Data analysis was carried out in accordance with the methodology outlined by Delaine-Smith et al.,^38^ utilizing the mathematical model M2 proposed by,^39^ assuming isotropy in the samples and negligible friction. Throughout the analytical process, a set of well-established parameters were computed, including tangent moduli (TM) within the ranges of 2.5–7.5% and 15–20%, as well as peak modulus (PM), equilibrium modulus (EQM), and percentage of Relaxation. Raw data was processed using Matlab and plotted in GraphPad Prism.

#### Multiplex fluorescent immunohistochemistry (MxIF) staining on mouse HGS2 tumors

For the multiplex immunohistochemistry staining of mouse omental tumors, we used the tissue-cyclic fluorescence (T-CyCIF) methodology^40^ adapted to the Cell DIVE™ (Leica Microsystems) imaging platform.^41^ For the MxIF, serial rounds of conventional immunofluorescence (IF) were facilitated using a fluorophore inactivation step to capture multiple up to 5-plex images on single tissue sections per round for automated downstream registration and assembly into a single high-plex image stack.^41^ 5μm thick FFPE tissue sections were transferred onto SuperFrost Plus™ Adhesion slides (Fisher Scientific, 5067-5579) and baked overnight at 60°C. Tissues then were deparaffinized in xylene and rehydrated in graded washes in ethanol to ddH_2_0. Heat-induced epitope retrieval (HIER) was standardized to a pressure cooker cycle of 116°C for 12 minutes with 1X tris-based antigen unmasking solution (H-3301, Vector) for all antibodies used in the panel. Slides were subsequently incubated for 1h at RT in blocking buffer (10% goat serum/1X Casein/TBST 0.1%), followed by a 60 min incubation at RT in a highly oxidative solution (4.5% H_2_O_2_ and 20mM NaOH in TBS) in the presence of white light. Two LED light sources, emitting 32,000 LUX each, placed on top and on the bottom of the slide tray were used for this photo-bleach / dye Inactivation procedure that aids in tissue auto fluorescence elimination. Upon completion of the bleaching step, the slides were counter stained with Hoechst 33342 (5 μg/mL in TBS) (Thermofisher, H21492) for 10 mins before registering the background” images on the Cell DIVE scanner. After image acquisition, slides were washed and incubated overnight at 4C with the antibody cocktail of the first round. Primary antibodies were either validated by the supplier or against both positive mouse tissue controls and disease-related orthotopic HGS2 mouse model biopsies, using isotype (Table S6C) and secondary-only negative controls in place to gage and subtract non-specific staining. All antibodies used in this study were direct conjugates, apart from F4/80, CD206 and KRT14. F4/80 was conjugated to CoraLite® Plus 750, using the FlexAble CoraLite® Plus 750 Labelling kit (KFA004) following manufacturers’ instructions. Indirect detection was achieved via tissue incubation (30 min, R.T) in primary Ab species-specific secondary Donkey IgG’s conjugated to either AF647 or AF750 dye. Fluorescently tagged secondaries (2’Ab) donkey anti-goat IgG-AF750 (H&L) (ab175745, Abcam) and donkey anti-rabbit IgG-AF647 (Thermofisher, A32795,) were used in conjunction with purified primary antibodies anti-MMR/CD206 Polyclonal (R&D Systems, AF2535) and anti-Cytokeratin 14 clone EPR17350 (Abcam, ab181595), respectively. The full antibody list for the 16-marker panel we used, along with information on dilution used and staining round composition is shown in detail in Table S6D. The next day, slides were once again incubated with Hoechst33342 staining for 5 minutes, washed and then mounted onto ClickWell Assembly cassettes (Leica Microsystems) in 50% glycerol:TBS (vol:vol) imaging solution. Slides were imaged on the CellDIVE platform, using up to four channels plus counterstain with auto fluorescence removal, corrections and stitching, after which the dye inactivation/antibody staining cycling process was reinitiated. For staining rounds 2-6 bleaching was for 45min. Imaging rounds were conducted over a period of 9 days with an intermediate pause of four months for the late PXS-5505 treatment experiment and 13 days for the early PXS-5505 treatment experiment. Slides were stored for long term at 4C for future experiments.

### Quantification and statistical analysis

#### Immunohistochemistry quantification, Haralick feature computation

For standard immunohistochemistry and H&E. tissue sections were scanned with Hamamatsu NanoZoomer S210 Slide-Scanner and the scans analyzed using Definiens® software (Definiens AG, Germany) and QuPath.^42^ QuPath was used to quantify, FN1, VCAN, COL1A1, M3C and LOXL2 immunohistochemistry staining. Difference of Gaussian (DoG) superpixel classification was used to discriminate between adipose and non-adipose tissue. All staining presented were quantified with positive area thresholders. For FN1, VCAN, COL1A1 and M3C staining, a detection area was created out of the positive pixels detected by the thresholder. The Haralick features were computed in the detection area. Results displayed are measurements of non-adipose tissue. As IHC staining of the different mouse experiments occurred on different days, FN1 and M3C staining displayed noticeable batch effect, with the intensity of one or two experiments out of three clearly different from the others. We therefore normalized the Haralick features (computed based on pixel intensity) using the ratio of the medians of the control groups, using the first experiment as the reference.

PCNA-DAB–stained tumour sections were scanned with a Hamamatsu NanoZoomer S210 and quantified in HALO® AI image analysis platform (v3.6.4134), using a custom Multiplex IHC module algorithm. Deconvolution was achieved by colorimetric sampling & thresholding, whilst cell segmentation and tumour classification were optimised through manual sampling and training of the “Nuclei Seg BF v1.0.0 and “DenseNet V2” mask classifiers respectively, with 0.5 and 0.15 entropy endpoints and visual QC. Cytoplasmic segmentation consisted of a 2.5μm radius expansion rule but was not required for positivity mark-up.

#### ECM structure quantification using TWOMBLI

ECM structure was analyzed using TWOMBLI^20^ a plugin for FIJI (www.imagej.net). Representative images of whole slide image sections that were stained with Masson’s trichrome, COL1A1, FN1 and VCAN were extracted under x20 magnification as .tiffs and underwent a color deconvolution step before analysis by TWOMBLI, using the Color deconvolution plugin in FIJI. For Masson’s Trichrome, color deconvolution using the H PAS vector in FIJI, allowed for the isolation of blue collagen from the image, whereas for the remaining stainings, H DAB vector was used to isolate the brown staining that corresponded to Col1A1, FN1 or VCAN. The parameters used for all different stainings for both mouse and human samples are shown in Table S6B. Branch points and endpoints were normalized by dividing by total length; the average fiber thickness was calculated by multiplying high-density matrix with image area and dividing by the total fiber length.

#### Multiplex immunofluorescence image acquisition and quantification

Up to 5-plex immunofluorescent Images were acquired with the Cell DIVE ™ (Leica Microsystems) MxIF platform at 20X. Fully stitched Cell DIVE images were imported, fused, segmented and analyzed using the HALO® (indica Labs) v4.0 software. Tissues were classified to segregate adipose, immune aggregates and “tumor” area (non-adipose, excluding immune aggregates). These classifications were masked as annotations and within each along with within the whole tissue, all markers were quantified with HighPlex FL and Area Quantification FL algorithms. This allowed the identification of phenotypes: cytotoxic T cells (CD8^+^), CD4^+^ cells, B cells (B220+), FoxP3+ cells, TAMs (CD206+ and/or F4/80+ and/or CD163+ and aSMA-), CAFs (aSMA+ and or S100A4+ and CK14- and CK19- and F4/80-). In addition, to quantify the density and distribution of the different cell types regarding the Tumor area, Infiltration Analysis was run for all phenotypes with the whole tissue as Tissue Annotation Layer and using the Tumor annotation as the Interface layer, with a 500um range and 25 bands.

#### Statistical analysis

GraphPad Prim 10 and R v4.1 were used for statistical analyses. Two-sided non-parametric t-test (Mann-Whitney) or unpaired t-test were used to assess differences between conditions. When more than two groups were compared, we used non-parametric one-way ANOVA (Kruskall-Wallis). For the assessment of the effect of two factors (for the spatial analysis) we used a two-way ANOVA. Statistical tests used, n numbers and p values are displayed in the appropriate figures and figure legends. P values < 0.05 were considered statistically significant, with asterisks denoting the level of significance: ∗*p* <= 0.05, ∗∗*p* <= 0.01, ∗∗∗*p* <= 0.001, ∗∗∗∗*p* <= 0.0001.

## References

[1] Closset L., Gultekin O., Salehi S., Sarhan D., Lehti K., Gonzalez-Molina J. (2023). The extracellular matrix - immune microenvironment crosstalk in cancer therapy: Challenges and opportunities. Matrix Biol..

[2] Winkler J., Abisoye-Ogunniyan A., Metcalf K.J., Werb Z. (2020). Concepts of extracellular matrix remodelling in tumour progression and metastasis. Nat. Commun..

[3] Gonzalez-Molina J., Moyano-Galceran L., Single A., Gultekin O., Alsalhi S., Lehti K. (2022). Chemotherapy as a regulator of extracellular matrix-cell communication: Implications in therapy resistance. Semin. Cancer Biol..

[4] Pietilä E.A., Gonzalez-Molina J., Moyano-Galceran L., Jamalzadeh S., Zhang K., Lehtinen L., Turunen S.P., Martins T.A., Gultekin O., Lamminen T. (2021). Co-evolution of matrisome and adaptive adhesion dynamics drives ovarian cancer chemoresistance. Nat. Commun..

[5] Pearce O.M.T., Delaine-Smith R.M., Maniati E., Nichols S., Wang J., Böhm S., Rajeeve V., Ullah D., Chakravarty P., Jones R.R. (2018). Deconstruction of a Metastatic Tumor Microenvironment Reveals a Common Matrix Response in Human Cancers. Cancer Discov..

[6] Webb P.M., Jordan S.J. (2024). Global epidemiology of epithelial ovarian cancer. Nat. Rev. Clin. Oncol..

[7] Mahmood R.D., Morgan R.D., Edmondson R.J., Clamp A.R., Jayson G.C. (2020). First-Line Management of Advanced High-Grade Serous Ovarian Cancer. Curr. Oncol. Rep..

[8] Bohm S., Montfort A., Pearce O.M., Topping J., Chakravarty P., Everitt G.L., Clear A., McDermott J.R., Ennis D., Dowe T. (2016). Neoadjuvant Chemotherapy Modulates the Immune Microenvironment in Metastases of Tubo-Ovarian High-Grade Serous Carcinoma. Clin. Cancer Res..

[9] Berlato C., Khan M.N., Schioppa T., Thompson R., Maniati E., Montfort A., Jangani M., Canosa M., Kulbe H., Hagemann U.B. (2017). A CCR4 antagonist reverses the tumor-promoting microenvironment of renal cancer. J. Clin. Investig..

[10] Heath O., Berlato C., Maniati E., Lakhani A., Pegrum C., Kotantaki P., Elorbany S., Böhm S., Barry S.T., Annibaldi A. (2021). Chemotherapy induces tumor-associated macrophages that aid adaptive immune responses in ovarian cancer. Cancer Immunol. Res..

[11] Elorbany S., Berlato C., Carnevalli L.S., Maniati E., Barry S.T., Wang J., Manchanda R., Kzhyshkowska J., Balkwill F. (2024). Immunotherapy that improves response to chemotherapy in high-grade serous ovarian cancer. Nat. Commun..

[12] Galluzzi L., Humeau J., Buqué A., Zitvogel L., Kroemer G. (2020). Immunostimulation with chemotherapy in the era of immune checkpoint inhibitors. Nat. Rev. Clin. Oncol..

[13] Maniati E., Berlato C., Gopinathan G., Heath O., Kotantaki P., Lakhani A., McDermott J., Pegrum C., Delaine-Smith R.M., Pearce O.M.T. (2020). Mouse Ovarian Cancer Models Recapitulate the Human Tumor Microenvironment and Patient Response to Treatment. Cell Rep..

[14] Bagaev A., Kotlov N., Nomie K., Svekolkin V., Gafurov A., Isaeva O., Osokin N., Kozlov I., Frenkel F., Gancharova O. (2021). Conserved pan-cancer microenvironment subtypes predict response to immunotherapy. Cancer Cell.

[15] Adzibolosu N., Alvero A.B., Ali-Fehmi R., Gogoi R., Corey L., Tedja R., Chehade H., Gogoi V., Morris R., Anderson M. (2023). Immunological modifications following chemotherapy are associated with delayed recurrence of ovarian cancer. Front. Immunol..

[16] Wouters M.C.A., Nelson B.H. (2018). Prognostic Significance of Tumor-Infiltrating B Cells and Plasma Cells in Human Cancer. Clin. Cancer Res..

[17] Nielsen J.S., Sahota R.A., Milne K., Kost S.E., Nesslinger N.J., Watson P.H., Nelson B.H. (2012). CD20+ tumor-infiltrating lymphocytes have an atypical CD27- memory phenotype and together with CD8+ T cells promote favorable prognosis in ovarian cancer. Clin. Cancer Res..

[18] Milne K., Köbel M., Kalloger S.E., Barnes R.O., Gao D., Gilks C.B., Watson P.H., Nelson B.H. (2009). Systematic analysis of immune infiltrates in high-grade serous ovarian cancer reveals CD20, FoxP3 and TIA-1 as positive prognostic factors. PLoS One.

[19] Santoiemma P.P., Reyes C., Wang L.P., McLane M.W., Feldman M.D., Tanyi J.L., Powell D.J. (2016). Systematic evaluation of multiple immune markers reveals prognostic factors in ovarian cancer. Gynecol. Oncol..

[20] Wershof E., Park D., Barry D.J., Jenkins R.P., Rullan A., Wilkins A., Schlegelmilch K., Roxanis I., Anderson K.I., Bates P.A., Sahai E. (2021). A FIJI macro for quantifying pattern in extracellular matrix. Life Sci. Alliance.

[21] Devlin M.J., Miller R., Laforets F., Kotantaki P., Garsed D.W., Kristeleit R., Bowtell D.D., McDermott J., Maniati E., Balkwill F.R. (2022). The Tumor Microenvironment of Clear-Cell Ovarian Cancer. Cancer Immunol. Res..

[22] Chitty J.L., Setargew Y.F.I., Cox T.R. (2019). Targeting the lysyl oxidases in tumour desmoplasia. Biochem. Soc. Trans..

[23] Johnston K.A., Lopez K.M. (2018). Lysyl oxidase in cancer inhibition and metastasis. Cancer Lett..

[24] Maller O., Drain A.P., Barrett A.S., Borgquist S., Ruffell B., Zakharevich I., Pham T.T., Gruosso T., Kuasne H., Lakins J.N. (2021). Tumour-associated macrophages drive stromal cell-dependent collagen crosslinking and stiffening to promote breast cancer aggression. Nat. Mater..

[25] Patch A.M., Christie E.L., Etemadmoghadam D., Garsed D.W., George J., Fereday S., Nones K., Cowin P., Alsop K., Bailey P.J. (2015). Whole-genome characterization of chemoresistant ovarian cancer. Nature.

[26] Chitty J.L., Yam M., Perryman L., Parker A.L., Skhinas J.N., Setargew Y.F.I., Mok E.T.Y., Tran E., Grant R.D., Latham S.L. (2023). A first-in-class pan-lysyl oxidase inhibitor impairs stromal remodeling and enhances gemcitabine response and survival in pancreatic cancer. Nat. Cancer.

[27] Mierke C.T. (2021). Viscoelasticity Acts as a Marker for Tumor Extracellular Matrix Characteristics. Front. Cell Dev. Biol..

[28] Chirivì M., Maiullari F., Milan M., Presutti D., Cordiglieri C., Crosti M., Sarnicola M.L., Soluri A., Volpi M., Święszkowski W. (2021). Tumor Extracellular Matrix Stiffness Promptly Modulates the Phenotype and Gene Expression of Infiltrating T Lymphocytes. Int. J. Mol. Sci..

[29] Du H., Bartleson J.M., Butenko S., Alonso V., Liu W.F., Winer D.A., Butte M.J. (2023). Tuning immunity through tissue mechanotransduction. Nat. Rev. Immunol..

[30] Burchard P.R., Ruffolo L.I., Ullman N.A., Dale B.S., Dave Y.A., Hilty B.K., Ye J., Georger M., Jewell R., Miller C. (2024). Pan-lysyl oxidase inhibition disrupts fibroinflammatory tumor stroma, rendering cholangiocarcinoma susceptible to chemotherapy. Hepatol. Commun..

[31] Nicolas-Boluda A., Vaquero J., Vimeux L., Guilbert T., Barrin S., Kantari-Mimoun C., Ponzo M., Renault G., Deptula P., Pogoda K. (2021). Tumor stiffening reversion through collagen crosslinking inhibition improves T cell migration and anti-PD-1 treatment. eLife.

[32] Kagan H.M., Sullivan K.A., Olsson T.A., Cronlund A.L. (1979). Purification and properties of four species of lysyl oxidase from bovine aorta. Biochem. J..

[33] Palamakumbura A.H., Trackman P.C. (2002). A fluorometric assay for detection of lysyl oxidase enzyme activity in biological samples. Anal. Biochem..

[34] Dobin A., Gingeras T.R. (2015). Mapping RNA-seq Reads with STAR. Curr. Protoc. Bioinformatics.

[35] Li B., Dewey C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinf..

[36] Ritchie M.E., Phipson B., Wu D., Hu Y., Law C.W., Shi W., Smyth G.K. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[37] Hanzelmann S., Castelo R., Guinney J. (2013). GSVA: gene set variation analysis for microarray and RNA-seq data. BMC Bioinf..

[38] Delaine-Smith R.M., Burney S., Balkwill F.R., Knight M.M. (2016). Experimental validation of a flat punch indentation methodology calibrated against unconfined compression tests for determination of soft tissue biomechanics. J. Mech. Behav. Biomed. Mater..

[39] Oliver W.C., Pharr G.M. (1992). An improved technique for determining hardness and elastic modulus using load and displacement sensing indentation experiments. J. Mater. Res..

[40] Lin J.R., Izar B., Wang S., Yapp C., Mei S., Shah P.M., Santagata S., Sorger P.K. (2018). Highly multiplexed immunofluorescence imaging of human tissues and tumors using t-CyCIF and conventional optical microscopes. eLife.

[41] Gerdes M.J., Sevinsky C.J., Sood A., Adak S., Bello M.O., Bordwell A., Can A., Corwin A., Dinn S., Filkins R.J. (2013). Highly multiplexed single-cell analysis of formalin-fixed, paraffin-embedded cancer tissue. Proc. Natl. Acad. Sci. USA.

[42] Bankhead P., Loughrey M.B., Fernández J.A., Dombrowski Y., McArt D.G., Dunne P.D., McQuaid S., Gray R.T., Murray L.J., Coleman H.G. (2017). QuPath: Open source software for digital pathology image analysis. Sci. Rep..

# Supplementary material for: Matrix structure and microenvironment dynamics correlate with chemotherapy response in ovarian cancer
**Source:** iScience. 2026 Feb 9;29(3):114858. doi: 10.1016/j.isci.2026.114858
**Supplement:** Document S1. Figures S1–S6

## **Supplemental information**

### **Matrix structure and microenvironment dynamics correlate with chemotherapy response in ovarian cancer**

**Florian Laforêts, Panoraia Kotantaki, Samar Elorbany, Joseph Hartlebury, Joash D. Joy, Beatrice Malacrida, Rachel C. Bryan-Ravenscroft, Chiara Berlato, Erica Di Federico, John F. Marshall, Ranjit Manchanda, Wolfgang Jarolimek, Lara Perryman, Eleni Maniati, and Frances R. Balkwill**

A

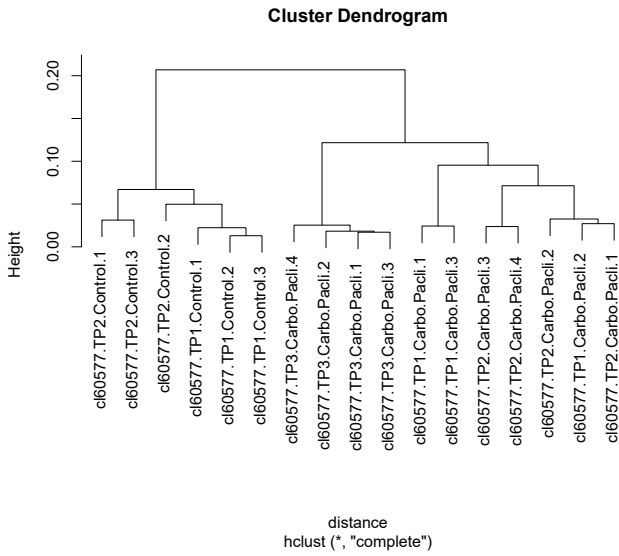

B

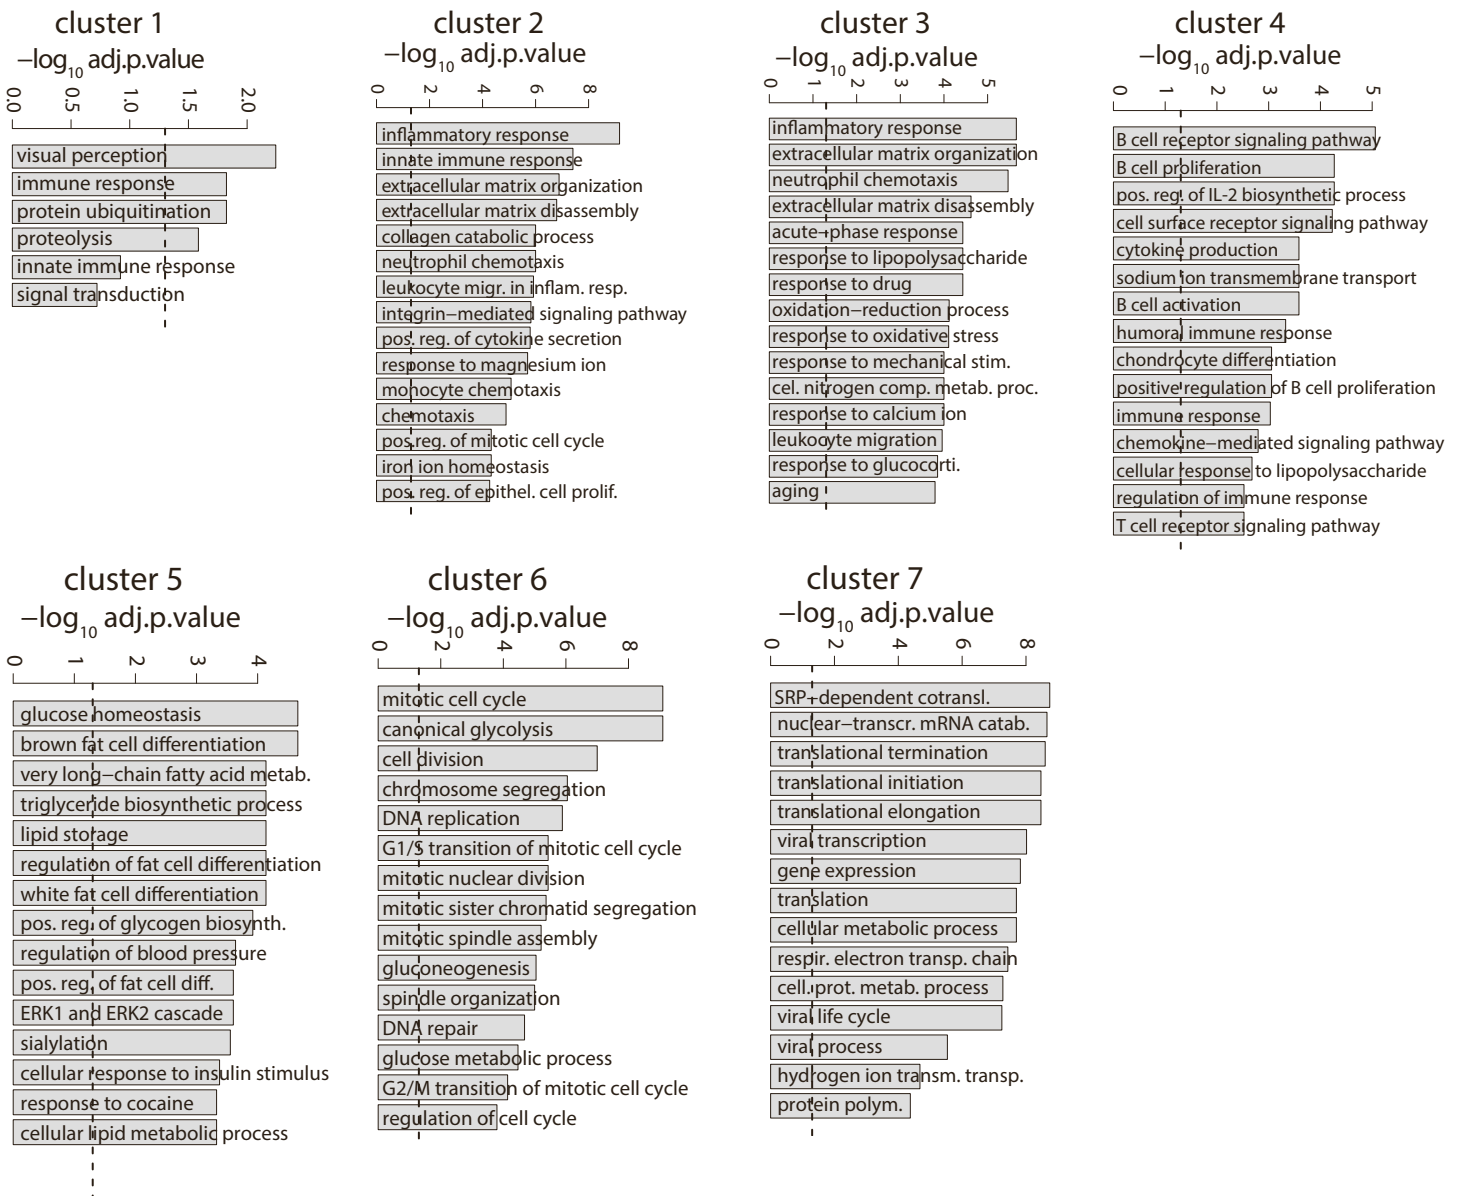

**Figure S1 related to Figure 1: Supplemental bulk RNA seq data for 60577. A.**

Hierarchical cluster analysis based on Pearson's correlation matrix of all genes in 60577 tumors and the complete clustering method. **B.** Barplots illustrating the top

significantly enriched Gene Ontology Biological Processes of the genes in the clusters 1 to 7 (broken line indicates  $\text{adjp} = 0.05$ )

Figure S2

A

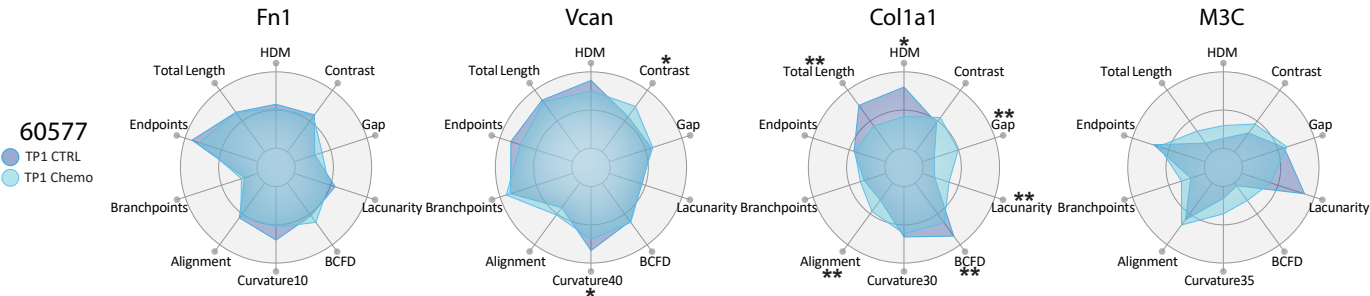

B

PFS post only

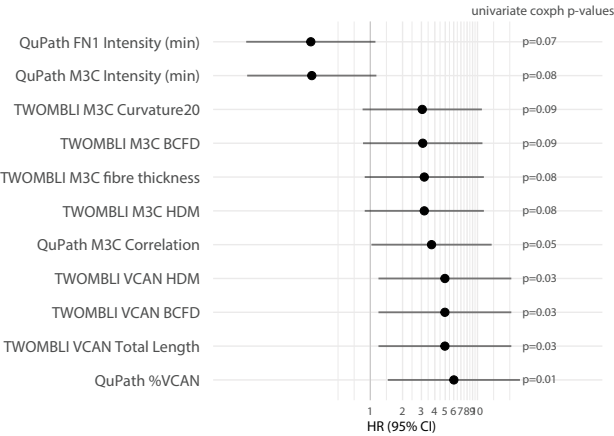

**Figure S2 related to Figure 2: Effect of chemotherapy on ECM structure at TP1 in 60577 and correlation of PFS with ECM structure in human**

**A.** Matrix patterns for FN1, VCAN, COL1A1 and Masson's Trichrome (M3C) for 60577 TP1, as they were assessed by TWOMBLI and Haralick feature analysis and visualized in the radar plots. The same selection of TWOMBLI and Haralick metrics as used for TP2 is depicted. dark and light blue show the ECM pattern for control and treated TP1 tumors, respectively. \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , Mann-Whitney test. **B.** Univariate Cox Proportional Hazards Regression Analysis on progression-free survival using TWOMBLI and QuPath image analysis IHC metrics on post NACT samples to split patient groups (human). High and low groups were determined by median values  $n_{\text{high}} = 7$ ,  $n_{\text{low}} = 8$ . Hazard ratios greater than zero denote increased risk in high group; Hazard ratios lower than zero denote lower risk in high group.

Figure S3

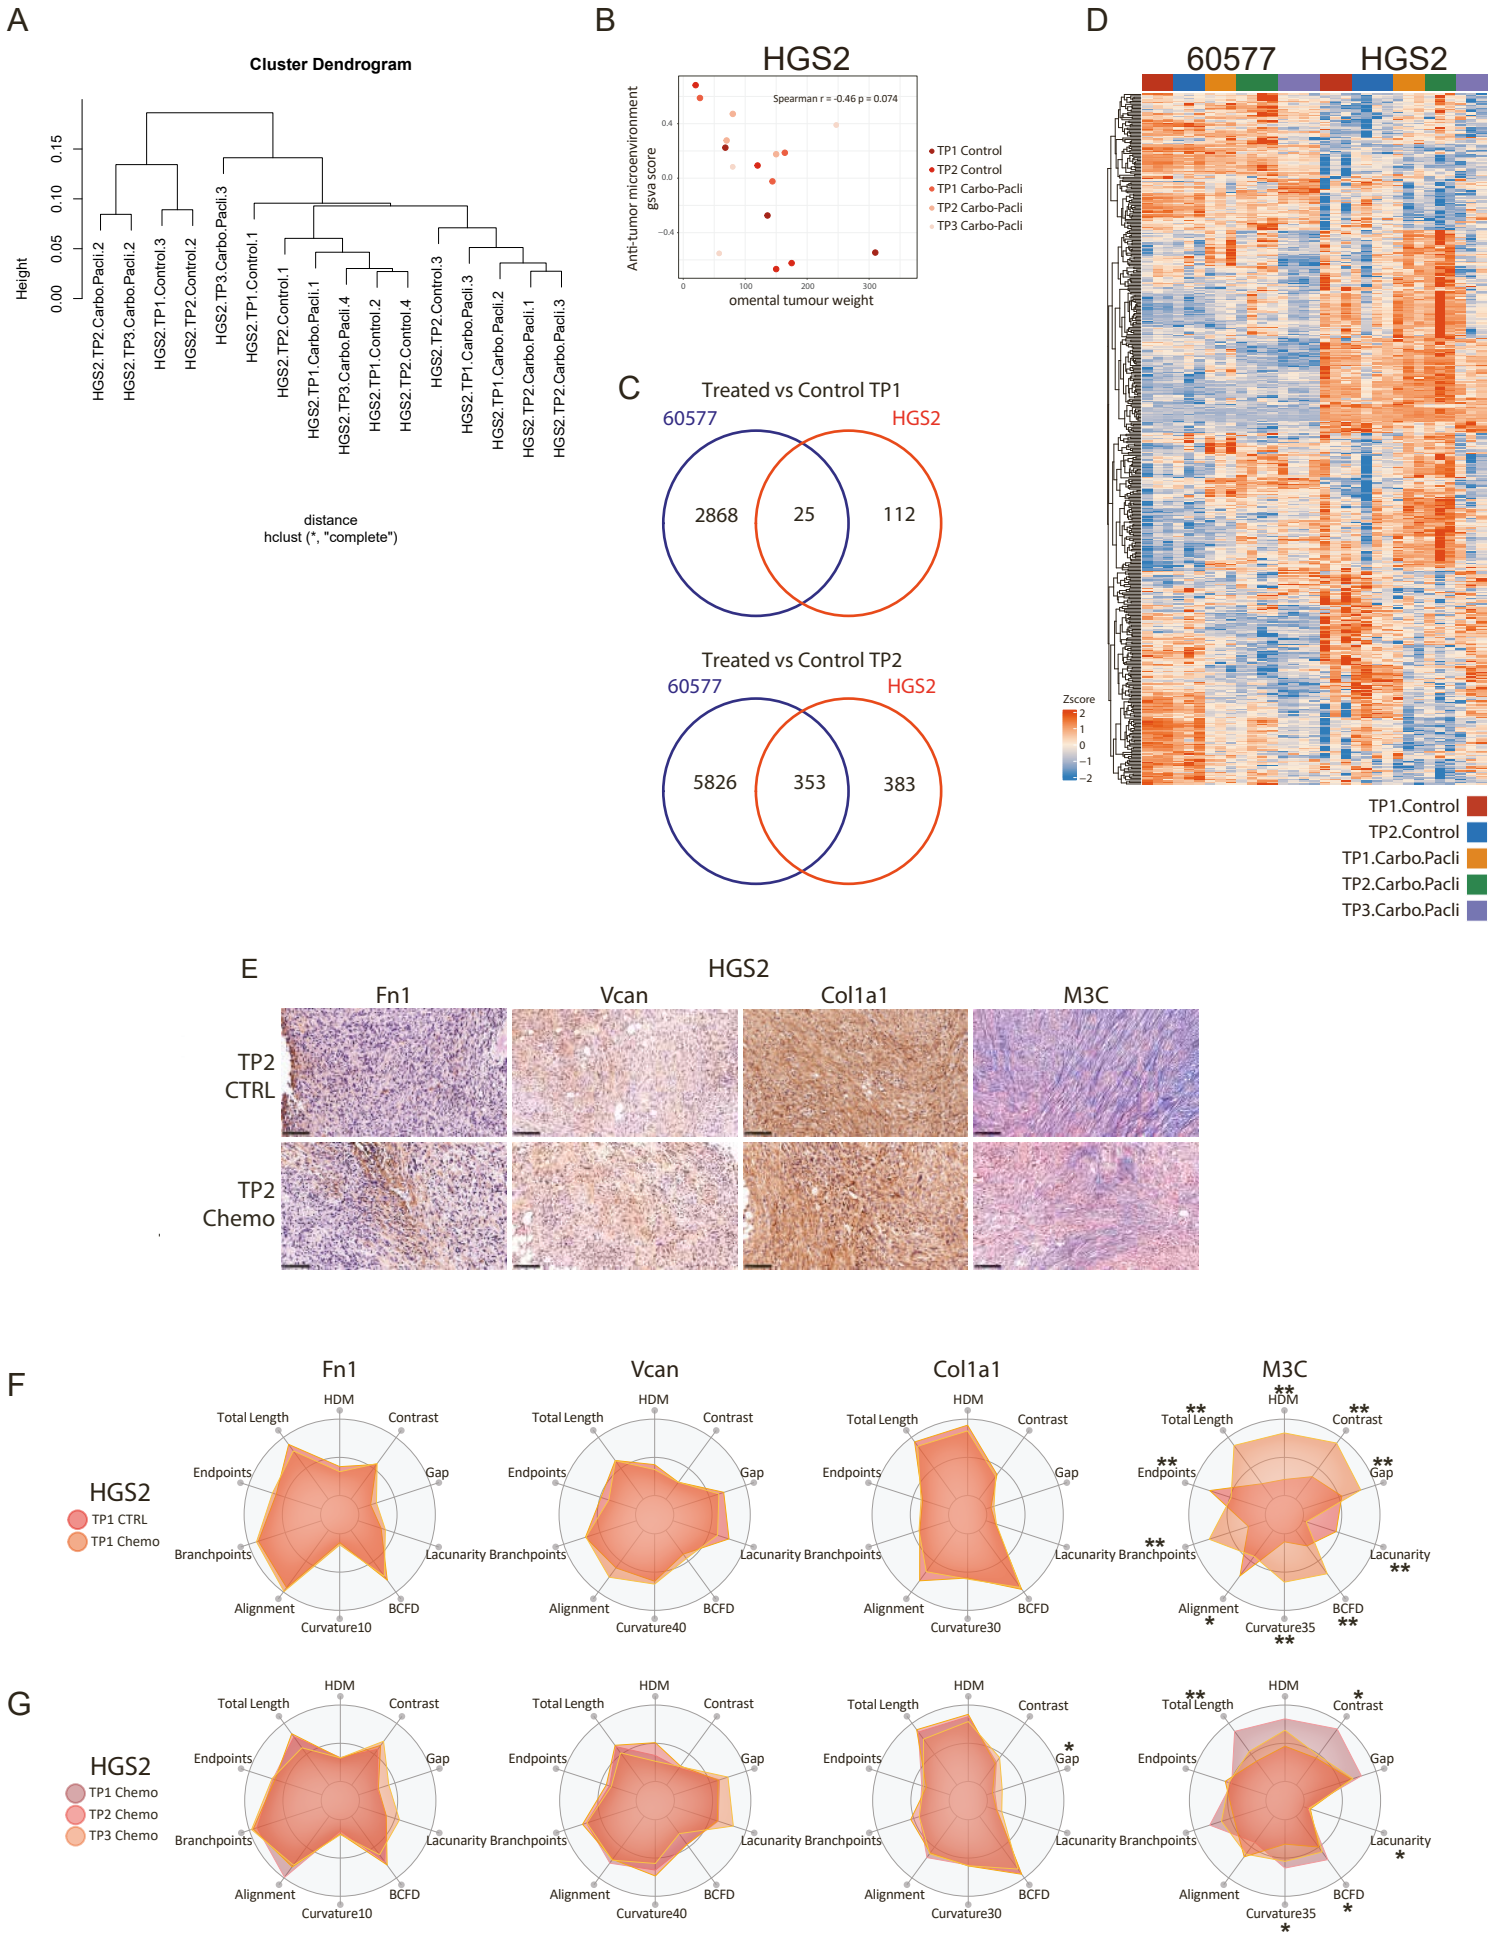

**Figure S3 related to Figure 3: Effect of chemotherapy on the transcriptome and ECM in HGS2**

**A.** Hierarchical cluster analysis based on Pearson's correlation matrix of all genes in HGS2 tumors and the complete clustering method. **B.** Correlation scatter plot of the anti-tumor microenvironment scores with omental tumor weights in 60577. Each dot represents an individual mouse tumor. Points that correspond to different experimental groups are illustrated in different colors. **C.** Venn diagrams illustrating overlap of differentially expressed genes (unadjusted  $p \leq 0.01$ ) in treated versus control at TP1 and TP2 for 60577 and HGS2. **D.** Heatmap of HGS2 unique genes in treated versus control at TP1 and/or TP2. **E.** Representative images of immunohistochemistry for fibronectin (FN1), versican (VCAN), Collagen 1A1 (COL1A1) immunohistochemistry and Masson's Trichrome (M3C) histochemistry of HGS2 tumors taken at TP2. Scale bars, 100 $\mu$ m. **F.** ECM patterns for FN1, VCAN, COL1A1 and Masson's Trichrome (M3C) for HGS2 tumors at TP1, as they were assessed by TWOMBLI and Haralick feature analysis and visualized as radar plots. A selection of TWOMBLI metrics along with Haralick contrast is depicted. The average of structural and textural metrics was calculated and the minimum and maximum range for each metric was computed across all categories. Values were normalized and scaled to the maximum range. Red and orange show the ECM pattern for control and treated TP1 tumors, respectively. **G.** ECM patterns for treated TP1, TP2 and TP3 tumors in Red, salmon and orange, respectively. HDM: High Density Matrix, Gap: Mean Gap Area, BCFD: Box Counting Fractal Dimension, Curvature10 to 40: Curvature metric assessed at windows of 10 to 40 pixels, Branchpoints: normalized branchpoints, Endpoints: normalized endpoints, Fiber Length: Average Fiber length. \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , Mann-Whitney test.

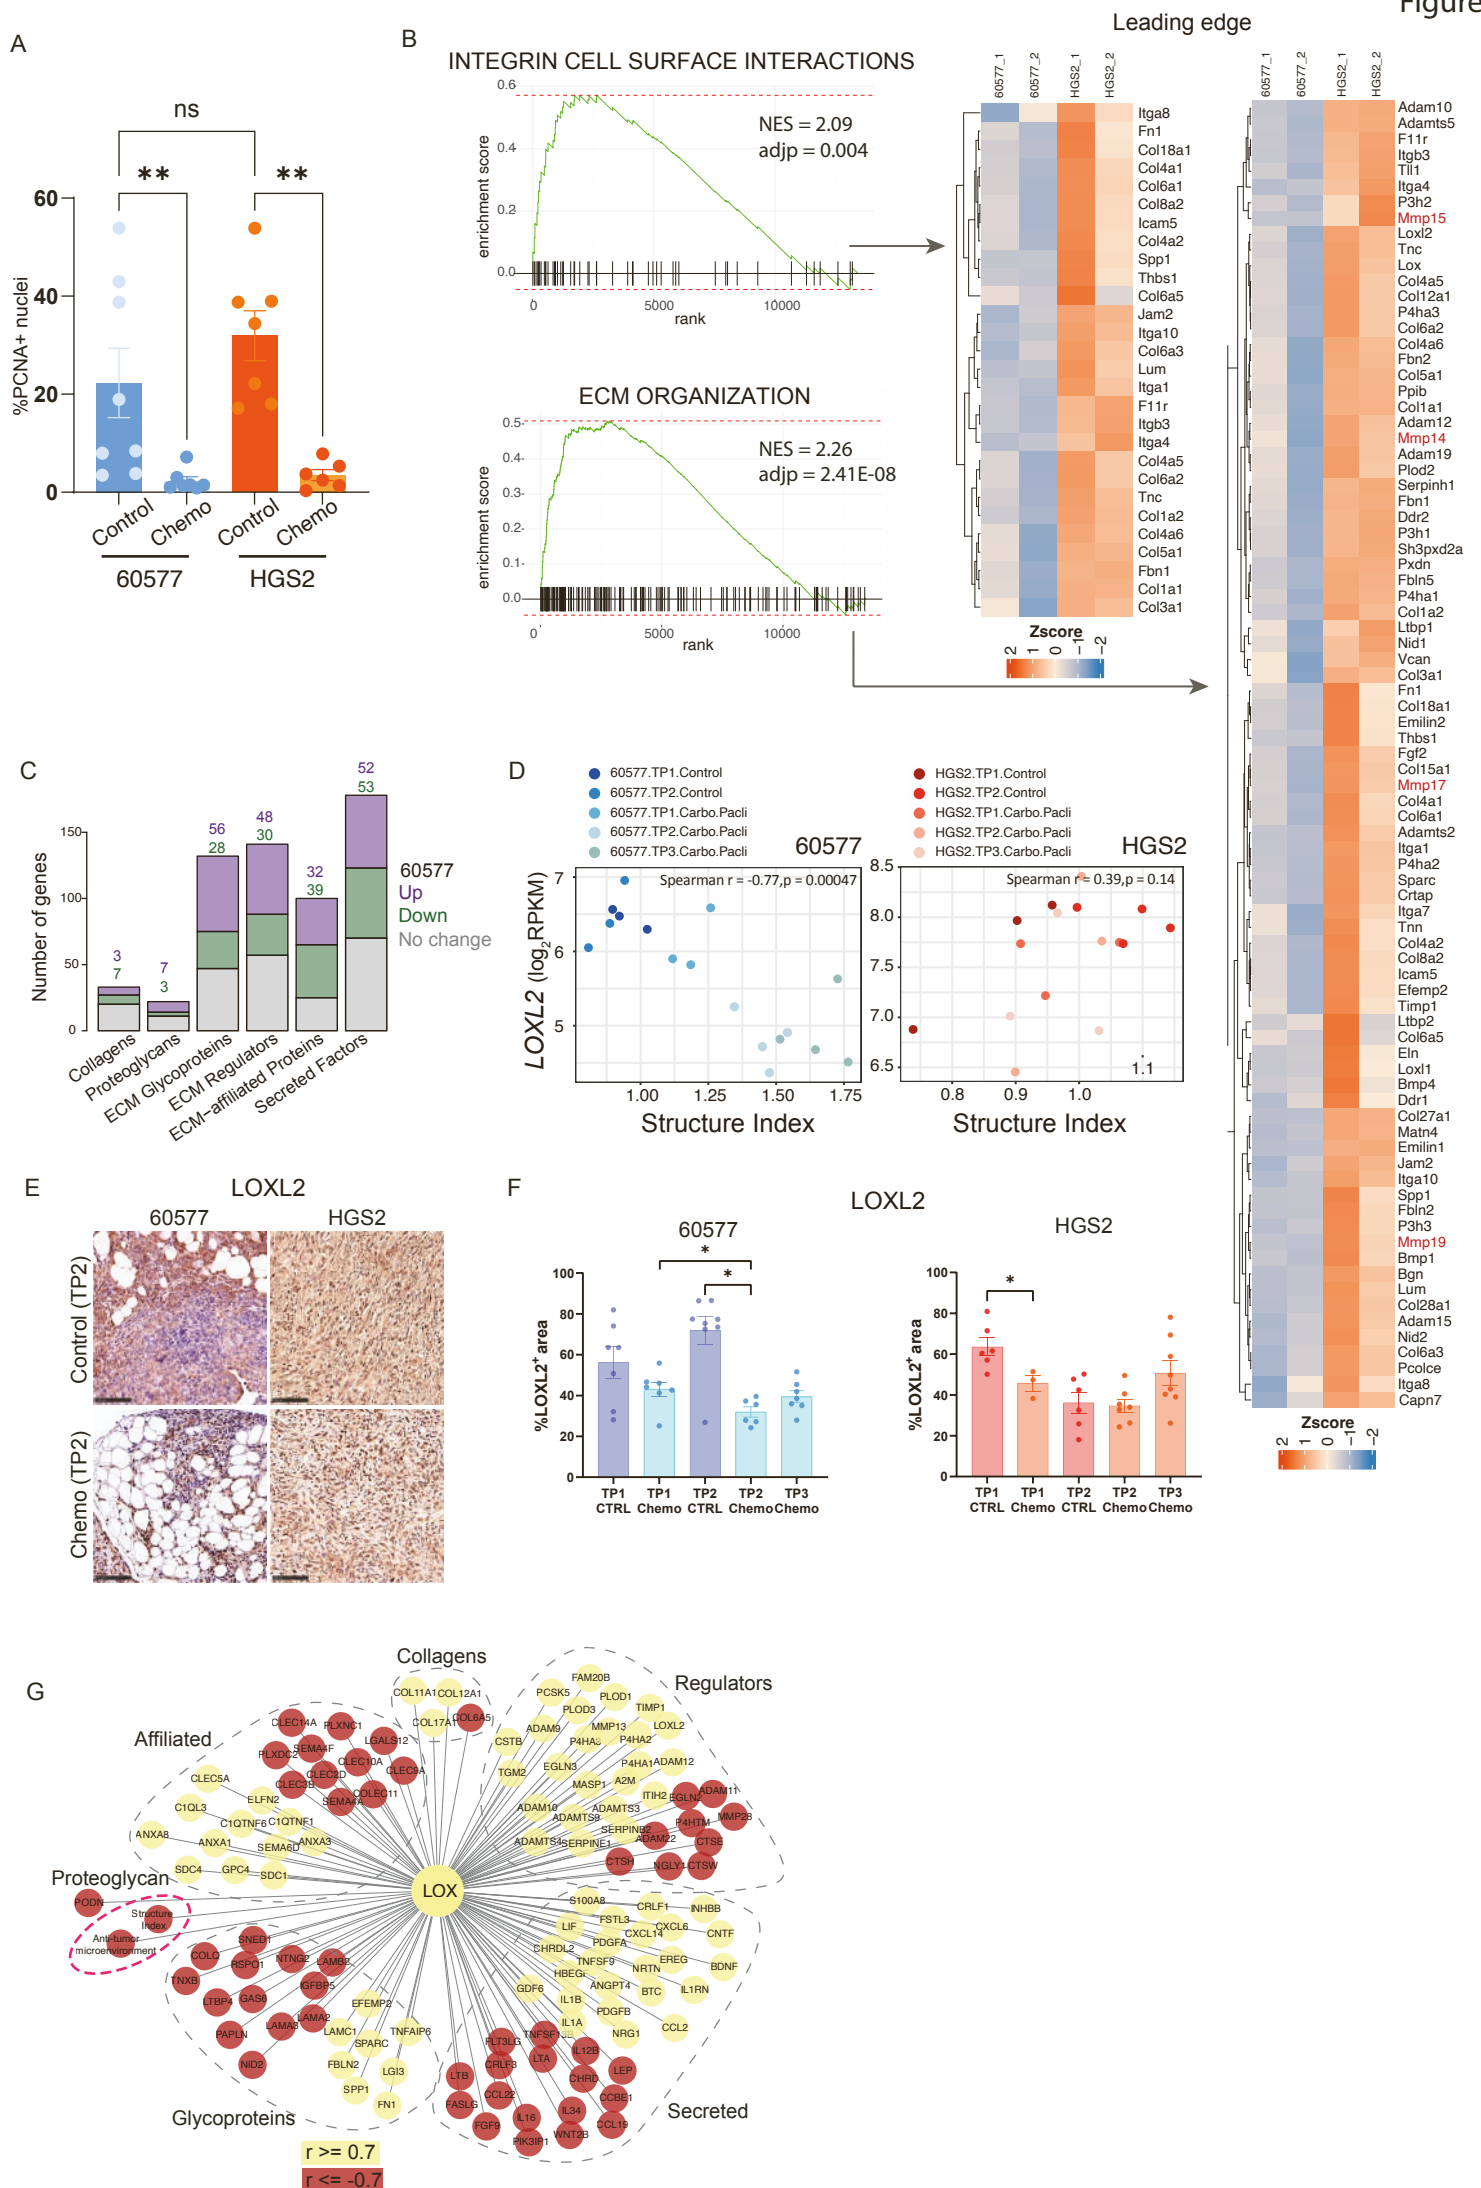

#### Figure S4 related to Figure 4. LOX family expression and correlation network

**A.** Quantification of PCNA+ nuclei on IHC images of PCNA staining in control or chemo treated tumours at TP2. Data are shown as mean  $\pm$  sem,  $**p \leq 0.01$ , Mann-Whitney test. 60577<sub>Control</sub> n=7, 60577<sub>Chemo</sub> n=6, HGS2<sub>Control</sub> n=7, HGS2<sub>Chemo</sub> n=6. **B.** RNASeq was performed on the 60577 and HGS2 cell lines, grown in 2D monocultures. Enrichment plots of GSEA pre-ranked analysis using the ranked t-statistic of HGS2 versus 60577 cell lines illustrate significantly higher enrichment of Reactome integrin cell surface interactions and ECM organization pathways in HGS2 compared to 60577. Heatmaps illustrate normalized expression ( $\log_2$ RPKM) of the leading edge genes from the two enrichment plots are included. **C.** Stacked barplot illustrating the number of matrisome genes per matrisome category that had a positive or negative association with structure index in 60577 but not in HGS2 (Spearman's  $r \geq |0.5|$  and  $p \leq 0.05$ ) **D.** Correlation scatter plots illustrating *Loxl2* correlation with structure index in both mouse models, each dot represents an individual mouse. **E.** Immunohistochemical staining and **F.** Quantification for *LOXL2* in control and chemotherapy treated tumors from 60577 (blue) and HGS2 models (orange). % positive area in the tumor plus stromal area (excluding fat) was quantified in both cases. Data are shown as mean  $\pm$  sem, each dot represents a mouse, p-values correspond to Kruskal-Wallis test and Mann-Whitney for individual time points \*  $p < 0.05$ . A representative image from TP2 is shown from each tumor, scale bar: 100um.

**G.** Correlation network constructed using the matrisome genes with a positive (pearson's  $r \geq 0.7$ ,  $p \leq 0.05$ ) or negative correlation (pearson's  $r \geq 0.7$ ,  $p \leq 0.05$ ) with LOX. Anti-TME score and structure index circled in fuchsia.

Figure S5

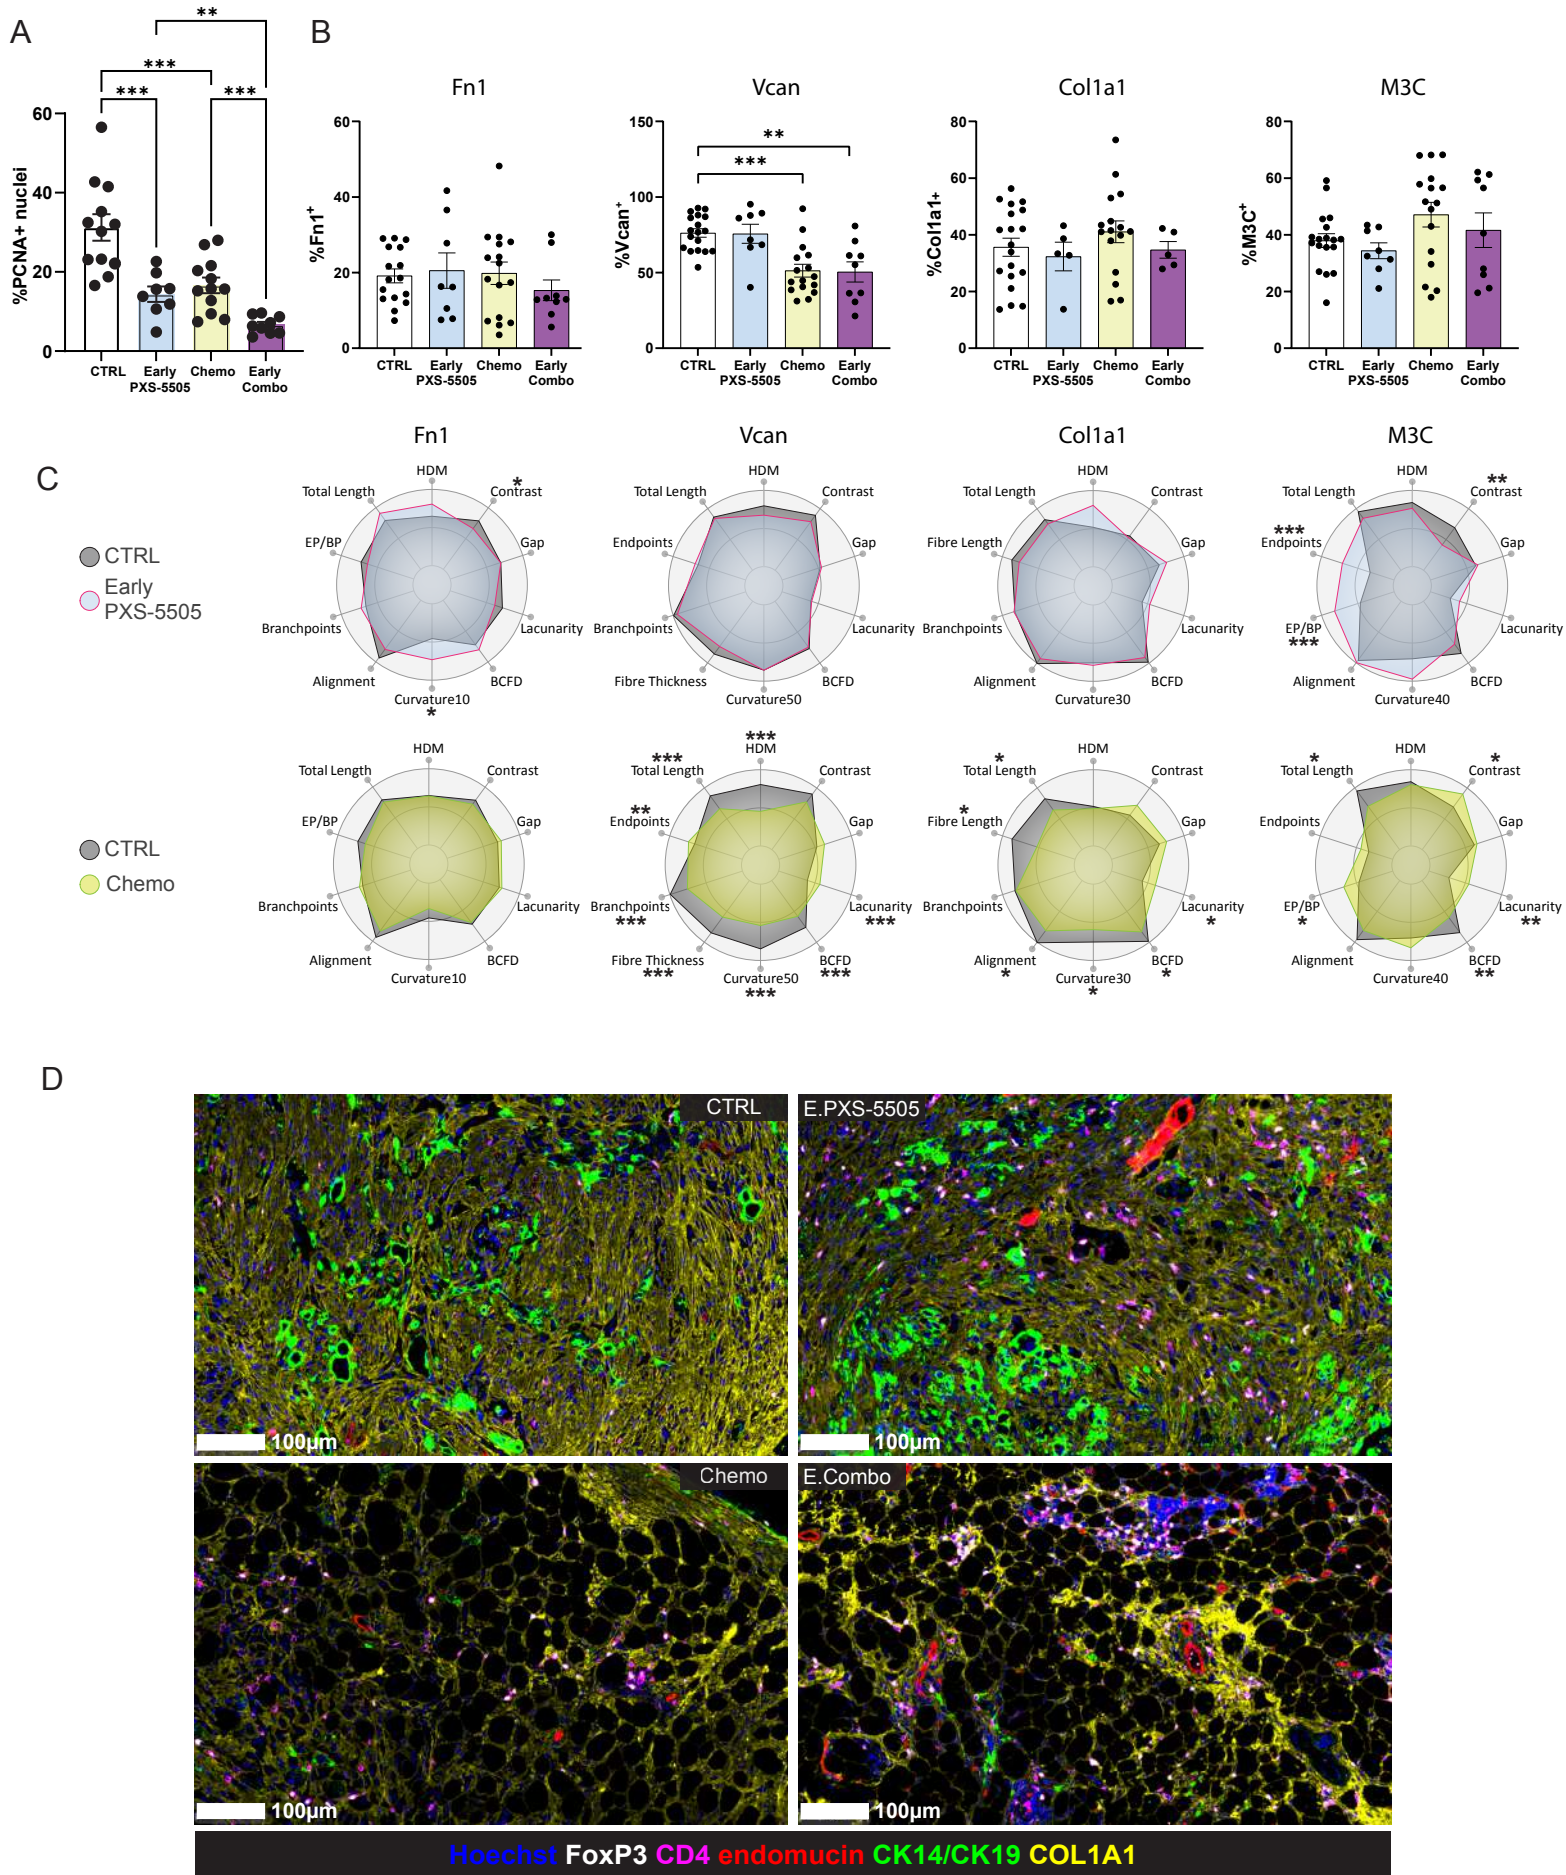

**Figure S5 related to Figure 5. Effect of chemotherapy and prolonged PXS-5505 on ECM structure and TME composition in HGS2**

**A.** Fluorescent immunohistochemistry staining for PCNA in HGS2 TP2 tumors treated with chemo +/- early PXS-5505. Representative images for PCNA staining of control or treated tumours at TP2 along with quantification of PCNA+ nuclei. Data are shown as mean  $\pm$  sem, \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , Mann-Whitney test. Control  $n=12$ , Early PXS-5505  $n=8$ , Chemo  $n=12$ , Early Combo  $n=9$ . **B.** Quantification of % FN1+, VCAN+, COL1A1+ and M3C+ area for HGS2 biopsies treated with early PXS-5505 in the presence or in the absence of chemotherapy.  $p$ -values correspond to two-tailed Mann-Whitney U test. Control  $n=16-18$ , Chemo  $n=16$ , Early PXS-5505  $n=8$ , Early combo  $n=9$ . Each dot represents an individual mouse. Data are shown as mean  $\pm$  sem, \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , Mann-Whitney test. **C.** Structural and textural modifications of ECM induced by early treatment with PXS-5505 and chemotherapy in HGS2 tumors at TP2. Radar plots computed as previously, show selected metrics for FN1, VCAN, COL1A1 and M3C fibers. The scaled average for each group is depicted. Control in grey, early PXS-5505 in light blue, Chemo group in yellow.  $P$ -values correspond to two-tailed Mann-Whitney U test, \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ . Data pooled from two individual experiments are shown, along with controls and chemo treated samples from a third experiment. Control  $n=16-18$ , Chemo  $n=16$ , Early PXS-5505  $n=8$ . **D.** A representative composite image from each treatment group of HGS2 at TP2 is shown with CD4 (fuschia), FoxP3 (white), endomucin (red), cancer cells (CK14/CK19, green) and COL1A1 (yellow). Hoechst 33342 in blue. E.PXS-5505: early PXS-5505, E.Combo: Early Combo. Scale bar is 100 $\mu$ m.

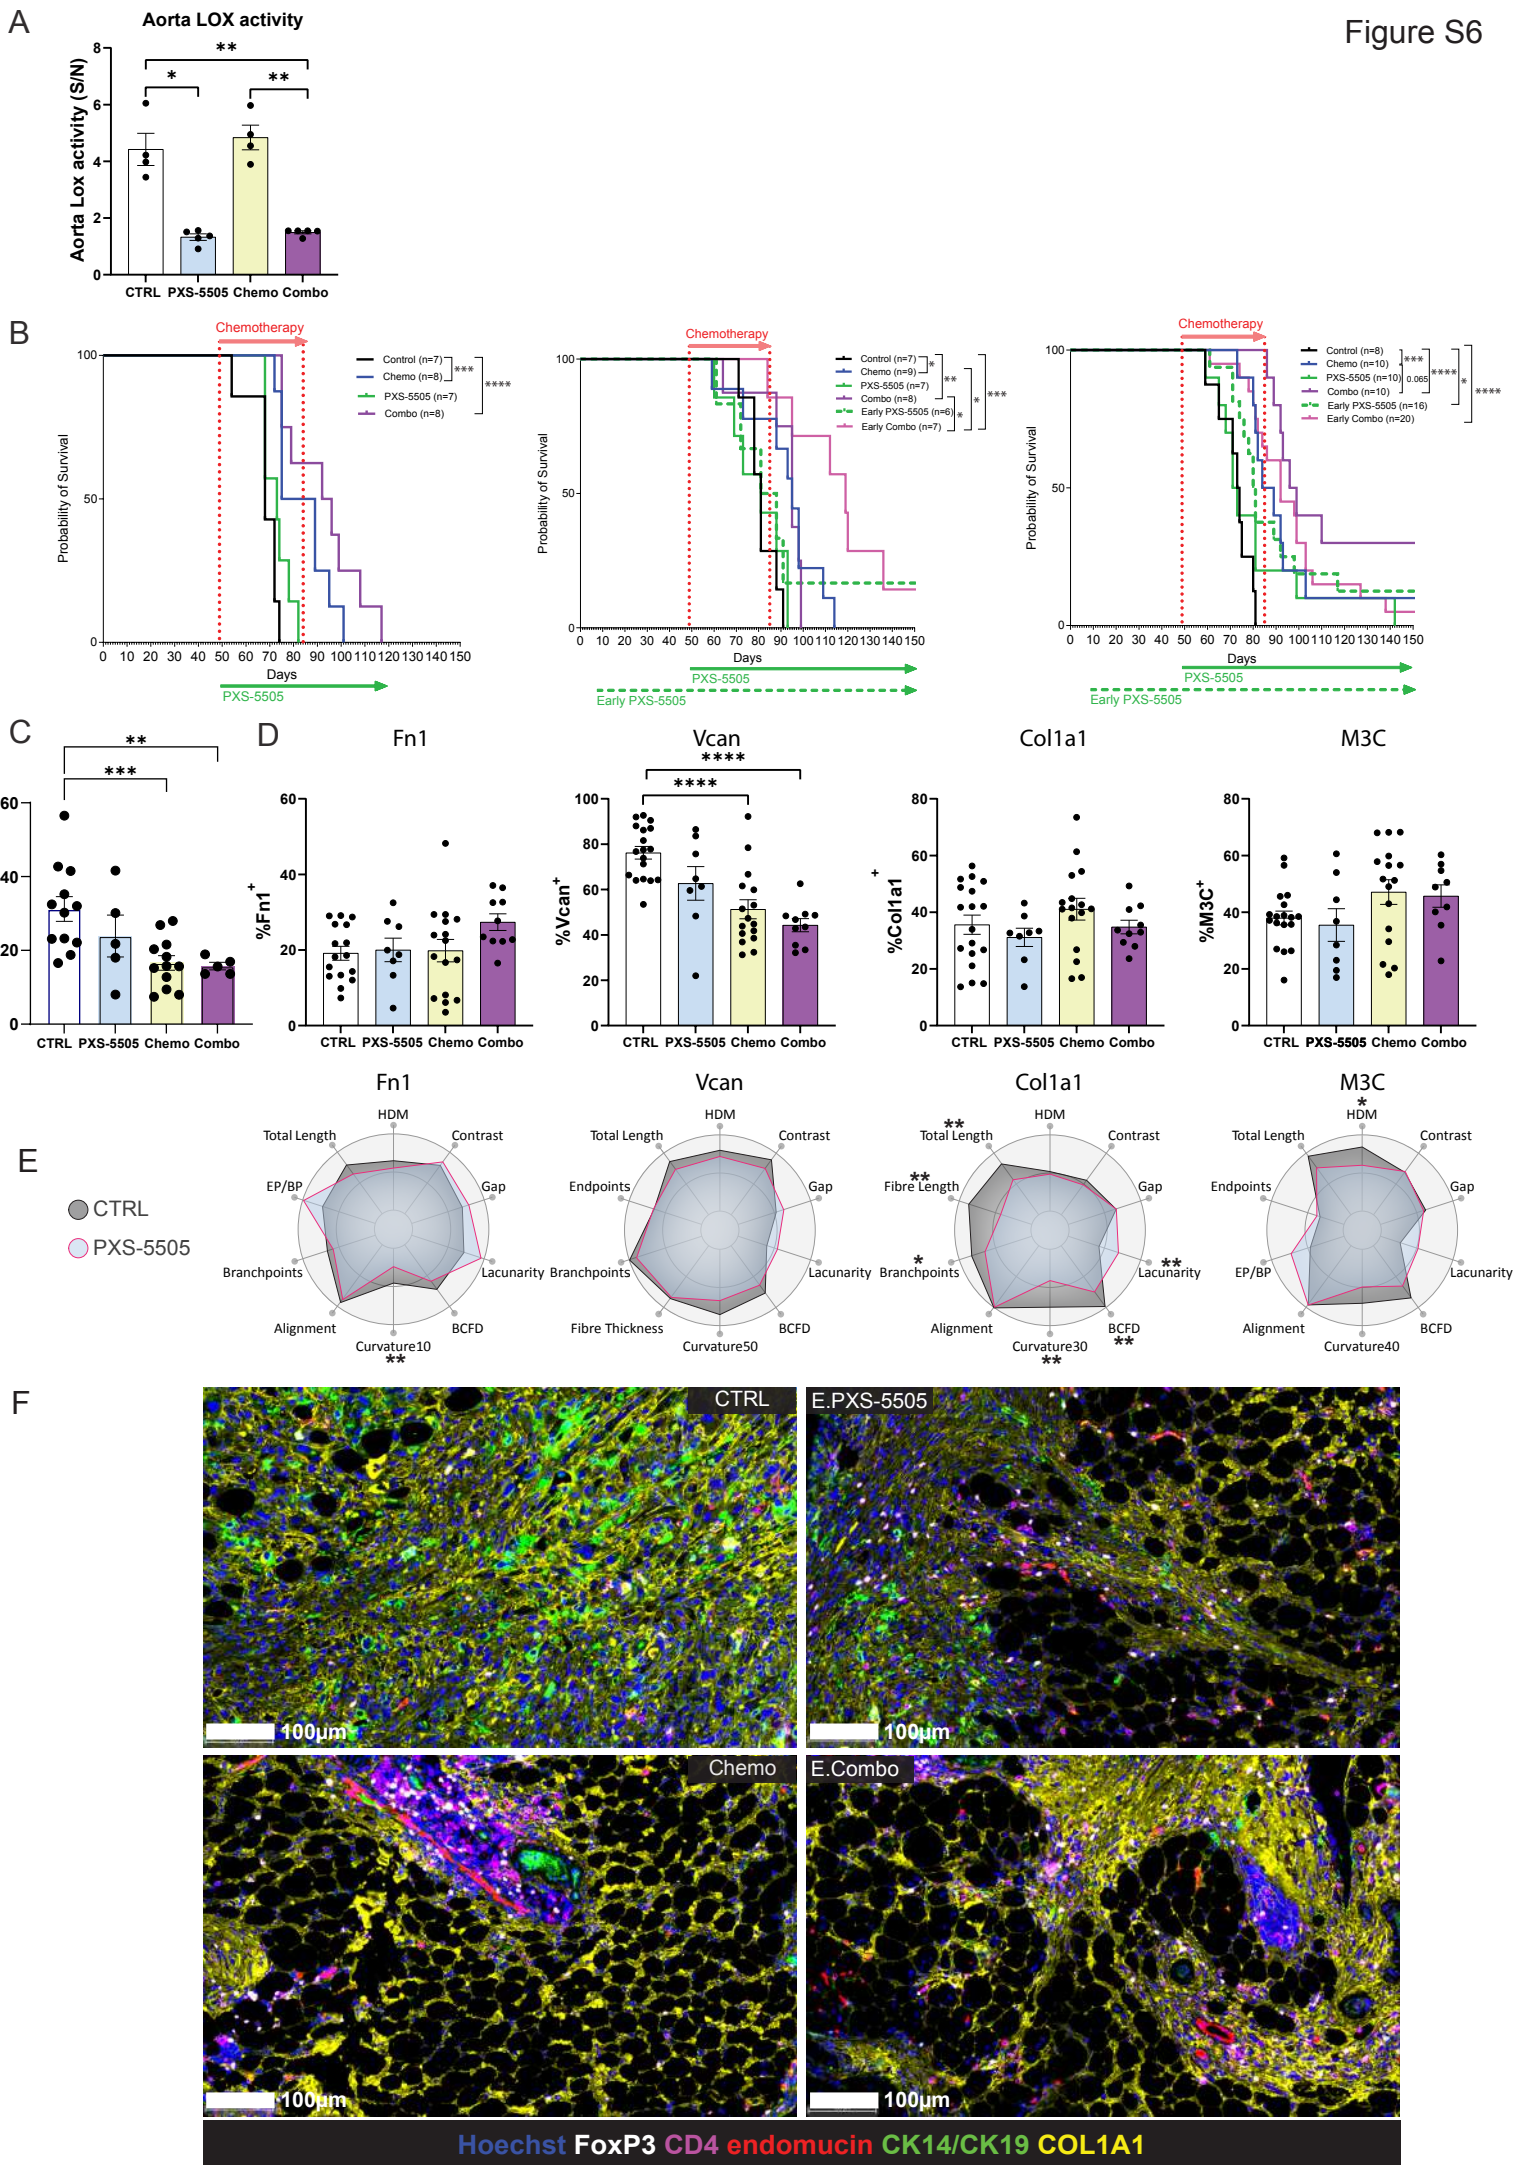

**Figure S6 related to Figure 6. Effect of chemotherapy and concomitant PXS-5505 treatment on ECM structure and TME composition in HGS2**

**A.** Lysyl oxidase family activity measured in snap frozen aortas determined by fluorometric activity assay. Number of mice were for control  $n = 4$ , late PXS-5505  $n=5$ , chemo  $n=4$  and late combo  $n=5$ . Data presented as mean  $\pm$  sem,  $*p \leq 0.05$ ,  $**p \leq 0.01$ . Two-tailed  $p$  value determined by unpaired, nonparametric  $t$ -test with a Mann-Whitney  $U$ -test correction. **B.** Survival curves for the three individual *in vivo* experiments described in Fig 5B and Fig 6B, using early and late treatment with PXS-5505 and six cycles of chemotherapy (carboplatin 20 mg/kg, paclitaxel 10mg/kg, once per week). Median survival for control is 68, 81 and 73.5 days, for the 1<sup>st</sup>, 2<sup>nd</sup> and 3<sup>rd</sup> experiment, for chemo 82, 95 and 86.5, for late PXS-5505, 73, 81, and 72, for late combo, 94, 95 and 97, respectively. For early PXS-5505, median survival was 84 and 80 days for the 2<sup>nd</sup> and 3<sup>rd</sup> experiment and for early combo 119 and 92 days, respectively. The log rank  $p$  value is depicted on the survival curves,  $*p \leq 0.05$ ,  $**p \leq 0.01$ ,  $***p \leq 0.001$ ,  $****p \leq 0.0001$ . The start of the treatment is indicated by the red arrow for chemotherapy, green arrow is for PXS-5505. Number of mice enrolled in each arm is shown in parentheses. **C.** Fluorescent immunohistochemistry staining for PCNA in HGS2 TP2 tumors treated with chemo +/- PXS-5505. Representative images for PCNA staining of control or treated tumors at TP2 along with quantification of PCNA+ nuclei. Data are shown as mean  $\pm$  sem,  $**p \leq 0.01$ ,  $***p \leq 0.001$ , Mann-Whitney test. Control  $n=12$ , PXS-5505  $n=5$ , Chemo  $n = 12$ , Combo  $n = 5$ . **D.** Quantification of % FN1+, VCAN+, COL1A1+ and M3C+ area in HGS2 biopsies treated or not with PXS-5505 and in the presence or in the absence of chemotherapy.  $p$ -values correspond to two-tailed Mann-Whitney  $U$  test,  $****p \leq 0.0001$ . Control  $n=16-18$ , chemo  $n=16$ , late PXS-5505  $n=8$ , late combo  $n=10$ .

Each dot represents an individual mouse. **E.** Structural and textural modifications of ECM induced by late treatment with PXS-5505 in HGS2 tumors at TP2. Radar plots show selected metrics for FN1, VCAN, COL1A1 and M3C fibers. Control is shown in grey, late PXS-5505 in light blue. P-values correspond to two-tailed Mann-Whitney U test, \* $p \leq 0.05$ , \*\* $p \leq 0.01$ . **F.** Representative composite image from each treatment group HGS2 at TP2 is shown with CD4 (fuchsia), FoxP3 (white), endomucin (red), cancer cells (CK14/CK19, green) and COL1A1 (yellow). Hoechst 33342 in blue. Scale bar is 100 $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

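Bulk RNA sequencing of mouse omental tumors and of mouse HGSOC cell lines was analyzed. The tumors came from 2 models, 60577 (17 tumors) and HGS2 (17 tumors), with or without 3 doses of carboplatin at 20 mg/kg and paclitaxel at 10 mg/kg, and were collected 1, 7 or 21 days after the last dose. The cell lines were 60577 and HGS2 in monoculture, with 2 replicates each. Each of the 34 tumors and 4 cell line libraries was mapped to its model, time point and treatment by its label, and no column of the deposited tables was left without a sample. HGS2 TP3 treated replicate 1 is in the deposited data but not in the paper's tables, so the 16 HGS2 tumors that the paper shows were used first, and all 17 as an alternative.

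According to the paper, the authors removed ribosomal RNA, sequenced strand-specific paired-end libraries, trimmed the reads, mapped them to GRCm38 with STAR and quantified genes with RSEM. The deposited values are the authors' RSEM expected counts per gene, which are estimated counts with decimals, for 55487 genes, neither normalized nor filtered. Of these genes, 55227 had an entry in the GENCODE M21 annotation, from which symbols, types and positions were taken, and 260 had none. The paper's later steps, conditional quantile normalization for gene length and GC content and a log2 transformation, are not in the deposited values.

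The expected counts were rounded to whole numbers. Genes with at least 1 CPM in at least 25% of the libraries were kept, which left 16241 genes in tumors (13926 protein coding) and 13742 in cell lines (12523 protein coding). Over all 34 tumors the filter kept 16300. Counts were scaled with TMM and tested with edgeR 4.0.16 (quasi-likelihood test, two-sided, Benjamini-Hochberg adjustment) in R 4.3.3. The 5 groups of each model were fitted together, and the models were compared in a joint fit of both. A gene counted as differentially expressed at an adjusted p-value below 0.05 and an absolute log2 fold change above 1. The comparisons were treated against control tumors at TP1 and at TP2, treated tumors between time points, TP3 treated tumors against TP2 controls, the difference between the models in the response to treatment, HGS2 against 60577 controls, and HGS2 against 60577 cell lines. Sets of genes, which were the 7 clusters of Table S1A, 13 marker lists and 6 gene families, were tested with the fry test of limma 3.58.1 (two-sided), and sets past the threshold had an adjusted p-value below 0.05. The clusters and the matrisome genes of Table S5 are the paper's own calls on the same tumors. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic of edgeR.

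Distances between tumors, the 17-gene score and correlations used log2 CPM with a prior count of 2. They were tested by exact permutation of the group labels, or for a correlation by 100000 permutations, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. The genes named in the text were taken from the genes that the paper names for RNA or ECM, among them the genes of Figure 4E, from the marker lists and gene families, and, in each comparison, from the 10 genes with the largest absolute log2 fold change among those past the threshold whose groups do not overlap in log2 CPM. Trp53 lies outside this rule and was chosen after its values were seen.

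The labels number the replicates within each group. Neither the labels nor the paper pair tumors or cultures by these numbers, so the replicate number was not in the model, and was added as a block only as an alternative. The expected counts per tumor summed to between 17839635 and 49299442 (median 27358649), with a median of 26600319 in 60577 and 29100872 in HGS2, and per cell line library to between 31633121 and 42461995. In counts simulated from the data, edgeR's test recovered between 63% and 98.5% of 200 genes changed by a log2 fold change of 2, with the lowest share in HGS2 at TP1. Each gene was drawn at the spread typical of its expression level, and genes with low mean counts were not changed. TP3 was not simulated. Every pair of replicates was checked for copies. In the 44 pairs, the difference of the counts exceeded counting error by a chi-square per degree of freedom of 10.0 to 772, so no library was a copy of another of its group. Pairs across groups were not checked.

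The alternatives were DESeq2 1.42.0 size factors, no filter on low counts, edgeR's filterByExpr, limma-voom, the DESeq2 Wald test, the replicate number as a block, a correction for length and GC content as an offset (splines with 5 degrees of freedom) with and without the block, a fit of both models together, a fit of only the compared groups, camera with an inter-gene correlation of 0.01, a prior count of 0.5, the 2000 most variable genes, Spearman's correlation, the median over genes, and each tumor left out in turn. Added after the data were seen were the mean of pancreas genes as a covariate, the share of 7SL RNA as a covariate, a joint fit of both models with limma-voom, and a block that crosses the replicate numbers of the cell lines. Tumor weights, the ECM structure index, histology, human data and the paper's pathway and signature sets were not analyzed here.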

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

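The tests on other groupings of the tumors, the tests of depth, pancreas genes, 7SL RNA and GC content for the difference between the models, and the test of 7SL RNA against pancreas counts were chosen only after the result was seen.

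The response to chemotherapy differed between 60577 and HGS2 in 235 genes at TP1 and in 1120 genes at TP2, by a test of the difference itself. At the level of gene sets, 3 clusters and 3 marker lists differed at TP1, and 6 clusters and 2 marker lists at TP2. For Lox the difference in log2 fold change at TP2 was -1.92, so Lox fell more in 60577. Without 60577 TP2 control replicate 2 this difference was -1.59 (adjusted p = 0.0882 from edgeR's quasi-likelihood test). Lower depth in HGS2 was ruled out, since its median total count was 1.102 times that of 60577. With pancreas genes as a covariate the counts were 469 and 1519, and with a correction for length and GC content 300 and 1214, so neither lowered them. With the share of 7SL RNA as a covariate the counts were 342 at TP1 and 282 at TP2, so at TP2 part of the difference cannot be told apart from the share of counts taken by 7SL RNA. The median standard error of a log2 fold change was 1.45 times as large in HGS2 as in 60577 at TP1 and 1.45 times as large at TP2. A larger spread between HGS2 tumors may therefore explain a part. Of simulated changes in HGS2, 63% and 73.5% were still recovered at TP1 and TP2. These had a log2 fold change of 2 and the spread typical of each expression level. They do not limit this explanation for smaller changes or for genes with a larger spread. The median absolute log2 fold change, which does not depend on a threshold, was 0.363 in 60577 and 0.192 in HGS2 at TP1, and 0.560 and 0.235 at TP2.

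Among other groupings of the same tumors that part as many same-numbered pairs, 8 of 32 gave as many genes at TP1 and 8 of 64 at TP2, the real one included. All of these kept the real grouping of the 60577 tumors and regrouped the HGS2 tumors, with up to 2266 genes at TP1 and 4048 at TP2. The real grouping of the HGS2 tumors gave the fewest genes of these 8 at both time points. Regrouping the HGS2 tumors leaves the response of 60577 in place, so these groupings do not test that response. When the 60577 tumors were regrouped, the counts were at most 47 at TP1 and 0 at TP2. A larger response of 60577 tumors to the same drugs is a hypothesis, and at TP2 a part of the difference cannot be told apart from 7SL RNA. The models also differ in the strain of the mice and in the age of the tumors at collection, and no batch is named for either.

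Within groups of 4 tumors, 124 combinations of group and measure were tested for a tumor far from the others, and 10 had one, where 6.2 would be expected by chance. HGS2 TP2 control replicate 2 accounted for 4 of them. It had at least 1 count for 23098 genes, the highest of its group. At equal depth its distance to the rest of the group fell to a Dixon ratio of 0, so its higher depth may explain it. Genes of the pancreas reached 68655 CPM in this tumor, with each of the 5 genes of the list over 10 times the median of the other tumors of the group. HGS2 TP3 treated replicate 2 had 46877 CPM of pancreas genes, again with 5 of 5 genes over 10 times that median. HGS2 TP1 control replicate 3, whose group of 3 is too small for this test, had 44412 CPM. RNA from pancreas tissue taken with the omentum is a candidate source in the tumors with 5 of 5 genes raised, and no biological explanation was tested. The share of counts of 7SL RNA, the RNA of the signal recognition particle, was 20.9% in HGS2 TP2 control replicate 2 and 15.2% in HGS2 TP3 treated replicate 2. Over the 17 HGS2 tumors this share rose with the pancreas counts (Spearman's rho 0.657, permutation test, two-sided, p = 0.00520, rho 0.500 without the 2 farthest tumors). Over the 17 tumors of 60577 it did not (rho -0.328, permutation p = 0.197, rho -0.554 without the 2 farthest tumors). Pancreas RNA is therefore a possible explanation of the 7SL share in HGS2 alone. Loxl2 was lowest in HGS2 TP2 control replicate 2, at 558 CPM. Without the pancreas genes and 7SL RNA in the total it was 773 CPM, still below the 995 CPM of the next tumor, so the counts taken by these genes explain only a part.

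Single tumors stood apart in 4 other measures. In HGS2 TP2 control replicate 4, genes of red blood cells reached 194 CPM, with 3 of 3 genes over 2 times the median of the other tumors, so blood in the sample is a candidate source. In 60577 TP3 treated replicate 2, muscle genes reached 31.4 CPM, with 3 of 3 genes over 2 times that median, so muscle tissue is a candidate source. In 60577 TP2 treated replicate 1, the mean log2 CPM of the adipocyte genes was 6.66, with 8 of 8 genes over 2 times the median, which may reflect more fat tissue in this sample. Whether that fat belongs to the response or to the dissection was not tested.

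HGS2 TP3 treated replicate 1, which the paper does not report on, had at least 1 count for 16253 genes. Brought to equal depth it had 16257 genes, whereas the lowest of the other HGS2 tumors had 19563, so its lower depth does not account for this. Its difference from the other HGS2 tumors was related to GC content with a Spearman's rho across genes of 0.166, the largest of the 17 tumors (next 0.153), and to gene length with 0.0371, where others reached 0.116. Genes are not independent replicates, and a GC bias of 0.166 may account for a part only. The mean log2 CPM of cluster 6 was lowest in this tumor, at 1.53. At equal depth it was still the lowest (1.67 against 2.79), with a Dixon ratio of 0.684, below the critical value of Dixon's test, so lower depth may explain a part of the gap only. No biological explanation was tested.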

How the results depend on the processing

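The tests with pancreas genes or 7SL RNA as a covariate, the joint fit with limma-voom and the crossed block of the cell lines were chosen only after the result was seen. All other alternatives were chosen before the data were examined, and each of them was run.

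Of 303 alternative values for 32 whole comparisons, 249 kept their direction and stayed within 1.5 times the count or within the spread, 51 moved and 3 reversed. Of 657 alternative values for single genes in a comparison, 628 kept direction and side of an adjusted p-value of 0.05, 16 became weaker, 9 became stronger and 4 reversed. In fits that each left out a tumor, 309 of 317 values for single genes stayed by the same rule, 3 became weaker, 1 became stronger and 4 reversed. These labels do not score the limit of 1 on the absolute log2 fold change. In 60577 at TP2 some called genes fell under that limit, with a tumor left out Fn1 (-0.918), P4ha1 (-0.859) and Adamts20 (0.951), and in other settings Fn1 (-0.840) and Adamts20 (0.971). The cause was not tested for any change below. DESeq2 size factors, filterByExpr, limma-voom in separate fits and the length and GC correction without a block moved no whole comparison.

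In a joint fit of both models, the 60577 counts were 1604 at TP1, 273 from TP1 to TP2, 803 from TP2 to TP3, 901 from TP1 to TP3 and 866 for the compiled genes. HGS2 at TP3 then had 3 genes, and the models shared 49 genes at TP1 and 3.6e+02 (rounded) at TP2. With limma-voom in a joint fit, the 60577 counts were 1542 at TP1, 320 from TP1 to TP2, 1039 from TP1 to TP3 and 974 compiled, HGS2 at TP3 had 2 genes, and 35 and 378 genes were shared. With the replicate number as a block, 570 genes differed from TP1 to TP2, the models differed in 679 genes at TP2, and 81 genes were shared at TP2. Under the block the other 60577 counts were 2377 at TP1, 3749 at TP2, 1273 from TP2 to TP3, 1613 from TP1 to TP3 and 3858 for TP3 against TP2 controls. Same-numbered 60577 tumors correlated at -0.0354 and same-numbered HGS2 tumors at -0.0254 after removal of group means. With the block and the length and GC correction, 600 genes differed from TP1 to TP2 and 88 were shared at TP2. With only the compared groups in the fit, 247 genes differed from TP1 to TP2, and HGS2 had 1 gene at TP2.

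With 7SL RNA as a covariate, 560 genes differed from TP1 to TP2 and 15 from TP2 to TP3, 1054 were compiled, the models differed in 282 genes at TP2, 7 marker lists changed in 60577 at TP1 and 3 clusters in HGS2 at TP2. The share of 7SL RNA was itself higher in treated 60577 tumors at TP1 and TP2, so this covariate also takes away part of any effect of treatment. With pancreas genes as a covariate, 545 genes differed from TP2 to TP3 and 1003 from TP1 to TP3, the models differed in 469 genes at TP1, and 1 cluster changed in HGS2 at TP2. The DESeq2 Wald test gave 1, 8 and 5 genes in HGS2 at TP1, TP2 and TP3, 721 genes for the difference between the models at TP1, and 43 and 331 shared genes. Without a filter, the models differed in 111 genes at TP1, the cell lines in 3849 genes, and 18 genes were shared at TP1. With all 17 HGS2 tumors, the models differed in 155 genes at TP1, 6 genes were shared at TP1, and 1 marker list changed in HGS2 at TP2. With camera, 5 clusters changed in HGS2 at TP1 and 5 at TP2, 4 marker lists at TP1 and 8 at TP2, and 2 gene families differed between the cell lines. The genes correlated with Lox numbered 31 after removal of the means of time points, and 128 in control tumors.

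Results that reversed were close to 0. The separation of HGS2 tumors was -2.07e-05 with a prior count of 0.5, -0.00229 with the 2000 most variable genes and -5.73e-04 with all 17 tumors, and ranged from -0.00200 to 0.00341 over the 16 fits that each left out a tumor. With 7SL RNA as a covariate, the log2 fold change at TP1 in 60577 was 0.21 for Lox and 0.029 for Loxl2. In HGS2 at TP2, Lox was at -0.012 with the length and GC correction and at -0.020 with pancreas genes as a covariate. Over fits that each left out a tumor, Lox ranged from -0.23 to 0.14 in 60577 at TP1 and from -0.19 to 0.17 in HGS2 at TP2, and Loxl2 from -0.82 to 0.081 in HGS2 at TP2.

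Over the fits that each left out a tumor, the counts ranged from 254 to 1369 for TP1 to TP2 in treated 60577 tumors, from 732 to 2127 for TP2 to TP3 and from 1111 to 2066 for TP1 to TP3. The difference between the models ranged from 62 to 648 genes at TP1 and from 365 to 1475 at TP2, and the shared genes from 6 to 109 and from 33 to 194. Marker lists changed in 60577 at TP1 ranged from 7 to 13, and in HGS2 at TP2 clusters ranged from 0 to 1 and marker lists from 0 to 2.

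The balance of genes higher and lower moved as well. From TP1 to TP2 it was 581 higher and 396 lower, against 74 and 199 in the joint fit, 93 and 154 with only the compared groups, 123 and 197 with limma-voom in a joint fit, 267 and 303 with the block, and 255 and 305 with 7SL RNA as a covariate. From TP2 to TP3 it was 563 and 715, against 703 and 613 with limma-voom, 491 and 399 with limma-voom in a joint fit, and 14 and 1 with 7SL RNA as a covariate. From TP1 to TP3 it was 954 and 837, against 361 and 540 in the joint fit and 379 and 624 with pancreas genes as a covariate. The DESeq2 Wald test turned the balance for the difference between the models at TP2 from 522 and 598 to 880 and 786, and for the cell lines from 1037 and 1152 to 1428 and 1377. For the controls of the models it was 1949 higher and 1377 lower in HGS2, against 1642 and 1614 with limma-voom. With all 17 HGS2 tumors, the models differed in 760 genes at TP2. The total counts of HGS2 were not lower than those of 60577, yet the share of simulated changes recovered was 63% at TP1 and 73.5% at TP2 in HGS2, against 95.5% and 98.5% in 60577.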

Differences from the paper's values

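The settings with 7SL RNA as a covariate and the joint fit with limma-voom are tests chosen only after the result was seen.

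The paper gives a mean depth of 65 M reads for tumors, and the counts on genes averaged 28.3 M. No alternative changes the value of 28.3 M, since all use the same counts. The libraries were sequenced from paired ends, and the paper does not say whether its depth counts reads or read pairs. The paper's value and the counts on genes may therefore differ in unit. The paper lists 791 compiled genes in Table S1A, and 1892 were compiled here. Of the alternatives set before the data were examined, the joint fit of both models closed this gap with 866 genes and the others did not. The 7SL RNA covariate (1054 genes) and the joint fit with limma-voom (974 genes), both chosen after seeing the values, also closed it.

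In Figure S3C, the paper shows about 2900 genes in 60577 alone at TP1, read by eye, against 4763 here. The joint fit of both models gave 2960, and no other alternative set before the data were examined closed the gap. The 7SL RNA covariate with 3871 and the joint fit with limma-voom with 2906, chosen after seeing the values, closed it. In both models at TP1, Figure S3C shows about 25 genes, read by eye, against 11 here. Without a filter on low counts there were 18, which closed the gap. The fits without HGS2 TP1 control replicate 1 and without HGS2 TP1 treated replicate 2, with 22 genes each, also closed it. No other alternative set before the data were examined did. For genes in a single model alone, fits that left out a tumor were not compared with Figure S3C. The joint fit with limma-voom, chosen after seeing the values, gave 35 and closed it. In HGS2 alone at TP1, Figure S3C shows about 110 genes, read by eye, against 20 here, and no alternative set before the data were examined closed this gap. The joint fit with limma-voom, chosen after seeing the values, gave 117.

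In both models at TP2, Figure S3C shows about 350 genes, read by eye, against 166 here. The DESeq2 Wald test with 331 and the joint fit of both models with 3.6e+02 (rounded) closed the gap, and the other alternatives set before the data were examined did not. The joint fit with limma-voom, chosen after seeing the values, gave 378 and closed it. In HGS2 alone at TP2, Figure S3C shows about 380 genes, read by eye, against 96 here. The joint fit of both models gave 357, and the other alternatives set before the data were examined did not close the gap. The joint fit with limma-voom, chosen after seeing the values, gave 393 and closed it.

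The paper's text describes the genes of Figure 4E as falling with chemotherapy in 60577, while the figure's legend gives them a positive association with the structure index, which the text describes as rising with time after treatment. Here 26 of the 29 tested had a negative log2 fold change at TP2, 12 of them past the threshold, and 28 did at TP3, 17 of them past the threshold. Adamts20 had a log2 fold change of 1.21 at TP2. At TP1, 16 of the 29 had a negative log2 fold change, and of the 7 past the threshold 4 were lower and 3 higher. The paper reports integrin and ECM pathways as enriched in HGS2 cell lines, by pre-ranked GSEA of Reactome pathways. Here 0 of the 6 gene families passed fry, with 0 at an unadjusted p-value below 0.05. The families are other gene sets, and fry is not a competitive test as GSEA is. The competitive test camera, set before the data were examined, gave 2 families, both higher in HGS2. The paper describes a transient rise of fibroblast signatures at TP1, and also changes in fibroblast pathways that lasted to TP3. The fibroblast list here, which is not the paper's signature, was also 0.74 above TP2 controls at TP3. In that comparison treatment and time cannot be told apart.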

Other observations

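The tests on other groupings of the tumors were chosen only after the result was seen.

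Each count of genes was compared with other groupings of the same tumors that part as many same-numbered pairs. For 60577 at TP1, 1 of 4 such groupings, the real one, gave as many genes, clusters or marker lists, and so few groupings cannot give a share below 0.05. The other groupings, which part fewer same-numbered pairs, gave fewer, so that over all 10 the count was again 1. At TP2, 1 of 8 groupings gave as many genes, clusters, marker lists and matrisome genes, as did 1 of 8 for TP1 to TP2, TP2 to TP3, TP1 to TP3 and TP3 against TP2 controls. Over all 35 groupings it was 1 for each of these counts of genes, and 2 for the clusters at TP2. In HGS2, where the counts were 0, all 4 of 4 groupings at TP1 gave as many genes, clusters and marker lists, all 8 of 8 at TP2 as many genes, clusters, marker lists and matrisome genes, and all 8 of 8 at TP3 as many genes, which shows nothing about the grouping. By the count of genes at an unadjusted p-value below 0.05, 3 of 4 groupings at TP1 and 1 of 8 at TP2 were as large as the real one. The overlap of the models was as large in 3 of 4 groupings of the HGS2 tumors at TP1 and in 1 of 8 at TP2. The difference between the controls of the models was as large in 1 of 64 groupings. The compiled genes were as many in 5 of 64 groupings, with up to 3768 genes. All 5 kept the real grouping at TP2, and the 4 that regrouped TP1 put controls among the treated tumors of the time-point comparisons, which can raise the count by itself. With the TP2 tumors regrouped, at most 1389 genes were compiled.

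The fall of the tumor cells among all cells was tested as an explanation of the response. Across genes, the log2 fold change of treated 60577 tumors rose with the difference between control tumors and the 60577 cell line, with a Spearman's rho of 0.302 at TP1 and 0.532 at TP2. In HGS2 rho was 0.301 at TP1 and 0.319 at TP2. Genes are not independent replicates, and a smaller share of RNA from tumor cells may be a part of the response in both models. For Lox at TP2 in 60577, 1.4% of the 500 genes nearest in that difference had a lower log2 fold change, and for Loxl2 1.2%, while the median of those genes was 0.05 and 0.12. If tumor cells express Lox and Loxl2 in the tumors as in culture, a smaller share of them alone is unlikely to give these falls at TP2. That condition was not tested, and the cell line rests on 2 cultures with Lox at 330 and 144 CPM. The other technical explanations were not tested for these falls apart from the settings reported above.

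Trp53 had a log2 fold change of 0.93 at TP1 and 0.92 at TP2 in treated 60577 tumors (standard error 0.20 and 0.19, adjusted p = 0.00245 and 8.66e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A smaller share of tumor cells is a candidate explanation, since Trp53 was low in the 60577 cell line. Within groups, Trp53 and the epithelial genes were related with a Spearman's rho of -0.240 over the 17 tumors (permutation test, two-sided, p = 0.352), so this explanation was neither shown nor excluded.

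Between control tumors of the models, 27 of the 3326 differentially expressed genes (0.812%) had at most 3 counts in every sample of one model and more in every sample of the other, 13 of them higher in HGS2. The samples include the cell lines, so a gene that the cell lines do not express could not be counted. Variants that remove a gene from one strain are a candidate explanation for these 27 genes, and for the other genes they were not excluded.

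The genes of Table S5 that correlated with Lox in treated 60577 tumors fell from 80 to 31 when the mean of each time point was removed, so differences between time points may carry most of these correlations. The relations with Timp1, Loxl2 and P4ha1 kept an r of 0.821, 0.768 and 0.738.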
